# Integration of Dual Stress Transcriptomes and Major QTLs from a Pair of Genotypes Contrasting for Drought and Chronic Nitrogen Starvation Identifies Key Stress Responsive Genes in Rice

**DOI:** 10.1186/s12284-021-00487-8

**Published:** 2021-06-05

**Authors:** Amitha Mithra Sevanthi, Subodh Kumar Sinha, Sureshkumar V, Manju Rani, Manish Ranjan Saini, Sapna Kumari, Megha Kaushik, Chandra Prakash, Venkatesh K., G. P. Singh, Trilochan Mohapatra, Pranab Kumar Mandal

**Keywords:** Nitrogen stress, Drought stress, Rice, QTLs under nitrogen stress, RNA-seq, Nitrogen use efficiency

## Abstract

We report here the genome-wide changes resulting from low N (N-W+), low water (N+W-)) and dual stresses (N-W-) in root and shoot tissues of two rice genotypes, namely, IR 64 (IR64) and Nagina 22 (N22), and their association with the QTLs for nitrogen use efficiency. For all the root parameters, except for root length under N-W+, N22 performed better than IR64. Chlorophyll a, b and carotenoid content were higher in IR64 under N+W+ treatment and N-W+ and N+W- stresses; however, under dual stress, N22 had higher chlorophyll b content. While nitrite reductase, glutamate synthase (GS) and citrate synthase assays showed better specific activity in IR64, glutamate dehydrogenase showed better specific activity in N22 under dual stress (N-W-); the other N and C assimilating enzymes showed similar but low specific activities in both the genotypes. A total of 8926 differentially expressed genes (DEGs) were identified compared to optimal (N+W+) condition from across all treatments. While 1174, 698 and 903 DEGs in IR64 roots and 1197, 187 and 781 in N22 roots were identified, nearly double the number of DEGs were found in the shoot tissues; 3357, 1006 and 4005 in IR64 and 4004, 990 and 2143 in N22, under N-W+, N+W- and N-W- treatments, respectively. IR64 and N22 showed differential expression in 15 and 11 N-transporter genes respectively, under one or more stress treatments, out of which four showed differential expression also in N+W- condition. The negative regulators of N- stress, e.g., *NIGT1*, *OsACTPK1* and *OsBT* were downregulated in IR64 while in N22, *OsBT* was not downregulated. Overall, N22 performed better under dual stress conditions owing to its better root architecture, chlorophyll and porphyrin synthesis and oxidative stress management. We identified 12 QTLs for seed and straw N content using 253 recombinant inbred lines derived from IR64 and N22 and a 5K SNP array. The QTL hotspot region on chromosome 6 comprised of 61 genes, of which, five were DEGs encoding for UDP-glucuronosyltransferase, serine threonine kinase, anthocyanidin 3-O-glucosyltransferase, and nitrate induced proteins. The DEGs, QTLs and candidate genes reported in this study can serve as a major resource for both rice improvement and functional biology.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12284-021-00487-8.

## Background

Nitrogen (N) is one of the most important macronutrients of plants as it is a component of several biomolecules, viz., enzymes, amino acids, nucleic acids, chlorophyll, and a range of diverse secondary metabolites. Thus, it affects many aspects of plant growth and metabolism and eventually the grain yield (Xu et al. 2012; Wang et al. 2014; Sinha et al. 2019). Enhanced N supply combined with enhanced N responsiveness of the semi-dwarf genotypes of the major cereal crops, especially, rice and wheat, made higher harvest index and productivity possible which eventually ushered in the green revolution (Zeigler and Mohanty, 2010). Though both semi-dwarf rice and wheat respond to N fertilizers, they have low N use efficiency and thereby demand higher supply of N for higher yields (Loddo and Gooding, 2012; Ma and Liu, 2018). It has been estimated that crop plants in general are capable of utilizing only 30–40% of applied N (Raun and Johnson, 1999), and hence more than 60% applied N is lost to the environment. However, continuous and/ or indiscriminate supply of nitrogenous fertilizers had not only led to economic losses to farmers but also has caused severe environmental pollution as a result of the numerous physio-chemical processes that occurs in the soil, e.g., eutrophication of freshwater and the marine ecosystem due to leaching and run-off of excessive NO_3_^−^, volatilization and denitrification (Snyder et al. 2009). Further, the emission of N_2_O (a greenhouse gas which is almost 300 times more potent than CO_2_) has become a major threat to our environment (Forster et al., 2007).

Global warming is posing a grave threat to water supply with irregular quantum and periodicity of rainfall that has made intermittent drought spells during rice cultivation a common occurrence. Under the rainfed system of rice cultivation, drought stress is a major cause of yield loss (Prasertsak and Fukai, 1997; Dar et al. 2020). Though, the irrigated system is the major form of rice cultivation in India and China, the two major rice growing countries of the world, this will arguably become unsustainable by the second half of twenty-first century, owing to global warming led depletion of water resources. Further, the semi-dwarf genotypes of rice, that occupy the major area of rice fields, are highly sensitive to drought stress as there is a tight linkage between the *sd1* gene and a major drought tolerant quantitative trait loci (QTL) on chromosome 1 (Vikram et al. 2015). Thus, poor supply of N and water are the major limiting factors for plant growth and crop productivity (Ding et al. 2018).

Root, being the first organ of a plant, senses the availability of N and moisture in the soil besides other minerals and often gets modulated in resource-limited conditions, e.g., low N and water, probably to acquire these nutrients (Sinha et al. 2020). Drought stress negatively impacts plant growth and a plethora of other physiological processes among which the most important ones are C (carbon) and N metabolism (Abid et al. 2016). Owing to cell membrane damage under drought stress, N transport and its metabolism are reduced in plants (Xu et al. 2006; Xiong et al. 2018). Rice being traditionally grown in flooded condition, prefers ammonical-N rather than nitrate N, and the former was demonstrated to enhance drought tolerance in rice through the expression of aquaporins and accumulation of ABA (Guo et al. 2007; Gao et al. 2010; Ding et al., 2016 and 2018). However, due to the presence of aerenchyma cells in the root, rice is capable of transporting oxygen from the leaf to the rhizosphere enabling oxidation of NH_4_^+^ to NO_3_^−^, and therefore can take up 15–40% of N in the form of NO_3_^−^ (Kirk and Kronzucker, 2005). Nitrate transporters belonging to NPF family (consisting members of low affinity nitrate transporters) have been demonstrated to transport a variety of substrates including ABA and IAA (Leran et al. 2014). Further, overexpression of an accessory protein of a high affinity nitrate transporter of rice, *OsNAR2.1*, has been demonstrated to not only increase N use efficiency and yield but also drought tolerance while the RNAi lines had lower drought tolerance (Chen et al. 2016, 2019). They also showed that the *OsNRT2.1* and *OsNRT2.3a* transgenic lines did not provide any advantage under drought stress and rather had a very low survival rate. ABA is the key player in several abiotic stress tolerance mechanisms including drought and salinity tolerance (Peleg and Blumwald, 2011). Osmotic stress/ABA–activated protein kinase 2 (*SAPK2*), a member of SnRK2s subclass II, has been shown to enhance NUE under drought stress (Lou et al. 2020). Higher N supply is also known to predispose plants to pest and disease attack, and downregulate ABA levels (Cao et al. 2011). Thus, crosstalk among N transporters, ABA dependent gene expression and aquaporins including nodulin 26-like intrinsic protein family (which are a super class of plant aquaglyceroporins), under adequate or higher N supply, may reduce the negative impact of drought stress in plants or vice-versa (Ding et al. 2018). At the field level also, N fertilizer application had a small effect on growth during the drought stress period in rice, while a larger positive effect of N was observed after recovery in the stress trials. On the other hand, there are some metabolites, for instance, allantoin, which show exactly opposite fates under limited N and water supply stress. Allantoin showed higher catabolism under N-limited conditions, and on the contrary, accumulation of allantoin was seen under the water stress conditions in two Australian bread wheat genotypes (Casartelli et al., 2019). Further, allantoin is reported to be accumulated under drought stress in drought sensitive genotypes in legumes but drought tolerant genotypes in cereal crops (Plett et al. 2020).

With the advent of microarray and RNA-seq technologies, individual effects of suboptimal supply of N and water on the entire physiology and gene expression have been examined in detail by many workers (Lian et al. 2006; Cai et al. 2012; Yang et al. 2015; Sinha et al. 2018; Li et al. 2019; Song et al. 2020). The interplay of N and water use efficiency is an important aspect of crop production, and therefore their dissection at the molecular level is highly imperative. To the best of our knowledge, genome-wide transcriptome studies on their combined deficiency effect have not been reported so far in rice or other crop plants. Hence, in order to understand the effect of dual stress (low N and water supply stress), we examined a global transcriptome of root and shoot tissues of rice seedlings of two rice genotypes, i.e., Nagina 22 (a drought tolerant, tall and non-N responsive upland variety), and IR 64 (a semi-dwarf, drought sensitive and N-responsive lowland variety), employing physio-biochemical characterization of these two contrasting genotypes for individual and dual stresses. We further identified low-N stress specific QTLs using a recombinant inbred (RI) population derived from these two parents. Our results suggest that IR64 had a similar molecular response to N- and dual (N-W-) stress, while the response of N22 under these two conditions was distinctly different. Though both the genotypes did show downregulation of the major metabolic pathways, the degree of downregulation was consistently lower in N22 as compared to IR64 under dual stress. We also could identify some major putative candidate genes for higher nitrogen use efficiency through integration of molecular mapping and transcriptome data under N-stress.

## Results

### Effect of Low Nitrogen and Water Stress on Biomass

The plants subjected to all the three stress treatments along with the optimal conditions are shown in Fig. 1. The longest root length was observed in IR64 (24.46 cm) under limited N supply (N-W+) followed by N22 (24.43 cm) under dual stress (N-W-) treatment. The shortest root length of 15 cm was observed under N+W+ in IR64. In general, the root length of N22 was significantly longer as compared to IR64 in all conditions except N-W+ (Fig. 2a). Root fresh weight (mg) of N22 was much higher than that of IR64 under optimal as well as all the stress conditions, i.e., 436.26 vs. 170.56 (N+W+), 63.8 vs. 23.6 (N-W+), 339.83 vs. 158.16 (N+W-) and 101.5 vs. 35.2 (N-W-) (Fig. 2b). While both the genotypes showed similar reduction for root dry weight under N-W+ stress and N-W- conditions, N22 had higher root dry weight under optimal and N+ W- stress condition than that of IR64 (Fig. 2c). Under N-W+ condition, IR64 showed longer root length and maintained both its root dry and fresh weight, whereas N22 maintained its root length but showed severe reduction in root weight (Fig. 2a-c). Thus, under N-W+ and dual stress (N-W-), though the two genotypes showed a similar performance for root fresh and dry weight, in terms of % reduction in root weight, N22 showed a higher reduction compared to IR64 (43.47% vs. 70.02% reduction under N-W+ stress and 38.63 vs. 68.62% reduction under N+W- in root dry weight in IR64 and N22 respectively); however, under N+W- stress, the performance of the genotypes was similar as evident from a similar % reduction in root and shoot dry weights (− 5.7 vs. 0.16% for RDW and − 12.05 vs. -5.17%).

**Fig. 1:**
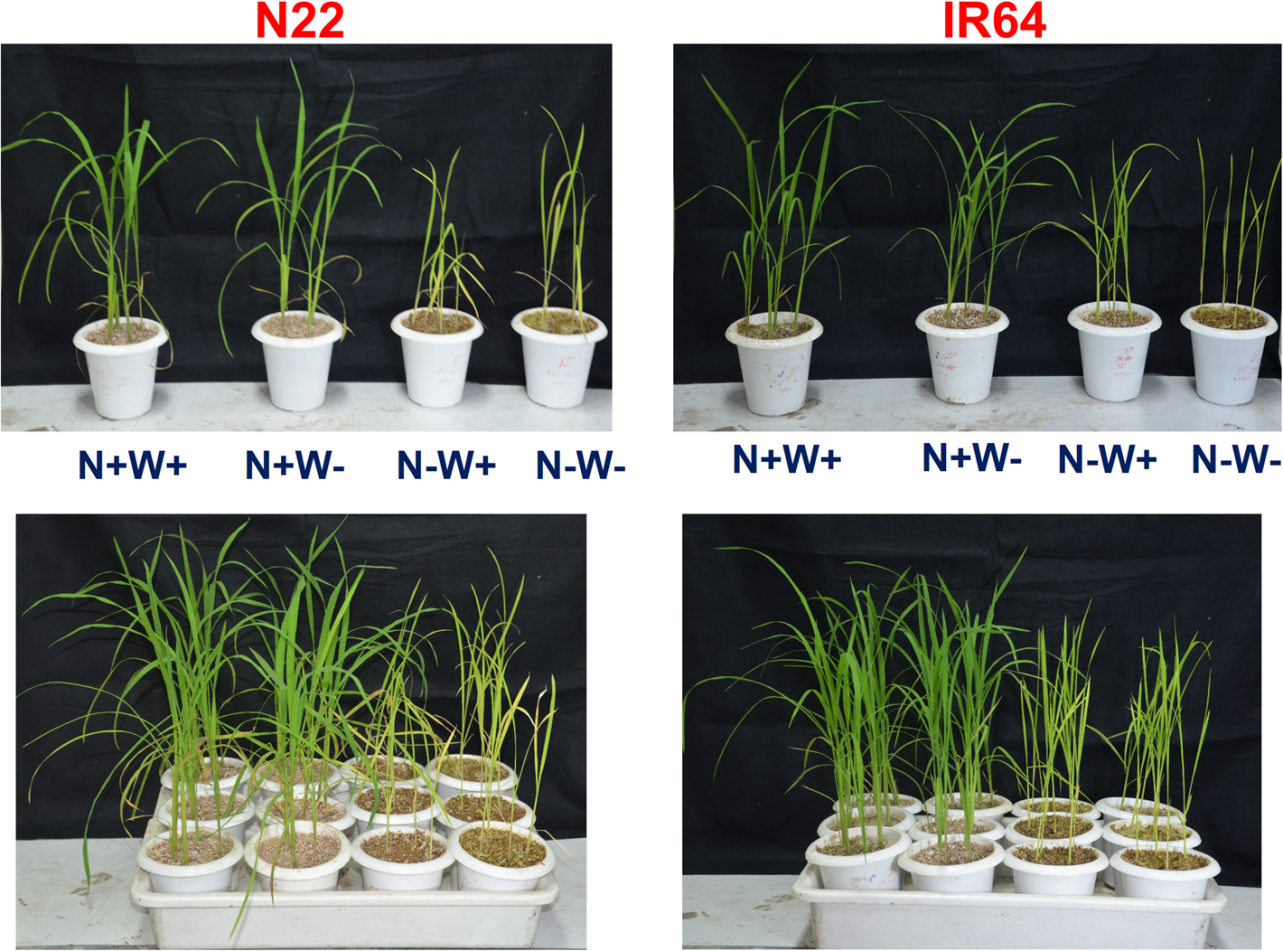
Image of the plants grown under various stress treatments namely optimal input (N+W+), low N (N-W+), low water (N+W-) and low N and water (N-W-) supply

**Fig. 2:**
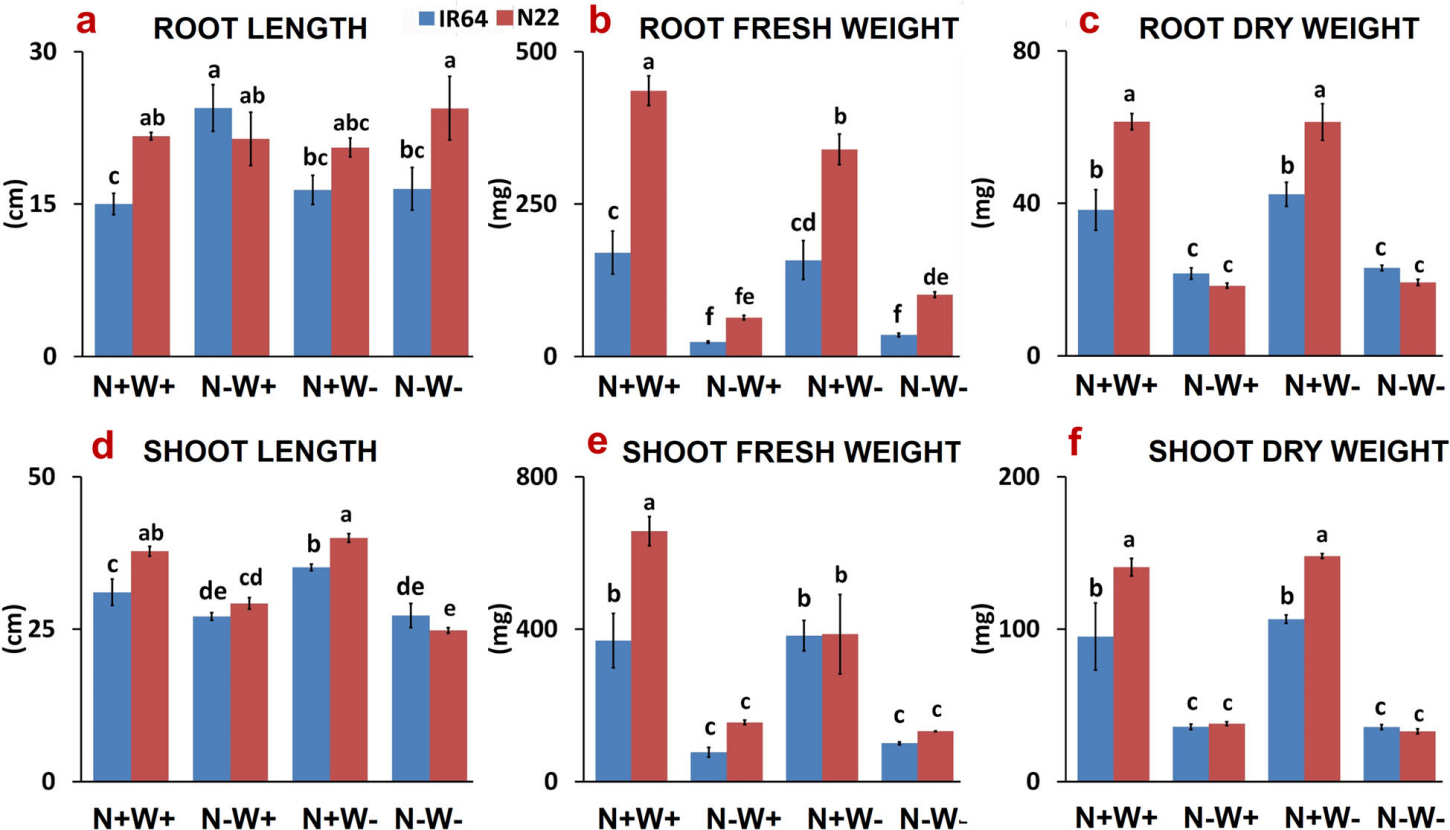
Biomass (Root and Shoot Length; Root and Shoot Fresh Weight and Root and Shoot Dry Weight) analysis of two rice genotypes, i.e., IR64 and N22, under low nitrogen (N) and water (W) stresses. Growth conditions followed by plus (+) and minus (−) indicate optimal (+) and low (−) supply of input. Values are mean ± SE (n = 3), different letters above the bar indicate significant difference (*p* < 0.05) between the different stress conditions and genotypes

Shoot length of N22 was the longest under N+W- condition (39.9 cm), equivalent to optimal conditions, and invariably higher than that of IR64 under optimal as well as all stress conditions (Fig. 2d). The only exception to this was the dual stress condition wherein both the genotypes had nearly equal shoot length. Further, under optimum conditions (N+W+), both shoot fresh and dry weight of N22 were significantly higher than that of IR64, i.e., 657.06 mg and 140.5 mg as compared to 369.9 mg and 95.13 mg respectively. Both the genotypes showed significantly reduced shoot weight under stress conditions and were equivalent under all the cases except N+W- condition wherein N22 had more shoot dry weight than IR64 (Figs. 2e-f). In brief, the resilience IR64 to chronic N-W+ stress was evident from the results while N22 and IR64 showed a nearly similar performance under a short term N+W- stress.

### Effect of Low Nitrogen and Water Stress on Relative Water Content (RWC)

Both the highest and lowest RWC (%) was observed under N-W+ condition in IR64 (97.2%) and N22 (84.24%) respectively. Differences between the genotypes for RWC was not significant under the dual stress (N-W-), i.e., 93.39 and 90.4% for IR64 and N22 respectively. However, IR64 showed better RWC than that of N22 under N-W+ stress condition with intermediate values in other treatments (Fig. 3). Notably, under the dual stress, the RWC was even more than that of N+W- stress in N22 while it was nearly equivalent in IR64. It’s important to mention here that these differences were however not statistically significant.

**Fig. 3:**
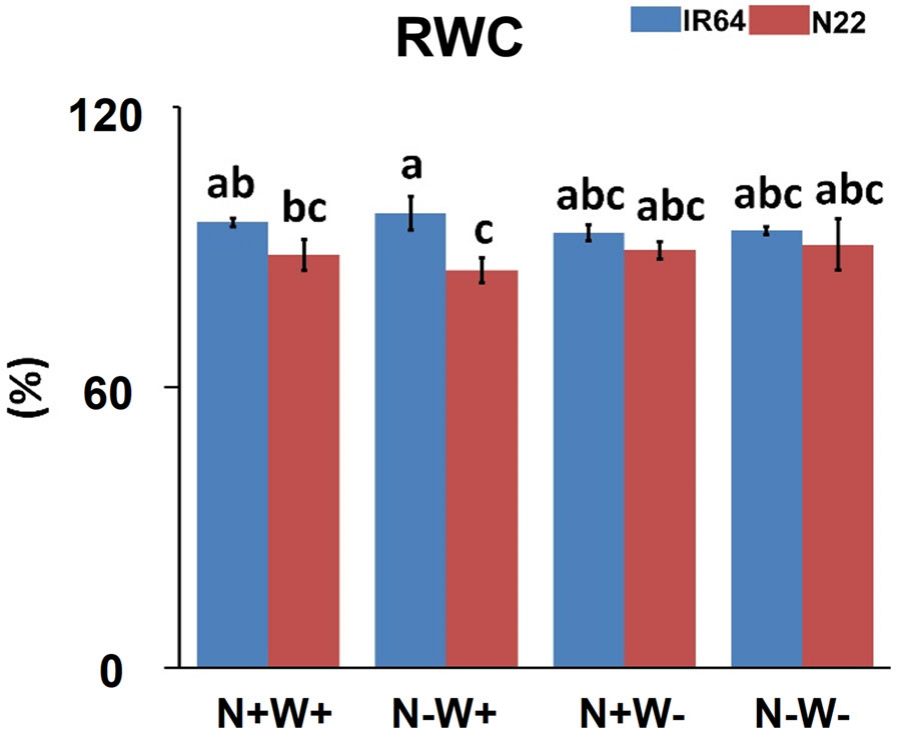
Relative Water Content (RWC) of two rice genotypes, i.e., IR64 and N22, under low nitrogen (N) and water (W) stresses. Growth conditions followed by plus (+) and minus (−) indicate optimal (+) and low (−) supply of input. Values are mean ± SE (*n* = 3), different letters above the bar indicate significant difference (*p* < 0.05) between the different stress conditions and genotypes

### Effect of Low Nitrogen and Water Stress on Chlorophyll and Carotenoid Content

Reduction in chlorophyll A, total chlorophyll and carotenoid content was observed only under N-W+ stress or dual stress (N-W-) but not under W- stress in both the genotypes. So it was only the Chl B content that distinguished the response of the genotypes under optimum as well as dual stress conditions. N22 showed both maximum (0.166 mg/ g.fwt) and minimum (0.0622 mg/ g.fwt) content of Chl B under N-W-, and N+W+ conditions, respectively, whereas IR64 had the highest Chl B content, i.e., 0.1418 mg/ g.fwt under optimum conditions. Although stress conditions did cause reduction of Chl A and total Chl, the difference between the genotypes was insignificant under both optimum as well as stress conditions (Figs. 4a-c). Carotenoid content was higher in IR64 under the optimal condition. Though RWC content did not show much variation under W- and dual stress in either of the genotypes (Fig. 3), the leaves showed complete rolling and yellowing, especially, under dual stress, as seen from the very low chlorophyll content, especially Chl A in N22 and Chl B in IR64 (Figs. 1 and 4). Hence, sampling was done on the 7th day of drought stress for further morphological, biochemical and transcriptome studies.

**Fig. 4:**
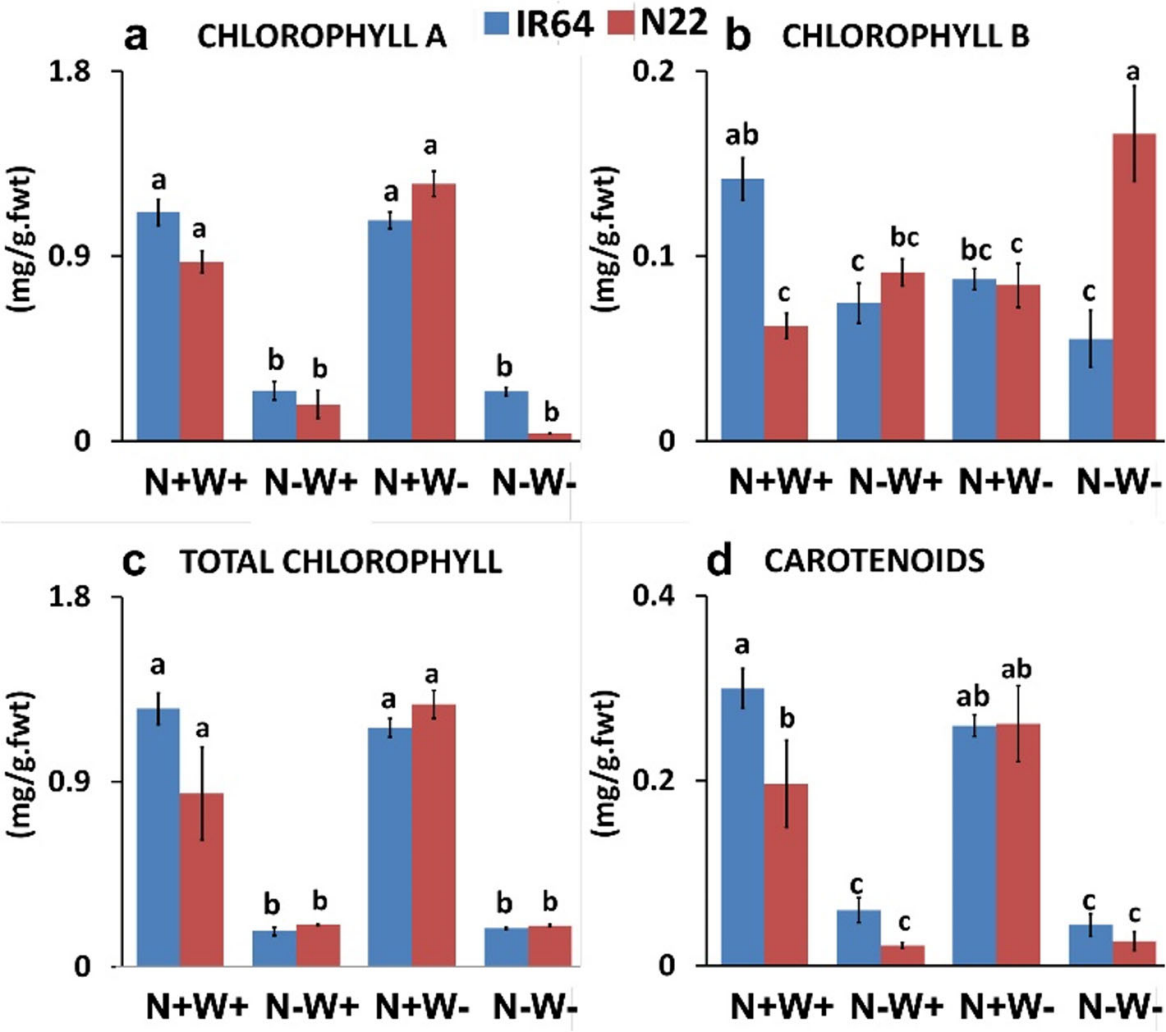
Chlorophyll and carotenoid content of two rice genotypes, i.e., IR64 and N22, under low nitrogen (N) and water (W) stresses. Growth conditions followed by plus (+) and minus (−) indicate optimal (+) and low (−) supply of input. Values are mean ± SE (n = 3), different letters above the bar indicate significant difference (*p* < 0.05) between the different stress conditions and genotypes

### Effect of Low Nitrogen and Water Stress on Root System Architecture Traits

Under optimal (N+W+) and N-W+ conditions, the TRS of IR64 (487.55 and 235.03 cm respectively) was observed to be more than N22 (447.88 and 151.64 cm respectively; Figs. 5a and Fig. 6). In brief, the genotypes did not show a statistically significant difference between them for TRS under optimal input supply, but did show a significantly differential response under low N- supply i., N-W+ stress. Similarly, TRS got reduced significantly in IR64 under N+W- stress (487.55 to 396.46 cm), while only a marginal reduction (447.88 to 438.91 cm) was seen in N22 (Figs. 5a and Fig. 6). Under dual stress conditions (N-W-), the TRS of both the genotypes reduced considerably but the difference between the genotypes was again statistically not significant. LRS was not affected by N+W- stress in both the genotypes. The least LRS was observed under dual stress condition in both the genotypes (0.9023 and 0.9036 for IR64 and N22 respectively), followed by N-W+ condition, wherein only N22 showed reduction (0.8920) but not IR64 (0.9340) (Fig. 5b). In general, SOLRN was more than FOLRN in both the genotypes under respective conditions. IR64 showed highest FOLRN (614.66) and SOLRN (4979.33) under the optimal condition, but showed a comparatively severe reduction under all the stress conditions (Figs. 5c-d). N22 showed an interesting pattern of lateral root numbers, wherein FOLRN showed the maximum value under dual stress condition (533.3), followed by optimal (306.0), W- (79.0) and N- (54.0) conditions. Similarly in case of SOLRN, N22 showed the highest value (2574.0) under dual stress conditions, followed by optimal (1499.0), W- (1541.0) and N- (222.33) conditions, the latter being the least number among all conditions and genotypes (Figs. 5d and Fig. 6).

**Fig. 5:**
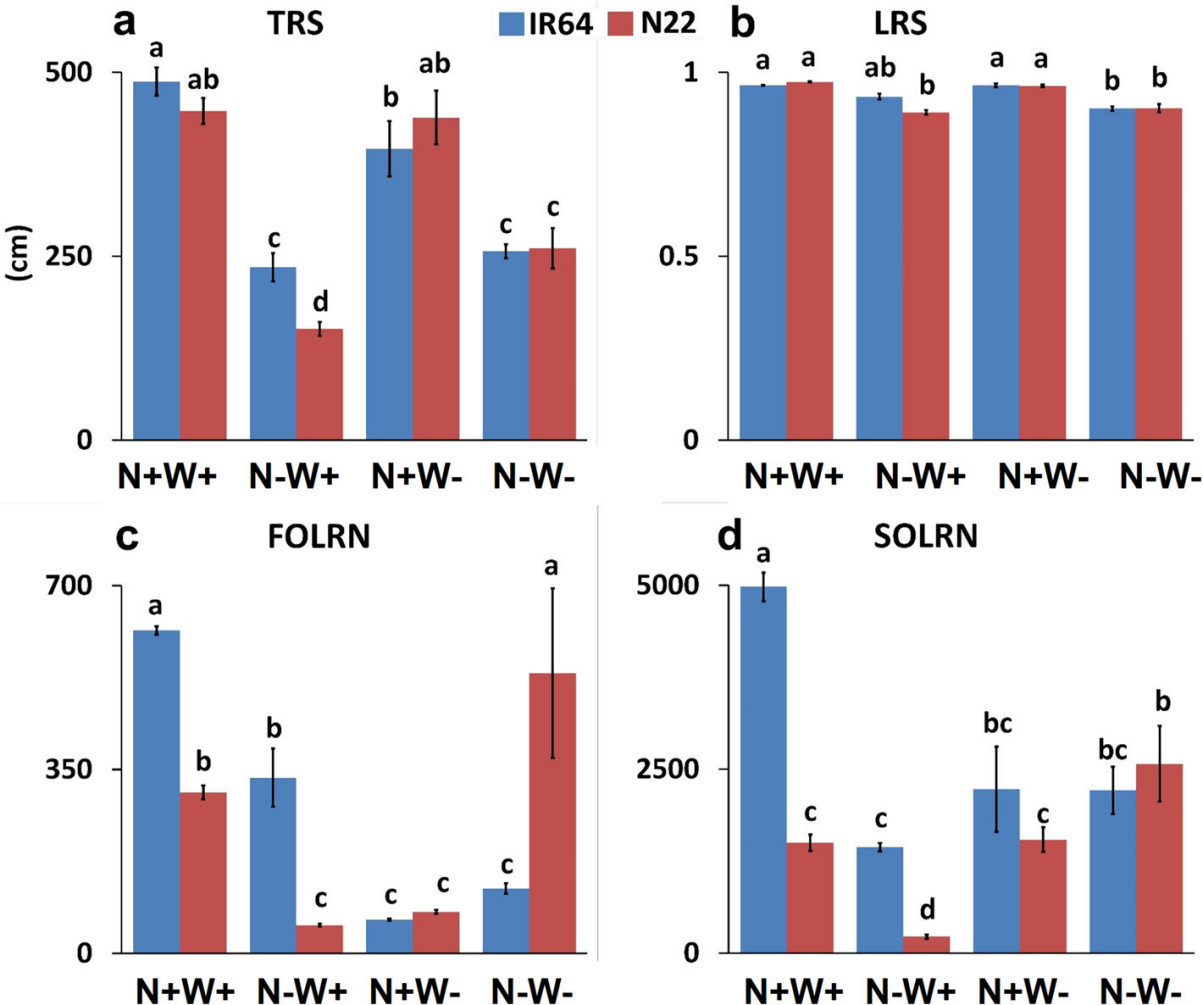
Root system architecture (RSA) of two rice genotypes, i.e., IR64 and N22, under low nitrogen (N) and water (W) and combined stresses. Growth conditions followed by plus (+) and minus (−) indicate optimal (+) and low (−) supply of input. Values are mean ± SE (n = 3), different letters above the bar indicate significant difference (*p* < 0.05) between the different stress conditions and genotypes. TRS: Total root size; LRS: lateral root size; FOLRN: first order lateral root number; SOLRN: Second order lateral root number

**Fig. 6:**
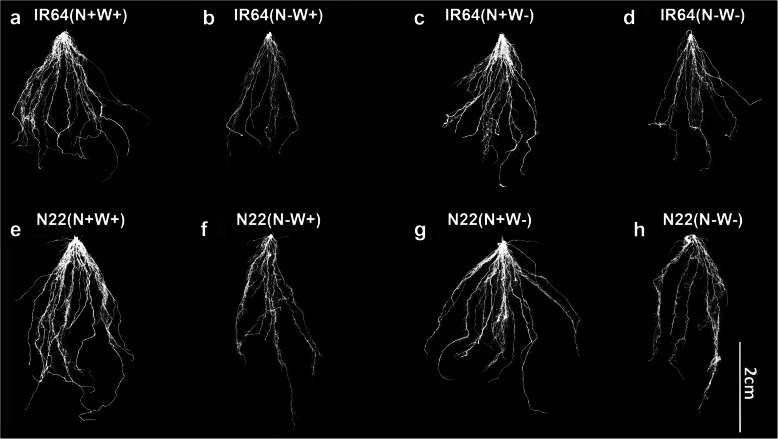
Root system architecture images of the two genotypes, IR64 and N22, under low nitrogen (N) and water (W) and combined stresses. Growth conditions followed by plus (+) and minus (−) indicate optimal (+) and low (−) supply of input

### Effect of Low Nitrogen and Drought Stress on N and C Metabolizing Enzymes

Maximum specific activity (μmoles/mg/min) of NR was found in N22 under N+W- condition, i.e., 0.81, followed by N+W+ condition in both the genotypes (0.70 in IR64 and 0.67 in N22) and N+W- conditions in IR64 (0.35). The least NR activity was observed in both N-W+ and N-W- conditions for both genotypes (Fig. 7). Interestingly, NiR activity was always higher under N- stress i.e., both N-W+ (2.59 and 1.83 μmoles/mg/min for IR64 and N22 respectively) and N-W- conditions (2.35 and 1.50 μmoles/mg/min for IR64 and N22 respectively). N22 showed the highest activities of GS and GOGAT in N+W- condition, i.e., 25.33 μmoles/mg/min and 0.17 ∆OD/mg/min, as compared to other conditions and IR64 genotype. On the contrary, IR64 showed highest activity of GDH under N-W+ condition (0.85 ∆OD/mg/min) and least activity in N+W- condition (0.06 ∆OD/mg/min) as compared to the other conditions and N22 genotype. Following a similar trend, IR64 showed highest activity for all the three C-metabolizing enzymes, i.e., PK (2.66 ∆OD/mg/min), ICDH (2.52 ∆OD/mg/min) and CS (2.12 ∆OD/mg/min) under N-W+ condition. As far as these three C-metabolizing enzymes are concerned, IR64 showed minimum activities in N+W- condition, whereas N22 showed minimum activity under N+W+ condition (Fig. 7). Overall, under dual stress (N-W-), NiR, PK and CS enzyme assays showed significantly better specific activity in IR64, while most of the other N and C assimilating enzymes showed similar but low specific activities in both the genotypes. When the enzyme activities under dual stress were compared with that of optimal input supply, four of the eight enzymes, NiR, PK, ICDH and CS, showed better specific activity under dual stress whereas NR and GOGAT showed lower specific activity. In case of GS and GDH, IR64 had better specific activity under dual stress for the former and N22 had better specific activity for the latter in comparison to optimal input supply. Under drought stress, N22 performed better than IR64 for all the eight enzymes assayed, while under the optimal conditions IR64 performed better than N22 except for GS.

**Fig. 7:**
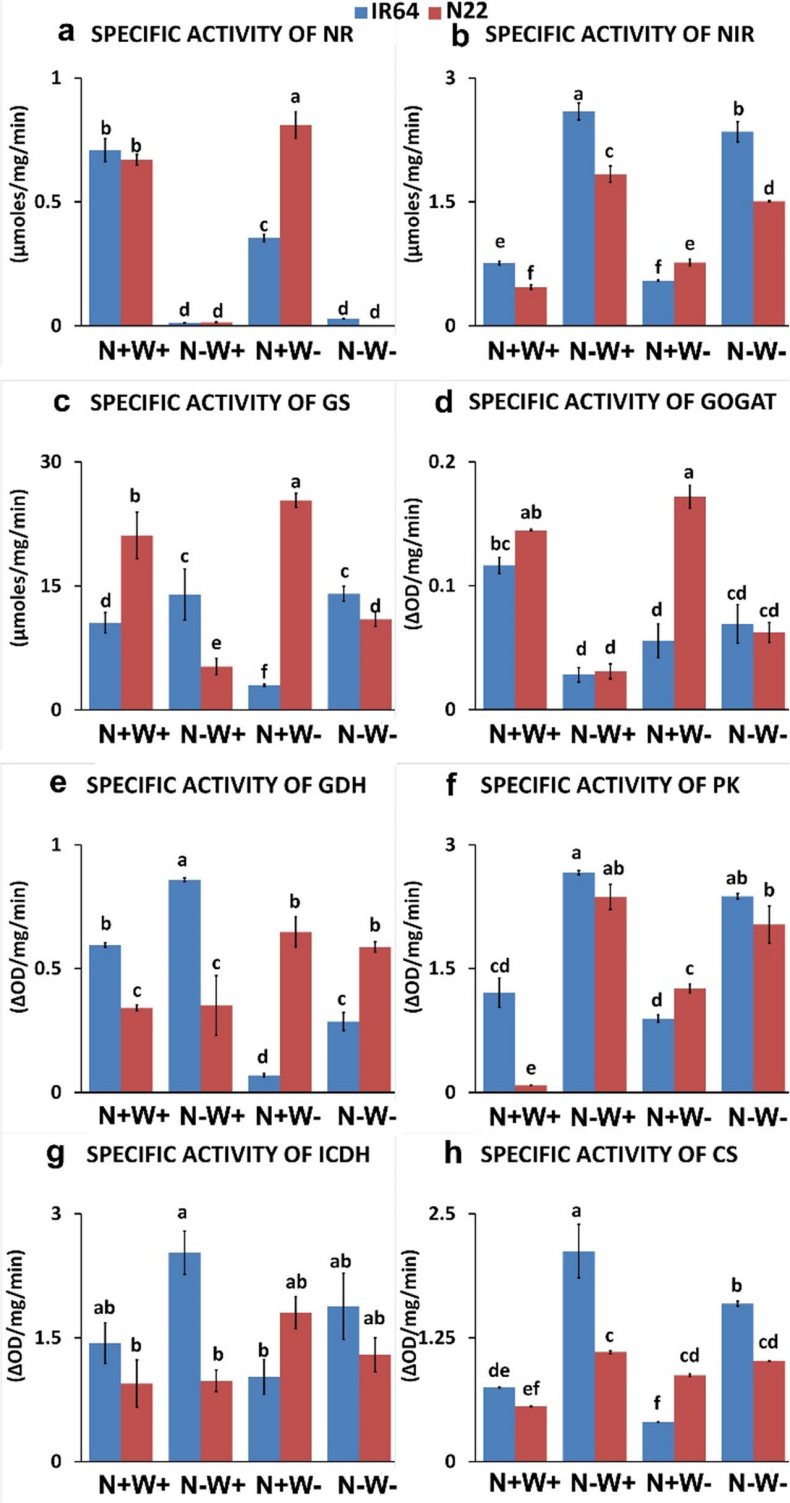
Specific activities of N and C-metabolizing enzymes (NR, NiR, GS, GOGAT, GDH, PK, ICDH and CS) of two rice genotypes, i.e. IR64 and N22, under nitrogen (N) and water (W) stress. Growth conditions followed by plus (+) and minus (−) indicate optimal (+) and low (−) supply of input. Values are mean ± SE (n = 3), different letters above the bar indicate significant difference (*p* < 0.05) between the different stress conditions and genotypes. NR: Nitrate reductase; NiR: Nitrite reductase; GS: Glutamine synthase; GOGAT: glutamate-oxoglutarate aminotransferase; GDH: Glutamate dehydrogenase; PK: Pyruvate kinase; ICDH: Isocitrate dehydrogenase; CS: Citrate synthase

### Genome-Wide Transcriptome Sequencing under Low Nitrogen and Water Stress – Data Quality and Identification of DEGs

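RNA of root and shoot tissue of IR64, a high-yielding indica variety, and Nagina 22 (N22), a drought-tolerant aus variety, was sequenced after growth at optimal supply (N+W+), low nitrogen (N-W+), low water (N+W-) and both (N-W-). RNA of the biological replicates had been pooled in equal molar amounts before library construction, so there is 1 library for each genotype, tissue and treatment, 16 libraries in all. Differences between 2 such libraries have no replicate check. The paper gives 21-day-old plants, NH4NO3 at 8 mM or 0.08 mM and watering of 100 mL or 20 mL, with 7 days of water stress. The sample labels give other values for these: 0.08 mM and 0.4 mM in the growth protocol, 0.04 mM for N-W+ in the sample description, 10 mL for low water, and an age of 15 days for the well-watered plants against 21 days for the water-stressed plants. If the ages of the labels hold, water and age differ together wherever a water-stressed library is compared with a well-watered one. The effects of low water and of age could then not be told apart.
Each library's file gives, for the annotated genes on 12 chromosomes of IRGSP-1.0, the count of reads in exons that the authors obtained in the CLC workbench, the part of it that mapped uniquely, the count over the whole gene, the count in introns and the RPKM. Of these genes, 35666 are listed as protein coding, 2183 as nontranslating, and 9826 carry a symbol. Exon reads per root library ran from 8272195 to 13675454, with a median of 10372369, and per shoot library from 2420338 to 11379518, with a median of 7241988. The shallowest was the N22 shoot library under N-W+.
The exon counts were scaled by TMM (edgeR) within each tissue. Scaling factors lay between 0.91 and 1.17 in roots and between 0.66 in the IR64 shoot library under N+W+ and 1.34 in the N22 shoot library under N-W+. Each stress was then set against N+W+ of the same genotype and tissue, and a gene was taken as over the fold rule where its log2 ratio lay beyond 2 in either direction and at least 1 of the 2 libraries held 1 CPM (counts scaled to the library size). The ratio includes a prior count of 0.5, and its 95% interval comes from the binomial distribution of the reads of both libraries (exact). Intervals, and the floor of 3 counts used for a library without a read, cover counting error only. The fold threshold is the paper's. Its FDR step was not repeated, because a p from a single pair of pooled libraries describes counting error and not plants.
The only replication within these data is between the genotypes. A second analysis therefore asked which genes changed on average over IR64 and N22. It was an edgeR quasi-likelihood fit over the 8 libraries of a tissue with terms for genotype and treatment, which leaves 3 residual degrees of freedom. Its p was adjusted by Benjamini-Hochberg and called at 0.05. Where a gene is said to have risen or fallen in both genotypes, this test was passed, and a change in each genotype was not required. Of the 688 genes called in roots under N-W+, 681 had the same sign in both genotypes and 274 a log2 ratio beyond 2 in both. In shoots these were 2954 and 1916 of 2975. The joint test is weak on what sets the genotypes apart. That was tested through genotype-by-nitrogen and genotype-by-water terms with 2 residual degrees of freedom, each taken over both levels of the other factor.

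**Figure D1:**
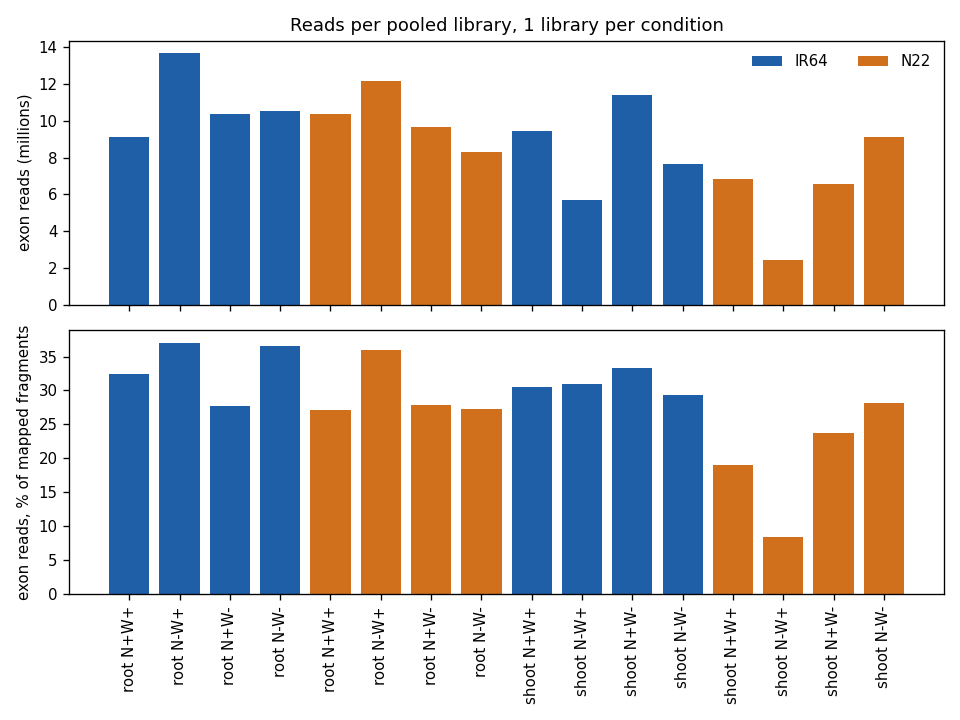
Exon reads (upper panel) and exon reads as a percentage of mapped fragments (lower panel) for the 16 libraries, IR64 in blue and N22 in orange. Root libraries lie between 27.1% and 37%, and the N22 shoot library under N-W+ lies lowest at 8.5%.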

A total of 1.16 billion raw reads were obtained across 16 treatments with a range of 43.95 (IR 64 shoot under N-W+) to 85.54 M reads (N22 root under N+W+), and an average of 72.58 M raw reads per treatment (Table 1). On an average, 66.51 M (91.37%) high quality reads were available for further analyses after trimming of low quality reads. Though the N specific transcriptomes (N+W+ and N-W+) were previously reported by us (Sinha et al. 2018), we had used open source algorithms and could map only 47.35% of the reads to the reference genome. However, in the present study, 89.91% of the reads could be mapped to the genome as we used comparatively relaxed parameters available in the CLC workbench (Table 1). This was essential because N22, an *aus* type, and IR64, an *indica* type of rice, are quite distinct from the reference genome of Nipponbare (*japonica* type).

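CAB1R (Os09g0346500), a light-harvesting chlorophyll a/b binding protein, was the gene with the most reads in the shoot libraries. It took 4.24% of exon reads in IR64 and 3.42% in N22 at optimal supply, and 2.21% and 0.79% under N-W+, so the share left to all other genes differs between shoot libraries. The files list 28066514 to 38231528 mapped fragments per root library (median 34258519) and 18269590 to 35713237 per shoot library (median 29764600). Exon reads made up 27.1% to 37% of the mapped fragments in roots and 8.5% to 33.3% in shoots. In N22 shoots the share was 19.1% under N+W+, where reads in introns made up 11.1% of gene reads, and 8.5% under N-W+, where they made up 8.49%. Between 82.5% and 84.9% of exon reads mapped uniquely.
The largest component of variation in roots separated the genotypes (45.5% of the variance of log counts) and the next separated high from low nitrogen (21.3%). In shoots the order was the other way round, with nitrogen first (44.7%) and genotype second (29.2%). The N22 shoot library under N-W- had a score of −6.19 on that first component, between 137 and 77.3 for N22 under N+W+ and N+W- and −130 for N22 under N-W+.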

**Table 1:** Summary of transcriptome data obtained for low nitrogen (N) and water stress response studies in a pair of rice genotypes, IR 64 and Nagina 22 (N22)

Treatment	Library	Number of raw reads	Number of high quality (HQ)	% of HQ reads	Mapping % of HQ reads
A: Optimal N and water (N + W+)	IR64R	66,536,324	50,191,956	75.45	88.81
	IR64S	70,824,528	55,136,806	77.85	91.98
B: Low N and optimal water (N-W+)	IR64R	82,505,318	79,630,496	96.52	84.57
	IR64S	80,815,020	75,536,524	93.47	92.84
C: Optimal N and low water (N + W-)	IR64R	71,789,678	65,991,386	91.92	93.66
	IR64S	59,320,262	54,086,464	91.18	92.58
D: Low N and low water (N-W-)	IR64R	83,704,236	78,718,332	94.04	92.58
	IR64S	43,945,150	38,574,194	87.78	92.8
A: Optimal N and water (N + W+)	N22R	85,535,858	78,152,624	91.37	93.98
	N22S	80,808,216	74,622,520	92.35	83.15
B: Low N and optimal water (N-W+)	N22R	80,715,748	76,311,074	94.54	94.04
	N22S	64,090,592	62,037,382	96.80	84.51
C: Optimal N and low water (N + W-)	N22R	68,228,978	64,247,540	94.16	92.72
	N22S	72,947,448	67,688,471	92.79	80.84
D: Low N and low water (N-W-)	N22R	76,438,072	72,888,018	95.36	91.01
	N22S	73,075,028	70,427,288	96.38	88.51
Total reads		1,161,280,456	1,064,241,075	91.37	89.91
Average reads per library		72,580,028.5	66,515,067.19		

Note: *R* root; *S* shoot

We identified a total of 8926 unique differentially expressed genes (DEGs) across all the stress treatments by using N+W+ treatment as control for each stress (Supplementary Table 1). In brief, we identified only 1174, 698 and 903 DEGs in the root tissues of IR64, and 1197, 187 and 781 DEGs in N22; whereas nearly double the number of DEGs were found in the shoot tissues, i.e., 3357, 1006 and 4005 in IR64, and 4004, 990 and 2143 DEGs in N22 under N-W+, N+W- and N-W- stress treatments. 

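RNS4 (Os09g0537700), a ribonuclease gene on chromosome 9 from 21155963 to 21157945, and HPL3 (Os02g0110200), a hydroperoxide lyase of green leaf volatile synthesis on chromosome 2 from 554579 to 556320, lost nearly all their reads in low nitrogen shoots of both genotypes. In roots, the ERF-type regulator ERF92 (Os01g0752500) rose under both low nitrogen treatments, and the heat shock factor HSFB2B (Os08g0546800) rose under the dual stress only. The arginine decarboxylase gene ADC2 (Os04g0107600) had no read in dual-stressed roots of either genotype. Under low water alone the joint edgeR test called few genes, and DESeq2 called more.
RNS4 went from 1202 reads to 0 in IR64 shoots under N-W+, at least 369-fold lower, and from 285 reads to 1 in N22 (log2 −6.87, interval −12.49 to −4.69). HPL3 was at least 76.7-fold lower in IR64 and at least 37.8-fold lower in N22. ERF92 rose in roots by log2 3.98 (standard error 0.34, adjusted p = 0.00363) under N-W+ and by 3.15 (standard error 0.33, adjusted p = 0.00915) under N-W-. HSFB2B rose by 4.01 (standard error 0.60, adjusted p = 0.0307) under N-W-. ADC2 was at least 60-fold lower in IR64 and at least 9.13-fold lower in N22. All of these are from the joint edgeR test or from the fold rule within a genotype, as worded.
In roots, 1778, 1290 and 1646 genes were over the fold rule in IR64 under N-W+, N+W- and the dual stress, and 1793, 569 and 1404 in N22. In shoots the counts were 5520, 1926 and 5911 in IR64 and 6526, 2238 and 3338 in N22. Over all 12 comparisons, 13386 genes were over the rule at least once. Fewer had a counting interval that lay wholly beyond the threshold: 797, 465 and 552 in IR64 roots, 736, 162 and 557 in N22 roots, 2380, 572 and 3070 in IR64 shoots and 3080, 617 and 1615 in N22 shoots. In N22 shoots under N-W+, 1600 of the genes over the rule had no read in 1 of the libraries. A minimum of 5 CPM in place of 1, or log2 ratios of RPKM with a pseudocount of 1, lowers these counts by more than 1.5-fold. With no filter, 13 of 16 counts, those of N-W- against N-W+ included, rise by more than 1.5-fold.
Genes higher under stress made up 33.3%, 38.4% and 39.4% of those over the rule in IR64 roots and 29.4%, 48% and 34% in N22 roots, and 61.2%, 54.5% and 61.7% in IR64 shoots and 59.1%, 66.2% and 69% in N22 shoots. These shares depend on the scaling. With library totals in place of TMM they are 47.2% and 59.2% in IR64 roots under N-W+ and N+W-, 60.9% in N22 roots under N+W-, 81.1%, 67.9% and 84.3% in IR64 shoots and 73.5% in N22 shoots under N-W+. With RPKM and a pseudocount of 0.1, most genes over the rule in N22 shoots under N-W+ are lower, so the direction there turns with the setting.
In the joint test of 24285 genes in roots, 137 genes rose and 551 fell under N-W+, and 97 rose and 296 fell under N-W-. Under N+W- a pair of genes fell and none rose, while 1765 genes had an unadjusted p under 0.05 and DESeq2 called 345. That pair is Os01g0644500 (log2 −5.07, standard error 0.44, adjusted p = 0.0391) and Os12g0212100, whose call rests on IR64 alone since N22 had at most 2 reads in any root library. Both were picked by the rule for the largest changes. With library totals neither passes, nor with reads over the whole gene. Of 22913 genes tested in shoots, 1742 rose and 1233 fell under N-W+ and 991 rose and 575 fell under N-W-. Under N+W- edgeR called 0 genes (smallest adjusted p = 0.255), 2647 had an unadjusted p under 0.05, and DESeq2 called 646.
The calls depend on single libraries, since each condition has 1 per genotype. In roots the 688 genes of N-W+ become 87 and 46 without the N+W+ library of IR64 or N22, and 72 and 147 without their N-W+ libraries. The 393 genes of N-W- in roots become 30 and 15 without the N+W+ libraries of IR64 and N22, and 164 and 123 without the N-W- libraries. Without the N22 root library under N+W- 6 genes pass for low water, and without any other root library 0 pass. In shoots no gene passes for N-W+ or N-W- without the N+W+ library of IR64, and 30 and 41 pass without that of N22. The 2975 genes of N-W+ in shoots become 171 without the N22 library under N-W+, 1539 and 1524 without the N+W- libraries of IR64 and N22, and 4467 and 4519 without their N-W- libraries. The 1566 genes of N-W- in shoots become 892 and 861 without the N+W- libraries, 321 without the IR64 library under N-W- and 2916 without that of N22. DESeq2 called more genes than edgeR in each case: 1806 and 1222 in roots and 5050 and 3789 in shoots under N-W+ and N-W-.

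**Figure D2:**
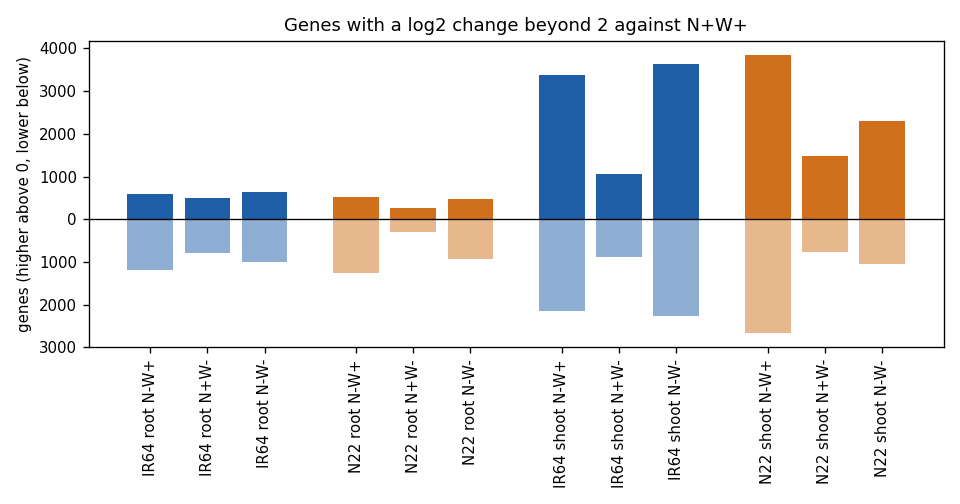
Number of genes over the fold rule in each comparison with N+W+, higher under stress above the line and lower below it, IR64 in blue and N22 in orange. The tallest bars are the low nitrogen comparisons in shoots.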

Further, in the shoots of IR64, 2712 (67.7%) of the 4004 DEGs identified under the dual stress were common with N-W+ stress, while only 619 (15.46%) were common with N+W- stress (Fig. 8a). Similarly, in N22 shoots also, 1567 (73.12%) and 555 (25.9%) of the dual stress DEGs were common with N-W+ and N+W- stress (Fig. 8b). 

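OsFtsH6 (Os06g0229000), a chloroplast FtsH protease, and OCPI2 (Os01g0615100), an inhibitor of subtilisin and chymotrypsin, were among the genes lower in the shoots of both genotypes under N-W+ and again under N-W-. Os11g0577866, a gene without a symbol on chromosome 11, had no read in the high nitrogen shoots of either genotype and many reads in every low nitrogen shoot library. Genes of the dual stress were thus mostly genes of low nitrogen, in IR64 and in N22, and the direction was nearly always the same.
The joint edgeR test gave OsFtsH6 a log2 change of −6.80 (standard error 0.75, adjusted p = 0.0102) under N-W+ and of −7.91 (standard error 0.76, adjusted p = 0.00899) under N-W-. OCPI2 was at −6.64 (standard error 0.86, adjusted p = 0.0127) and −7.81 (standard error 0.86, adjusted p = 0.00969). Os11g0577866 had 234 and 704 reads in IR64 and 226 and 409 in N22 under N-W+ and N-W-, at least 84.8-fold, 167-fold, 148-fold and 89.7-fold over N+W+.
Of the 5911 genes over the fold rule in IR64 shoots under N-W-, 4204 (71.1%) were also over it under N-W+ and 1208 (20.4%) under N+W-. In N22 shoots the same held for 2555 (76.5%) and 1106 (33.1%) of 3338. In IR64, 4194 of the 4204 had the same direction in both and 10 the opposite one, and in N22 2545 had the same and 10 the opposite. Independent lists of these sizes would share 519 higher and 205 lower genes in IR64 and 375 and 117 in N22. Both comparisons use the same N+W+ library, so that an error in it enters both. Unchanged libraries, a common control included, were simulated 100 times around the mean of the genotype's 4 shoot libraries. They shared 316 genes (272 to 360) in IR64 and 312 (276 to 359) in N22. The control was redrawn each time, so an error particular to the N+W+ library is not part of these counts. Part of the excess may come from the shared control, and with 1 control library it cannot be split off.
A comparison without a shared control is that of N-W- with N-W+. It gave 916 genes over the rule in IR64 shoots and 2799 in N22 shoots, and 1804 and 950 in roots, with 58.3%, 43.8%, 51.1% and 61.7% of them higher under N-W- (29.8% in N22 shoots and 40.1% in IR64 roots with library totals). The N22 shoot comparison uses the N22 library under N-W+, the shallowest of all. With all libraries of the tissue thinned to it, the IR64 shoot count rose by more than 1.5-fold, so depth limits the contrast between the genotypes. Across genes, the log counts of the N-W+ and N-W- shoot libraries correlated with Pearson's r of 0.949 in IR64 and 0.854 in N22. Genes are not independent replicates, and the N22 value has the same limit of depth.

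**Figure D3:**
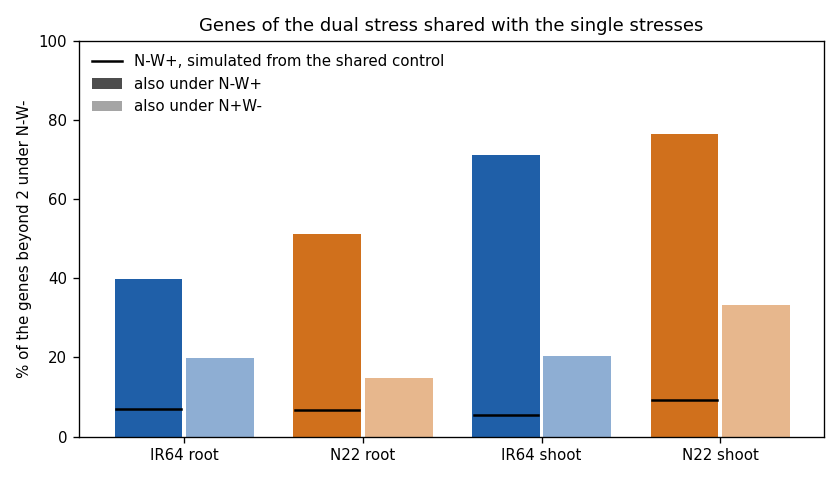
Percentage of the genes over the fold rule under N-W- that were also over it under N-W+ (dark bars) and under N+W- (light bars), in each genotype and tissue. Black lines mark the number of genes that simulated unchanged libraries shared, as a percentage of the genes over the rule under N-W- in the data. It is not a share of the genes called in the simulations. Every dark bar stands above its line.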

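OsLEA25 (Os11g0451700), a late embryogenesis abundant protein gene, was far lower in the roots of both genotypes under N-W-. Under N-W+ it was slightly lower, and under N+W- higher. Sharing between low nitrogen and dual stress was lower in roots than in shoots, in IR64 more than in N22.
OsLEA25 fell under N-W- with a log2 change of −5.44 (standard error 0.69, adjusted p = 0.0193, joint edgeR test) and was at −0.80 (adjusted p = 0.432) under N-W+ and 2.00 (adjusted p = 0.393) under N+W-. The test of its departure from the sum of the single stresses did not pass (adjusted p = 0.0788). Of the genes over the fold rule under N-W- in IR64 roots, 656 (39.9%) were also over it under N-W+ and 328 (19.9%) under N+W-, and in N22 roots 718 (51.1%) and 209 (14.9%). The same direction under N-W+ and N-W- was seen for 634 in IR64 and 715 in N22, and the opposite one for 22 and 3. Independent lists would share 16 higher and 49.2 lower genes in IR64 and 10.9 and 50.7 in N22. Simulated unchanged libraries shared 114 (85 to 153) and 95 (65 to 116) through a simulated common control. Part of the excess may stem from the N+W+ library that both comparisons use.
A test of whether the dual stress departs from the sum of the single stresses, over both genotypes, called 1 gene in roots, Os12g0212100, at an adjusted p of 0.00581 from edgeR (2857 genes with an unadjusted p under 0.05, DESeq2 476). In shoots it called 0 genes, with a smallest adjusted p = 0.509, while 2140 had an unadjusted p under 0.05 and DESeq2 called 157. Os12g0212100 had 244, 1, 2 and 127 reads in IR64 roots under N+W+, N-W+, N+W- and N-W- and hardly any in N22. OSH1 (Os03g0727000) and OsAsr2 (Os01g0963600) were likewise far lower under N-W+ and N+W- than under N+W+ and N-W- in IR64 roots, so the call describes a course that several genes share there. Whether these root pools differ in tissue was not tested, and the call is therefore not shown to be a response to the dual stress. The departure is log2 14.45 with exon reads, 11.02 with unique exon reads (88 genes pass) and 4.24 with gene reads, with which no gene passes. With gene reads its joint log2 change is −1.45 under N-W+ and −2.43 under N+W-, in place of −8.33 and −7.25, and neither passes. The call is also lost without any 1 of the IR64 root libraries, where 0 genes pass without N+W+, N-W+ or N-W- and 8 others without N+W-. Without N22 N-W+, N22 N+W- and N22 N-W- 5, 28 and 34 genes pass.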

In root tissues also, the same trend was observed albeit in a lower proportion with 43.39% and 13.87% in IR64, and 55.06% and 7.68% DEGs in N22 from the N-W+ and N+W- stress DEGs were common with the dual stress DEGs (Figs. 8c and d). Overall, in IR64 shoots, only 23.6% (1169), 11.5% (559) and 6.3% (311) of the genes were unique to dual, N-W+ and N+W- stress respectively, whereas in N22, 9.4% (N-W-), 47.2% (N-W+), and 6.3% (N+W-) of the DEGs were unique. In case of the root tissues, 22.1%, 29.3% and 19.1% of DEGs were unique to dual, N- and W- stress in IR64, whereas 19.7% (N-W-), 44.7% (N-) and 5.7% (W-) of the DEGs were unique in N22. Thus, both in the root and shoot tissues of N22, more number of unique DEGs were identified under N- stress. 

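In N22 shoots far more genes were over the fold rule under N-W+ alone than under the dual stress alone. IR64 shoots had more under the dual stress alone. In roots of both genotypes N-W+ and N-W- each had many genes of their own.
Of 7739 genes over the fold rule in IR64 shoots under any stress, 1110 (14.3%) were so only under N-W+, 512 (6.62%) only under N+W- and 1492 (19.3%) only under N-W-. Of 8016 in N22 shoots the counts were 3546 (44.2%), 707 (8.82%) and 591 (7.37%). In roots they were 796 (23.4%), 636 (18.7%) and 860 (25.3%) of 3404 in IR64 and 956 (35.1%), 241 (8.86%) and 608 (22.4%) of 2720 in N22. The N22 shoot N-W+ library is the shallowest, which limits what its unique genes can show. A gene counted for a single stress can lie just under the threshold in the others, so these counts are not tests of a difference between stresses.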

Further, comparison across the genotypes revealed that just 11.7% (416/3353 of the DEGs in IR 64 under N-) to 27.08% (1083/4000 of the DEGs in N22 under N-) DEGs in shoot tissue were unique to a specific treatment and genotype, while the rest of the DEGs were common to one or more treatments or genotypes (Fig. 8e). However, in case of the root tissue, comparatively, a higher proportion of the DEGs were found to be unique to a specific treatment, which varied from 24.65% (192/779 of the DEGs in N22 under N-W-) to 43.27% (302/698 of the DEGs in IR64 under W-) with an exception of just 3.3% of DEGs (30/900) in IR64 under N-W- treatment (Fig. 8f). 

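The comparisons with the smallest part of genes of their own were the dual stress in shoots of both genotypes and low nitrogen in IR64 shoots. Of the shoot comparisons, low nitrogen in N22 had the largest such part. In roots a larger part of the genes of each comparison were its own, and this was so for the dual stress in IR64 as for the other treatments.
Across the 6 comparisons of a tissue, the genes over the fold rule in that comparison only were 701 (12.7%), 326 (16.9%) and 682 (11.5%) in IR64 shoots under N-W+, N+W- and the dual stress, and 1567 (24%), 456 (20.4%) and 381 (11.4%) in N22 shoots. In roots they were 558 (31.4%), 459 (35.6%) and 566 (34.4%) in IR64 and 628 (35%), 150 (26.4%) and 352 (25.1%) in N22.
Whether IR64 and N22 respond differently was tested gene by gene. The genotype-by-nitrogen term called 0 genes in roots (293 with an unadjusted p under 0.05, 4 by DESeq2) and 0 in shoots (548, and 21 by DESeq2), and the genotype-by-water term 0 in roots (216, and 15 by DESeq2) and 0 in shoots (613, and 5 by DESeq2), with edgeR and smallest adjusted p values of 1, 1, 0.689 and 1. The fit leaves 2 residual degrees of freedom. Of 50 genes simulated with a difference of log2 4, the nitrogen and water terms found 39 and 40 in roots and 31 and 24 in shoots, and of 50 at log2 2 they found 16 and 14 in roots and 2 and 1 in shoots. The counts are unsteady. Without the N22 library under N+W+, N-W+, N+W- or N-W- the genotype-by-nitrogen term calls 263, 254, 95 and 138 genes in shoots and the genotype-by-water term 683, 143, 504 and 134. In roots 1 gene passes for nitrogen without N22 N+W+ or N22 N-W+. A gene over the rule in one genotype only is therefore not shown to differ between them.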

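Genes over the fold rule in both genotypes under the same stress had the same direction in most cases under low nitrogen and under the dual stress. Low water in roots was the exception, where opposite directions were common among the shared genes. The genes that moved in opposite directions are spread over all comparisons.
In roots, 480 genes had the same direction in IR64 and N22 under N-W+, 73 under N+W- and 425 under N-W-, and 42, 45 and 44 had opposite directions. Independent lists would give 55.7, 14.9 and 43.9 with opposite directions. In shoots 2982, 353 and 1737 had the same direction and 136, 72 and 70 opposite ones, where independent lists would give 695, 89.1 and 364. Across genes the log2 ratios of the genotypes correlated with Pearson's r of 0.383, 0.0923 and 0.354 in roots and 0.647, 0.295 and 0.539 in shoots, with genes not independent of each other. Of the 4915 genes over the rule in any of the 6 root comparisons, 2713 were so in 1 comparison, 1840 in several with the same direction and 362 in both directions. Of 11198 in shoots these were 4113, 6590 and 495.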

The common DEGs across the genotypes and treatments also showed a similar direction of regulation (either uniformly up or down) in both the genotypes (Supplementary Table 1).

**Fig. 8:**
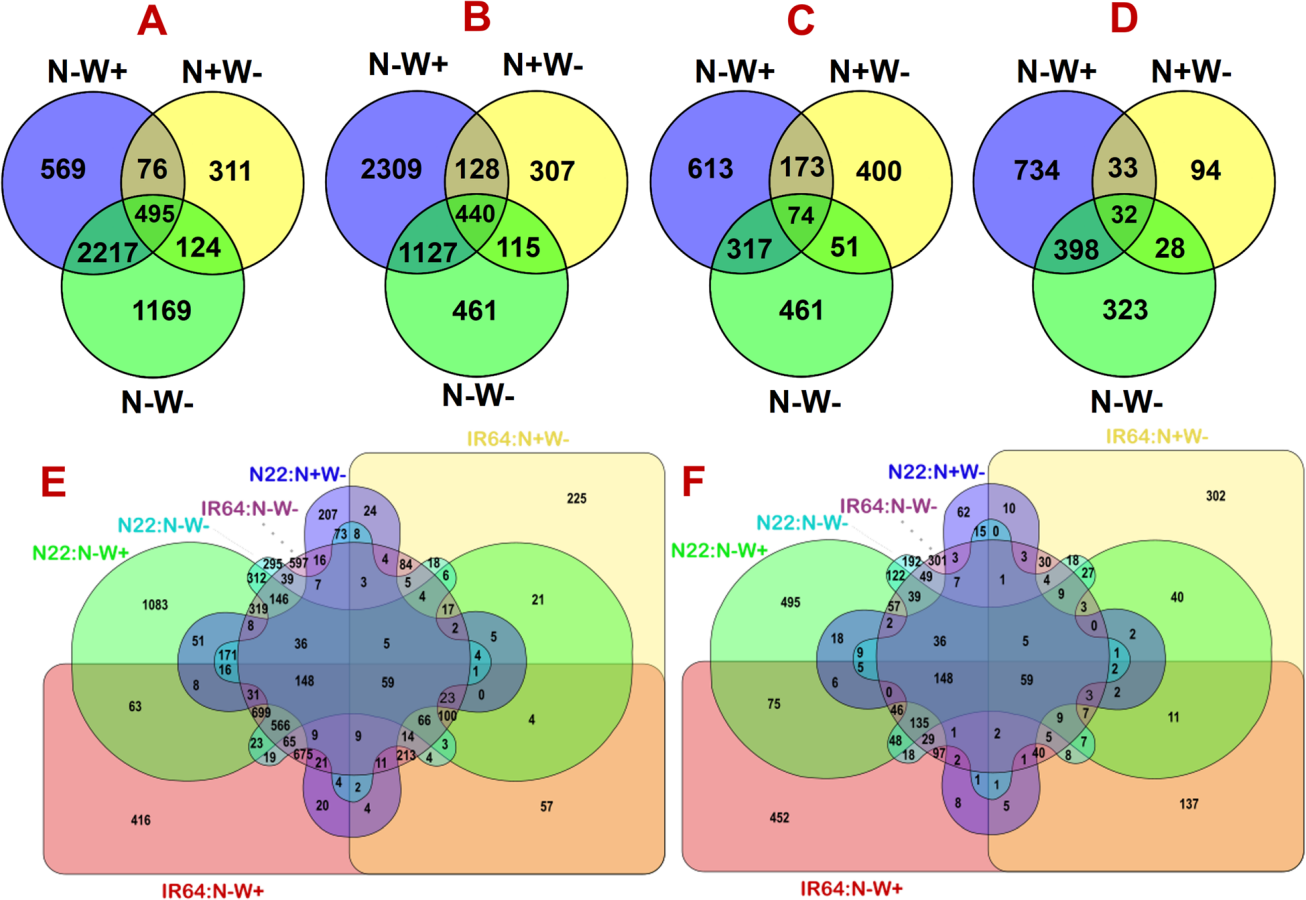
Comparison of common and unique DEGs identified across low N (N-W+), low water (N + W-) and dual stress (N-W-) treatments compared to optimal (N + W+) conditions in root (R) and shoot (S) tissues of two rice genotypes, IR64 and N22. **a**: DEGs in shoot tissues of IR64 across treatments; **b**: DEGs in shoot tissues of N22 across treatments; **c**: DEGs in root tissues of IR64 across treatments; **d**: DEGs in root tissues of N22 across treatments; **e**: DEGs identified in shoot tissues of both the genotypes; **f**: DEGs identified in root tissues of both the genotypes

### Comparison of the Expression of N Transporters, Sensors and Regulators under Various Stress Treatments in IR64 and N22

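The nitrate transporter gene NRT2.3, the accessory protein gene OsNAR2.2, the ammonium transporter gene OsAMT1, the urea transporter gene OsDUR3 and NRT2.4 rose in low nitrogen roots of both genotypes. NRT2.1 and NRT2.2, the neighbouring high-affinity nitrate transporters, and their partner NAR2.1 were higher in IR64 roots by far more than in N22 roots, where they already had many reads at optimal supply. The ammonium transporter OsAMT2_1 fell in roots under the dual stress only, and AMT3, another ammonium transporter, fell in low nitrogen shoots.
OsNAR2.2 (Os04g0480200, chromosome 4 from 24018298 to 24019456, 2 exons) rose in roots by log2 7.06 (standard error 0.45, adjusted p = 0.00126) under N-W+ and by 7.13 (adjusted p = 0.00239) under N-W-, in the joint edgeR test. OsAMT1 (Os02g0620500, chromosome 2 from 24683709 to 24685205) rose by 7.49 (standard error 0.88, adjusted p = 0.015) and 6.73 (adjusted p = 0.0238), from 10 and 32 reads in IR64 and N22 at optimal supply to 2443 and 8169 under N-W+. NRT2.3 (Os01g0704100, chromosome 1 from 29188850 to 29190936) rose by 6.08 (standard error 1.00, adjusted p = 0.0407) under N-W+, and its 5.38 under N-W- did not pass (adjusted p = 0.0687). OsDUR3 (Os10g0580400) rose by 4.07 (adjusted p = 0.0114) and 3.57 (adjusted p = 0.0207). In shoots AMT3 (Os03g0838400) fell with log2 −2.61 (adjusted p = 0.0142) under N-W+ and −2.17 (adjusted p = 0.0219) under N-W-.
NRT2.1 (Os02g0112100, chromosome 2 from 655324 to 657243) was higher in IR64 roots by log2 7.53 (interval 7.02 to 8.15) under N-W+ and 6.99 under N-W-, and in N22 roots by 2.32 (interval 2.25 to 2.38) and 0.93. It had 28 reads in IR64 and 2331 in N22 at optimal supply. NRT2.2 (Os02g0112600) was at 5.27 and 4.80 in IR64 and at 1.84 and 0.72 in N22, and NAR2.1 (Os02g0595900) at 3.55 and 2.74 in IR64 and at 1.95 and 0.63 in N22. None of the 3 passed the joint test (adjusted p = 0.252, 0.219 and 0.0905 under N-W+), and the genotype-by-nitrogen test of all genes in roots called none. AMT1_1 (Os02g0620600) was at 2.22 in IR64 and 1.92 in N22 under N-W+.
Over the 16 transporter genes and partner genes of the paper's nitrogen table, 10 were over the fold rule in IR64 roots under N-W+ or N-W- and 8 in N22 roots, and 10 and 12 in the shoots. Of the 24 measured genes of the whole table, 7 rose and 2 fell in roots under N-W+ (9 and 4 adjusted over the list alone), and 6 rose and 3 fell under N-W- (8 and 5). The table was drawn up by the study from these libraries, so these counts are not independent evidence. The list as a whole was higher in roots under N-W+ (median log2 0.96, camera adjusted p = 0.00122) and N-W- (0.79, adjusted p = 0.0176), calls lost at an adjusted p = 0.406 and an adjusted p = 0.613 with an estimated correlation between genes. In shoots 4 rose and 8 fell under N-W+ (8 and 11), with a median of −1.63 and an adjusted p of 0.194. With zero-count genes at their bound the root medians were 1.01 in IR64 and 0.91 in N22 under N-W+.

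**Figure D4:**
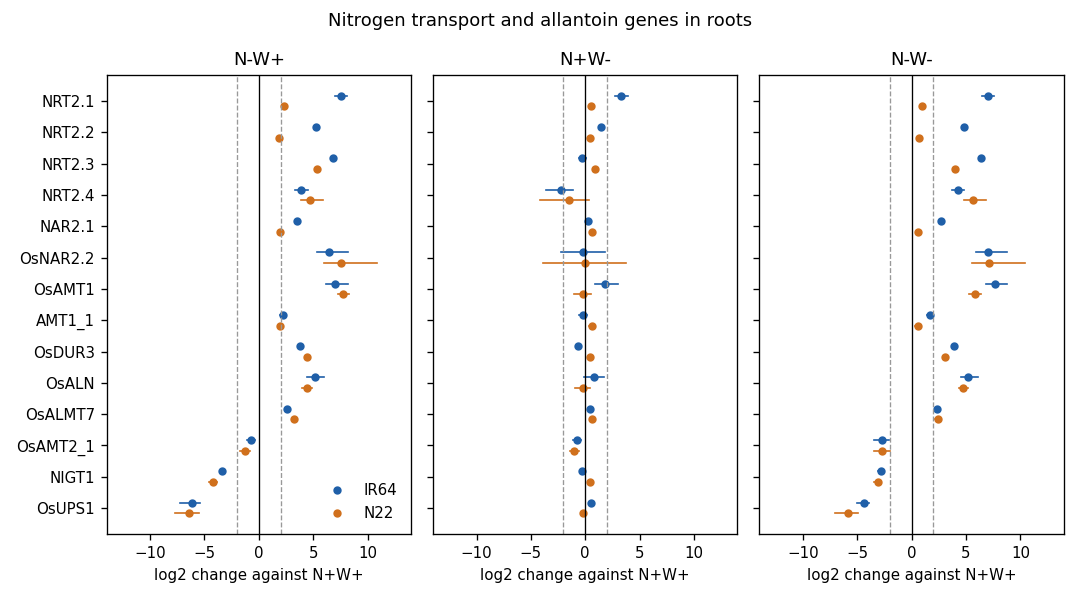
Log2 change of nitrogen genes in roots against N+W+ under each stress, IR64 in blue and N22 in orange, with the 95% counting interval of each ratio. Dashed lines mark the fold threshold of 2, and NRT2.1, NRT2.2 and NAR2.1 lie farther right in IR64 than in N22 under N-W+.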

Of the 15 differentially expressed N transporter genes including the high affinity nitrate transporters, ammonium transporters and urea transporters, root tissues of IR64 showed differential expression for all of them, whereas N22 roots showed differential expression only in 11 under the N-W+ and/or N-W- stresses (Supplementary Table 2). 

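Under low water alone, NRT2.1 was higher in IR64 roots and NRT2.4 was lower there. OsNAR2.2 was higher in IR64 shoots under all 3 stresses, and OsAMT2_1 was lower in N22 shoots under low water. AMT1_1, an ammonium transporter, lost its reads in water-stressed shoots of both genotypes.
Against N+W+, the log2 ratio under N+W- was 3.30 (interval 2.77 to 3.93) for NRT2.1 in IR64 roots, −2.19 (interval −3.62 to −1.09) for NRT2.4 (Os01g0547600) in IR64 roots, 2.25 (interval 1.00 to 4.06) for OsNAR2.2 in IR64 shoots and −2.78 (interval −4.88 to −1.42, from 32 reads to 4) for OsAMT2_1 (Os01g0831300) in N22 shoots. The NRT2.4 ratio is −1.88 with library totals, and with this or a prior count of 2 it is not past the threshold. In N22 roots NRT2.1 was at 0.50 and NRT2.4, with 9 reads going to 3, at −1.51. AMT1_1 went from 28 reads to 0 in IR64 shoots, at least 13.2-fold lower, and from 18 to 0 in N22, at least 5.66-fold lower. None of these genes passed the joint test under N+W-, for which the smallest adjusted p among them was 0.297.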

Four N transporters and their accessory protein genes (*NRT2.1*, *NRT2.4*, *OsNAR2.2* and *OsAMT2_1*) were differentially expressed also under N+W- condition. 

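OsNPF7.2, a low-affinity nitrate transporter, was lower in N22 shoots under every stress. In IR64 shoots it was higher under low water and not over the fold rule in either low nitrogen treatment. Its root reads changed little in either genotype.
OsNPF7.2 (Os02g0699000, chromosome 2 from 28749597 to 28752795) had 150 reads in N22 shoots at optimal supply and 5, 22 and 8 under N-W+, N+W- and the dual stress, which is a log2 ratio of −3.87 (interval −5.58 to −2.68), −2.66 (interval −3.40 to −2.03) and −4.71 (interval −6.07 to −3.82). In IR64 shoots, from 89 reads, the ratios were −0.80, 1.56 and −1.74. The joint edgeR test gave an adjusted p = 0.115 under N-W+ and an adjusted p = 0.0752 under N-W-.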

A low affinity nitrate transporter, *OsNPF7.2*, was differentially expressed only in N22 shoots under all the three stress conditions implicating its genotype specific role in nitrate transport in the above ground part. Among these transporters a few more genes annotated as ‘similar to nitrate transporters’ (*Os10g0111300*, *Os10g0370700* and *Os06g0581000*) and others annotated as ‘similar to nitrate and chloride transporter’ (*Os03g0682100*) showed downregulation only in N22 shoot under N-W+ stress. 

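OsNRT1.2 and the nitrate transporter-like genes Os10g0111300 and Os10g0370700 fell in the shoots of both genotypes under N-W+, and so did OsMFS1, the gene listed as a nitrate and chloride transporter. OsMFS1 fell under the dual stress as well.
In the joint edgeR test under N-W+, OsNRT1.2 (Os06g0581000) was at log2 −2.86 (adjusted p = 0.0205), OsMFS1 (Os03g0682100) at −2.69 (adjusted p = 0.0209), Os10g0111300 at −1.78 (adjusted p = 0.0417) and Os10g0370700 at −2.41 (adjusted p = 0.0421). Within IR64 the fold rule was passed by OsNRT1.2 (−2.43), OsMFS1 (−2.33) and Os10g0370700 (−2.31), and within N22 by all 4, at −3.35, −3.38, −2.64 and −2.16 for OsNRT1.2, OsMFS1, Os10g0370700 and Os10g0111300. Os10g0370700 had 72 reads in IR64 and 27 in N22 at optimal supply and 13 and 2 under N-W+. With library totals in place of TMM, Os10g0111300, Os10g0370700 and OsMFS1 under N-W- no longer pass, and OsNRT1.2 and OsMFS1 in IR64 under N-W+ stay under the fold threshold at −1.81 and −1.71, as do Os10g0370700 in IR64 at −1.70 and Os10g0111300 in N22 at −1.64.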

Three negative regulators of N stress, i.e., *NIGT1*, *OsBT* and *OsACTPK1*, were downregulated in IR64 in either root or shoot tissues under both N-W+ and dual (N-W-) stress, while NIGT1 transcript alone was downregulated in N22 under N-W+ and dual stress. 

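NIGT1, a repressor of nitrate-responsive genes, fell in roots and shoots of both genotypes under both low nitrogen treatments. OsBT, a BTB/TAZ protein that limits nitrogen use, fell in shoots under N-W+ when both genotypes are tested jointly. OsACTPK1, a kinase that inactivates ammonium transporters, was lower in the roots of both genotypes but did not pass the joint test.
NIGT1 (Os02g0325600, chromosome 2 from 13096088 to 13098218, 6 exons) fell in roots with log2 −3.73 (standard error 0.38, adjusted p = 0.00627) under N-W+ and −2.96 (standard error 0.37, adjusted p = 0.014) under N-W-, and in shoots with −4.43 (standard error 0.79, adjusted p = 0.0219) and −5.22 (standard error 0.80, adjusted p = 0.018), all from edgeR. OsBT (Os01g0908200) fell in shoots with −1.96 (adjusted p = 0.044) under N-W+ and was at −1.58 (adjusted p = 0.1) under N-W-. Within IR64 shoots it was over the fold rule at −2.20 and −2.42. With library totals OsBT does not pass under N-W+ and its IR64 ratios are −1.58 and −1.62. OsACTPK1 (Os02g0120100) had 92 reads in IR64 roots at optimal supply, 1 under N-W+ (log2 −6.60, interval −12.67 to −4.84) and 14 under N-W- (−2.93), and in the joint test it was at −6.53 (adjusted p = 0.0526) under N-W+ and −4.59 (adjusted p = 0.123) under N-W-.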

*OsACTPK1* was downregulated only under N-W+ stress in N22 roots, but not dual stress. *OsBT* was not downregulated in N22 under any stress in any of the tissues. 

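OsACTPK1 had 267 reads in N22 roots at optimal supply, 4 under N-W+ and 0 under N-W-, at least 76.2-fold lower in the latter, where the log2 ratio under N-W+ was −6.10 (interval −8.17 to −4.91). OsBT was lower in N22 shoots under N-W+ at a log2 ratio of −1.61 (interval −1.76 to −1.46), short of the fold threshold, and at −0.64 under N-W-. In N22 roots it was at 0.70 and −0.02.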

More interestingly, NIGT1 transcript was found to be upregulated in N22 under N+W- stress. 

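NIGT1 was higher in N22 shoots under low water alone, with 401 reads against 100 at optimal supply, a log2 ratio of 2.08 (interval 1.77 to 2.42). In N22 roots the ratio was 0.40, and in IR64 it was 0.41 in shoots and −0.28 in roots. The joint edgeR test of low water in shoots gave 1.01 (adjusted p = 0.575). The N22 ratio lies just over the fold threshold, and under it at 1.89 with unique exon reads.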

*Os04g0680400* and *Os12g0503000* encoding for allantoinase and allantoin transporter were downregulated under N-W+ and dual stress in both the genotypes but not under N+W- stress. Further, *Os02g0673100* encoding for aluminium induced malate transporter was found to be upregulated in both the root and shoot tissues of N22 and IR64 under N-W+ and dual stress, while aluminium induced citrate transporter encoded by *Os02g0673100* was upregulated only in IR64 roots under N+W- stress.

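OsALN, the allantoinase gene, rose in low nitrogen roots and shoots of both genotypes. OsUPS1, the allantoin transporter gene, fell in both tissues and both genotypes. OsALMT7, an aluminium-activated malate transporter gene, rose in low nitrogen roots and shoots of both genotypes and was not over the fold rule under low water.
OsALN (Os04g0680400, chromosome 4 from 34738022 to 34742715, 16 exons) rose in roots by log2 4.73 (standard error 0.32, adjusted p = 0.00126) under N-W+ and by 4.93 (adjusted p = 0.00239) under N-W-, and in shoots by 2.70 (adjusted p = 0.0149) and 2.80 (adjusted p = 0.0161). OsUPS1 (Os12g0503000, chromosome 12 from 19180665 to 19185915) fell in roots with −6.42 (standard error 0.42, adjusted p = 0.00126) and −5.03 (adjusted p = 0.00328). In shoots it fell from 60 reads in IR64 and 188 in N22 to 0 in both under N-W+, at least 18.4-fold and 31.9-fold lower, and with −5.97 (adjusted p = 0.012) under N-W-. OsALMT7 (Os02g0673100, chromosome 2 from 27390847 to 27394188) rose in roots by 2.95 (adjusted p = 0.00438) and 2.39 (adjusted p = 0.0106), and in shoots by 4.76 (adjusted p = 0.0261) and 5.01 (adjusted p = 0.029), from 1 and 2 reads at optimal supply. Under low water its log2 ratio was 0.47 in IR64 roots and 0.67 in N22 roots.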

### Comparison of the Expression of Known Transcription Factors (TFs) and Novel (Not Annotated) Genes under Various Stress Treatments in IR64 and N22

A total of 173 transcription factors were found to be differentially expressed under different treatments (Supplementary Table 3), out of which 97 and 20 were specific to low nitrogen (N-W+) and low water (N+W-) supply respectively. The genotypic differences were also substantial in terms of the number of TFs expressed; 37 and 61 TFs were found to be expressed in N22 and IR64 respectively. 

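HSfA6, a heat shock factor, lost its reads in low nitrogen shoots of both genotypes, and HSFB4B, another factor of that family, gained reads there from none. OsWRKY12 rose and OsWRKY77 fell in low nitrogen roots. ERF77 and OsWRKY21 had the most reads of the paper's transcription factors in both tissues and passed no test.
In the joint edgeR test OsWRKY12 (Os01g0624700) rose in roots by log2 2.72 (adjusted p = 0.00766) under N-W+ and 1.99 (adjusted p = 0.0217) under N-W-, and OsWRKY77 (Os01g0584900) fell under N-W+ (−2.40, adjusted p = 0.0467, a call lost with library totals). HSFB4B (Os07g0640900) went from 0 reads in shoots to 34 and 60 in IR64 and to 19 and 18 in N22 under N-W+ and N-W-, at least 12.3-fold, 14.2-fold, 12.4-fold and 3.95-fold higher. HSfA6 (Os06g0565200) went from 100 reads to 0 in IR64 shoots under N-W+, at least 30.7-fold lower, and from 15 to 0 in N22, at least 2.55-fold lower.
Of the 173 factors of the paper's table, 169 were over the fold rule in at least 1 comparison: 91 under N-W+ and not under N+W-, 21 under N+W- and not under N-W+ and 14 under N+W- only, with 49 in IR64 alone, 34 in N22 alone and 86 in both. In the joint test of shoots 34 of the 162 measured factors rose and 18 fell under N-W+ (56 and 31 adjusted over the list alone), and 17 rose and 11 fell under N-W- (42 and 24). In roots 7 rose and 4 fell under N-W+ (13 and 11), and 8 rose and 1 fell under N-W- (15 and 7), of 157. Under N+W- edgeR called 0 of them in either tissue, while 0 rose and 3 fell in roots and 2 rose and 0 fell in shoots when adjusted over the list alone. The table holds genes the study had called in these libraries, so the counts are not independent evidence. As a list the factors were higher in roots under N-W- (median log2 0.15, camera adjusted p = 0.0365, adjusted p = 0.6 with an estimated correlation).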

The rest of the 75 DEGs showed a similar expression pattern in both the genotypes, except for two genes, namely, *Os01g0289732* and *Os03g0252900,* which encode a WRKY TF and a MYB like TF DIVARICATA, respectively. 

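Os01g0289732, the WRKY gene, was higher in IR64 under low nitrogen in roots and under low water in shoots, and lower in N22 shoots under low water and under the dual stress. Os03g0252900, the MYB-like factor DIVARICATA, was higher in N22 roots under both low nitrogen treatments and lower in IR64 roots under low water.
Os01g0289732 (chromosome 1 from 10477926 to 10478798) was at log2 4.70 (interval 3.57 to 6.44) and 4.15 in IR64 roots under N-W+ and N-W-, against −0.13 in N22 roots under N-W+. In shoots under N+W- it was at 2.65 in IR64 and went from 60 reads to 0 in N22, at least 18.9-fold lower. With uniquely mapped reads this gene has a log2 ratio of 0.00 in IR64 roots under N-W+ and N-W- and in the shoots under N+W-, so these values come from reads that also map elsewhere. Os03g0252900 (chromosome 3 from 8061598 to 8061988) was at 2.27 under N-W+ (interval 1.97 to 2.59) in N22 roots, where IR64 was at −0.88, and at −2.42 in IR64 roots under N+W-, where N22 was at −0.52. The joint test, which asks for a change on average over the genotypes, gave adjusted p values of 0.564 and 0.658 for the pair under N-W+. No gene passed the genotype interaction tests.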

The former showed up- and down-regulated expression under N-W+ and N+W- stress in IR64 and N22 respectively, whereas the latter showed down- and up-regulated expression in IR64 and N22 respectively. Further, the expression pattern under N-W+ and dual stress were identical for most of the DEGs in IR64, while only a few DEGs showed such a pattern in N22. 

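OsWRKY83 and OsWRKY35 rose in shoots under N-W+, and WRKY62 and OsWRKY77 fell in the shoots of both genotypes under N-W+ and N-W-. Of the factors over the fold rule in the same direction under N-W+ and N-W-, most were in IR64 shoots. IR64 and N22 roots had few each.
In shoots 71 of the 173 factors had the same call under N-W+ and N-W- in IR64 and 33 in N22. In roots it was 11 and 10. WRKY62 (Os09g0417800) fell in shoots with log2 −2.74 (adjusted p = 0.0258) and −3.51 (adjusted p = 0.0188), and OsWRKY77 with −3.25 (adjusted p = 0.0359, a call lost with library totals) and −3.82 (adjusted p = 0.0303), in the joint edgeR test. OsWRKY83 (Os05g0583600) rose by 5.50 (adjusted p = 0.0339) and OsWRKY35 (Os04g0471700) by 4.20 (adjusted p = 0.0309) under N-W+. In N22 under N-W- OsWRKY35 was at 1.27, with 34 reads against 9.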

Of the 173 TFs, WRKY TFs were the most abundant with 30 genes followed by bZIP (18), MYB (17), HSF (13), AP2/ERF/AP1 (10), bHLH (9) and zinc finger (6) and NAC (6) genes. 

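WRKY71 and WRKY53 had the most reads of the WRKY genes in roots and were somewhat lower there under low water. The WRKY genes as a family were somewhat lower in water-stressed roots, and no single one of them passed the test there.
The 30 WRKY genes of the paper's table had a median log2 of −0.75 in roots under N+W- (camera adjusted p = 2.9e-06, and adjusted p = 0.54 with an estimated correlation), with 23 of 29 measured genes lower. All WRKY genes that carry a symbol had a median of −0.55 there (adjusted p = 6.61e-07, and 0.621 as the adjusted p with an estimated correlation). In shoots under N-W- 1 of 26 measured genes of the table rose and 5 fell (5 and 9 adjusted over the list alone), with a median of −1.41 (camera adjusted p = 0.0037, adjusted p = 0.466 with an estimated correlation), and under N-W+ 3 rose and 4 fell (4 and 6). WRKY71 (Os02g0181300) was at −0.73 (adjusted p = 0.642) and WRKY53 (Os05g0343400) at −0.55 (adjusted p = 0.788) in roots under N+W-.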

Of the zinc finger TFs, three were of Dof type, all of which were downregulated in N22 but not in IR64 under N-stress. 

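RDD4 and OsCDF3, Dof zinc finger genes of the paper's table of transcription factors, were lower in N22 shoots under N-W+, and OsCDF3 fell there when both genotypes are tested jointly. OsDof15, the third Dof gene of that table, had reads in N22 shoots under N-W+ and none at optimal supply.
RDD4 (Os03g0169600) was at log2 −2.63 (interval −3.01 to −2.27) in N22 shoots under N-W+ and at −0.98 in IR64 shoots, where it was at −1.94 under N-W-. OsCDF3 (Os07g0685000) was at −2.12 in N22 and −1.52 in IR64 under N-W+, with −1.76 (adjusted p = 0.0482) in the joint edgeR test. OsDof15 (Os03g0764900) was at 1.17 CPM in N22 and 0.678 in IR64. RDD4 had an adjusted p = 0.151 under N-W+. The genotype-by-nitrogen test called no gene in shoots, so a difference between the genotypes is not shown.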

A zinc finger, RING-type domain containing protein (*Os01g0123700*) was downregulated only in IR64 shoot tissues under low N (N-W+) but not in other tissues of IR64 or N22. 

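Os01g0123700, the RING-type zinc finger gene, had no read in N22 shoots or in any root library. In IR64 shoots it was lower under all 3 stresses.
It lies on chromosome 1 from 1333752 to 1334769 and had 91 reads in IR64 shoots at optimal supply, 1 under N-W+, 26 under N+W- and 7 under N-W-. The log2 ratios are −5.90 (interval −11.71 to −3.87), −2.28 (interval −2.99 to −1.66) and −4.07 (interval −5.55 to −3.09). The joint test, which rests on IR64 alone for this gene, gave an adjusted p = 0.0572 under N-W+. Whether the absence of N22 reads reflects expression or sequence differences from the Nipponbare reference cannot be told from counts.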

*Os01g0213800*, encoding a plant specific transcription factor which is a target gene for mir319 was specifically upregulated (10.5 log_2_ fold change) in N22 shoots, only under N- stress. 

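OsPCF5 (Os01g0213800), a TCP factor and target of miR319, had reads in the shoots of both genotypes under N-W+ and none at optimal supply. It also had reads in N22 shoots under low water and in IR64 roots under N-W+, and none in any library under the dual stress.
Under N-W+ it had 116 reads in IR64 shoots and 135 in N22 shoots, at least 42-fold and 88.4-fold over the control, and the joint edgeR test gave an adjusted p = 0.0535. Under N+W- N22 shoots had 87 reads, at least 30.7-fold. IR64 roots had 46 reads under N-W+, at least 8.62-fold, of which few map uniquely, so that the log2 ratio with unique reads is 1.27.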

*Os08g0549600,* encoding a bZIP TF and *Os11g0523700* encoding a bHLH TF were the genes with higher folds of upregulation. 

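OsbZIP69 and the bHLH factor OsbHLH002 rose in the shoots of both genotypes under N-W+ and under N-W-. Neither changed under low water, and both had few reads in roots.
OsbZIP69 (Os08g0549600, chromosome 8 from 27576171 to 27576997) rose by log2 6.39 (standard error 0.95, adjusted p = 0.0147) under N-W+ and 6.06 (standard error 0.95, adjusted p = 0.0192) under N-W- in the joint edgeR test. It had 1 and 2 reads at optimal supply in IR64 and N22, so its size is poorly known: the interval within IR64 under N-W+ runs from 4.22 to 12.05. OsbHLH002 (Os11g0523700, chromosome 11 from 18922046 to 18925254) rose by 8.41 (standard error 1.24, adjusted p = 0.0157) and 7.22 (adjusted p = 0.0239). In IR64 its log2 ratio was 6.47 (interval 5.25 to 8.50) and 7.14 (interval 5.93 to 9.17). In N22 it went from 0 reads to 329 under N-W+, at least 215-fold, and to 150 under N-W-, at least 32.9-fold.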

The former was upregulated by 5–7 log_2_ fold in shoot tissues of both the genotypes under N-W+ and dual stress, while the latter was upregulated by 6.6 and 7.3 log_2_ fold in IR64 shoots under N-W+ and dual stress and 11.77 log_2_ fold in N22 shoots only under N-W+ stress. 

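OsRMC (Os04g0659300), a receptor-like protein gene of root development and iron uptake on chromosome 4 from 33641298 to 33642277, fell in low nitrogen roots of both genotypes, under N-W+ and under the dual stress. Under low water it was not over the fold rule. In shoots it had few reads.
It fell in roots with log2 −8.85 (standard error 0.79, adjusted p = 0.00648) under N-W+ and −6.97 (standard error 0.70, adjusted p = 0.0118) under N-W-, in the joint edgeR test. Within the genotypes it went from 770 reads to 6 and 6 in IR64, a log2 ratio of −7.68 (interval −9.29 to −6.71) and −7.15 (interval −8.71 to −6.13). In N22 it went from 2042 to 2 and 15, a ratio of −9.88 (interval −13.27 to −8.36) and −6.83 (interval −7.70 to −6.14). The genes of iron acquisition as a list were lower in roots under N+W- (median log2 −0.50, camera adjusted p = 0.000145, adjusted p = 0.386 with an estimated correlation) and under N-W- (adjusted p = 0.00357, and 0.203 as the adjusted p with an estimated correlation). Under N-W+, where OsRMC fell most, the medians of the list with zero-count genes at their bound were −0.18 in IR64 roots and 0.26 in N22 roots. From the fall of OsRMC the paper proposes a cross-talk of other nutrients with nitrogen.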

Another gene, *Os04g0659300*, encoding a receptor-like protein, which is implicated in root development, salt stress response and regulation of iron acquisition, was downregulated to 10 log_2_ fold change in the root tissues of both the genotypes suggesting the cross-talk of other nutrients with nitrogen.

Of the 8926 DEGs, 26.15% were completely novel, represented by 916 conserved hypothetical proteins and 1418 hypothetical genes/proteins. Of these transcripts, 20 hypothetical genes/proteins and 12 conserved hypothetical proteins had more than 8 log_2_ fold DE (Supplementary Table 4).

### Comparison of Genes Involved in Plant Hormone Metabolism and Receptors

Among the 44 DEGs involved in auxin biosynthesis and signalling, as many as 33 were shoot specific, out of which 26 DEGs were found to be specific to N-W+ or dual stress, whereas only 12 were specific to N+W- stress. 

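OsIAA30, an auxin response repressor, and the auxin-induced genes OsSAUR8 and OsSAUR9 rose in low nitrogen shoots of both genotypes. Most auxin genes of the paper's list were higher in shoots and few changed in roots, where the auxin transporters OsPIN9 and PIN5B_1 rose under low nitrogen. OsIAA17, with the most reads, was higher in both genotypes and did not pass the test.
OsSAUR8 (Os02g0445100) rose in shoots by log2 6.95 (standard error 0.64, adjusted p = 0.00876) under N-W+ and 6.08 (adjusted p = 0.00969) under N-W-, and OsIAA30 (Os12g0601300) by 4.57 (standard error 0.64, adjusted p = 0.0142) and 4.12 (adjusted p = 0.018), all in the joint edgeR test. OsSAUR9 (Os02g0445600) rose by 4.66 (adjusted p = 0.0412) and 4.80 (adjusted p = 0.0488, a call lost with DESeq2 size factors), from 2 reads in IR64 and 0 in N22. In roots OsPIN9 (Os01g0802700) rose by 1.79 (adjusted p = 0.0461) and 2.44 (adjusted p = 0.024), and PIN5B_1 (Os08g0529000) by 3.08 (adjusted p = 0.0199) under N-W+. OsIAA17 (Os05g0230700) was at 1.61 (adjusted p = 0.0636) in shoots under N-W+.
In shoots 17 of 43 measured auxin genes rose and 2 fell under N-W+ (24 and 4 adjusted over the list alone), and 11 rose and 1 fell under N-W- (22 and 3). The list's median log2 was 2.15 under N-W+ (camera adjusted p = 1.58e-05), 0.95 under N+W- (adjusted p = 0.00374) and 2.08 under N-W- (adjusted p = 1.82e-05). None of the 3 calls holds with an estimated correlation (adjusted p = 0.405, 0.958 and 0.466). Under N+W- edgeR called 0 of these genes, and 1 rose when adjusted over the list alone. With zero-count genes at their bound the medians were 2.05 in IR64 and 2.23 in N22 under N-W+. In roots 3 rose and 2 fell of 42 under N-W+ (3 and 3), and 2 rose and 0 fell under N-W- (4 and 1), with a median of 0.25 (adjusted p = 0.0264, and 0.264 as the adjusted p with an estimated correlation). The list was drawn from the study's own calls and is not independent evidence. The meristem and young stem list was higher in the same shoots under N-W+ too (median 1.52, camera adjusted p = 0.0293, adjusted p = 0.405 with an estimated correlation), and whether the pools differ in their share of young tissue is open.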

Of the remaining 11 DEGs, only three were root specific while the others were expressed in both the tissues. 

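By the fold rule, 33 of the 44 auxin genes were called in shoots only, 1 in roots only and 10 in both tissues. OsIAA30 and OsIAA17 had reads in every library and stood apart mainly by nitrogen level, while GH3-8, which conjugates auxin, was lower in IR64 roots under low water.
Of the 44 genes, 22 were over the rule under N-W+ and not under N+W-, 5 under N+W- and not under N-W+, and 5 under N+W- only. IR64 alone had 10, N22 alone 8 and both genotypes 26. GH3-8 (Os07g0592600) was at log2 −2.06 in IR64 roots under N+W- and −0.46 in N22 roots.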

As far as genotypic specificity is concerned, 15 and 12 DEGs were found to be specific to IR64 and N22 respectively (Supplementary Table 5). Similarly, in GA biosynthesis and signalling, 7 unique DEGs were found to be specific to N22 and IR64; 6 and 14 were root and shoot specific. 

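GASR2, a gibberellin-stimulated small protein gene, and its relative Os03g0607200 rose in low nitrogen shoots of both genotypes. GA20OX1, a gibberellin synthesis gene with many reads, was higher in N22 roots under N-W+. OsGA20ox7 was higher in IR64 shoots under low water.
GASR2 (Os04g0465300) rose in shoots by log2 8.32 (standard error 1.47, adjusted p = 0.0221) under N-W+ and 7.36 (adjusted p = 0.035) under N-W-, from 1 read in IR64 and 0 in N22, and Os03g0607200 by 6.14 (standard error 0.92, adjusted p = 0.015) and 5.53 (adjusted p = 0.0219). GA20OX1 (Os03g0856700) was over the fold threshold in N22 roots (upper interval bound 2.51) under N-W+ and 0.54 in IR64 roots. OsGA20ox7 (Os08g0560000) was at 2.36 in IR64 shoots under N+W- and 0.92 in N22 shoots.
Of the 24 gibberellin genes of the paper's table, 6 were over the fold rule in roots only, 14 in shoots only and 4 in both, with 4 in IR64 alone, 4 in N22 alone and 16 in both genotypes. In shoots 7 of 23 measured genes rose and 1 fell under N-W+ (9 and 2 adjusted over the list alone), and 5 rose and 0 fell under N-W- (6 and 1). The medians of 0.67 and 0.83 did not pass the list test (adjusted p = 0.114 and 0.203). In roots edgeR called 0 under any stress, where adjustment over the list alone gave 1 risen and 1 fallen under N-W+ and 1 fallen under N-W-.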

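OsRePRP1.2 and OsRePRP2.1, proline-rich glycoprotein genes through which ABA limits root growth, were lower in roots under the dual stress. OsRePRP1.2 was over the fold rule in IR64 only. OsRePRP2.1 had few reads and was lower in the roots of both genotypes. OsRePRP1.1, a relative, rose in low nitrogen shoots of both.
OsRePRP1.2 (Os05g0227600, chromosome 5 from 7746542 to 7748227) was at log2 −2.43 (interval −2.58 to −2.28) in IR64 roots under N-W- and −1.38 under N-W+, against −0.85 and −1.03 in N22 roots, and the joint edgeR test gave an adjusted p = 0.107 under N-W-. OsRePRP2.1 (Os07g0418700) had 14, 3 and 0 reads in IR64 roots in the control, under N-W+ and under the dual stress, the last at least 5.56-fold lower, and 11, 2 and 1 in N22 roots (adjusted p = 0.107 and 0.086). OsRePRP1.1 (Os05g0226900) rose in shoots by 3.29 (adjusted p = 0.0417) under N-W+, from 3 and 2 reads in IR64 and N22, and its 3.25 under N-W- did not pass (adjusted p = 0.0538).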

*Os05g0227600* and *Os07g0418700* encoding proline rich glycoproteins with ABA dependent inhibition of root growth were downregulated only in IR64 roots under N-W+ or dual stress, whereas a similar gene, *Os05g0622900,* was upregulated in shoot tissues of N22 under both N-W+ and dual stress and in IR64 only under N-W+ stress. 

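EFA27 (Os04g0511200), an ABA-responsive gene of seed oil bodies, was higher in N22 roots under low water. In shoots it fell under N-W+ in both genotypes, and IR64 was low under the dual stress as well.
In N22 roots it went from 8 reads to 59 under N+W-, a log2 ratio of 2.75 (interval 1.74 to 4.09). In IR64 roots the ratio was 1.62, and the joint edgeR test gave an adjusted p = 0.593. In shoots under N-W+ it was at −3.41 in IR64 and −2.15 in N22, with −2.77 (standard error 0.71, adjusted p = 0.0459) in the joint test, and under N-W- at −3.58 in IR64 and −0.94 in N22. With library totals the joint call is lost and the N22 ratio under N-W+ is −1.64, under the fold threshold.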

Further, *Os04g0511200,* an ABA responsive gene, was upregulated only in N22 under N+W- stress, but downregulated in shoot tissues of IR64 under N-W+ and dual stress. 

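AWPM-19 (Os05g0381400), an ABA-induced membrane protein gene, was higher in N22 roots under low water and lower under the dual stress. In IR64 roots it lay in the same directions, close to the fold threshold. It had almost no reads in shoots.
In N22 roots, from 526 reads, its log2 ratio was 2.32 (interval 2.18 to 2.45) under N+W- and −3.52 (interval −4.04 to −3.06) under N-W-. In IR64 roots, from 104 reads, the ratios were 1.81 (interval 1.50 to 2.13) and −1.81 (interval −2.42 to −1.26). The joint edgeR test gave 2.11 (adjusted p = 0.432) and −2.68 (adjusted p = 0.109), and no genotype difference passed. The 8 ABA genes of the paper's table had a median log2 of −1.15 in roots under N-W- (camera adjusted p = 0.0376, and 0.6 as the adjusted p with an estimated correlation), with 1 risen and 0 fallen (1 and 3 adjusted over the list alone).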

Another ABA dependent gene, *Os05g0381400,* differentially expressed only in N22 with upregulation under N+W- and downregulation under dual stress (Supplementary Table 5).

### GO Enrichment Analysis of DEGs across Stress Treatments and Genotypes

Across the genotypes and stress conditions, a similar proportion of the DEGs were classified into biological processes (22–25%), cellular components (34–37%) and molecular functions (40–41%) in shoot tissues of both the genotypes; however, in root tissues the response of genotypes varied under individual stresses (but similar in dual stress) with a huge difference in the proportion of genes (i.e., 53% and 40% in IR64 and N22 respectively) under molecular function (MF) category under N-W+ stress (Figs. 9 and 10). Further, sub-categorization of biological processes (BP) revealed that transcription factors (TFs) and genes involved in oxidation-reduction were equally abundant (40 genes in each category) in IR64 roots. Most of the DEGs belonged to the oxidation-reduction process (47) followed by metabolic processes (34), carbohydrate metabolism (30) and TFs (25) in N22 roots (Figs. 9). Under cellular components (CC), cytoplasmic vesicles were found to be the most important component and uniformly so across all treatments. Under W- stress in N22, membranes were the second most important components of CC. Under MF category, electron transfer activity followed by ATP, heme, and zinc binding protein were the key components in root tissues of both the genotypes.

**Fig. 9:**
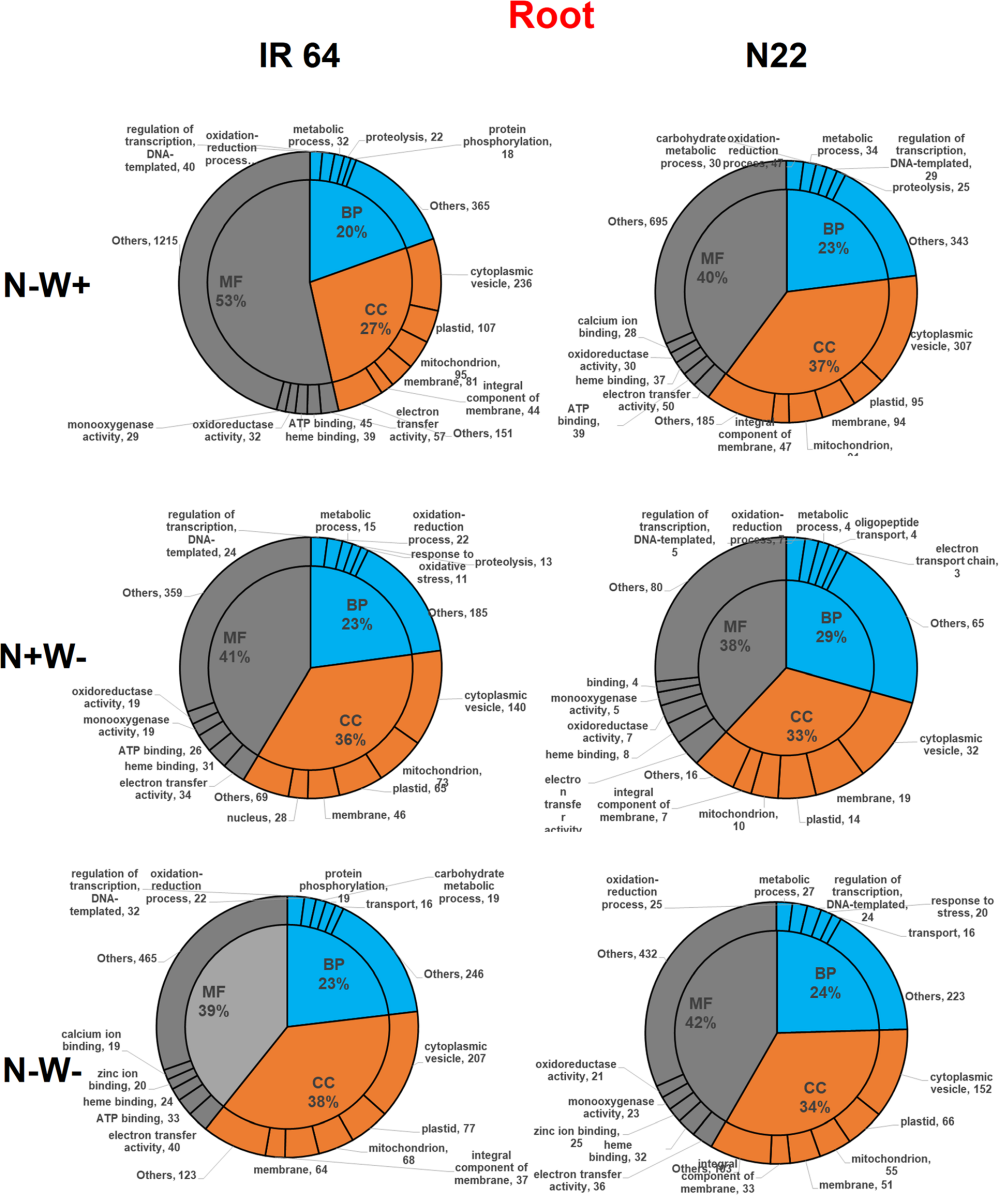
GO enrichment terms of the DEGs identified from various stress treatments across low N (N-W+), low water (N + W-) and dual stress (N-W-) treatments in root tissues of two rice genotypes, IR 64 and N22 divided into three major classes, i.e., biological processes (BP), cellular components (CC) and molecular function (MF) and most frequent subclasses

**Fig. 10:**
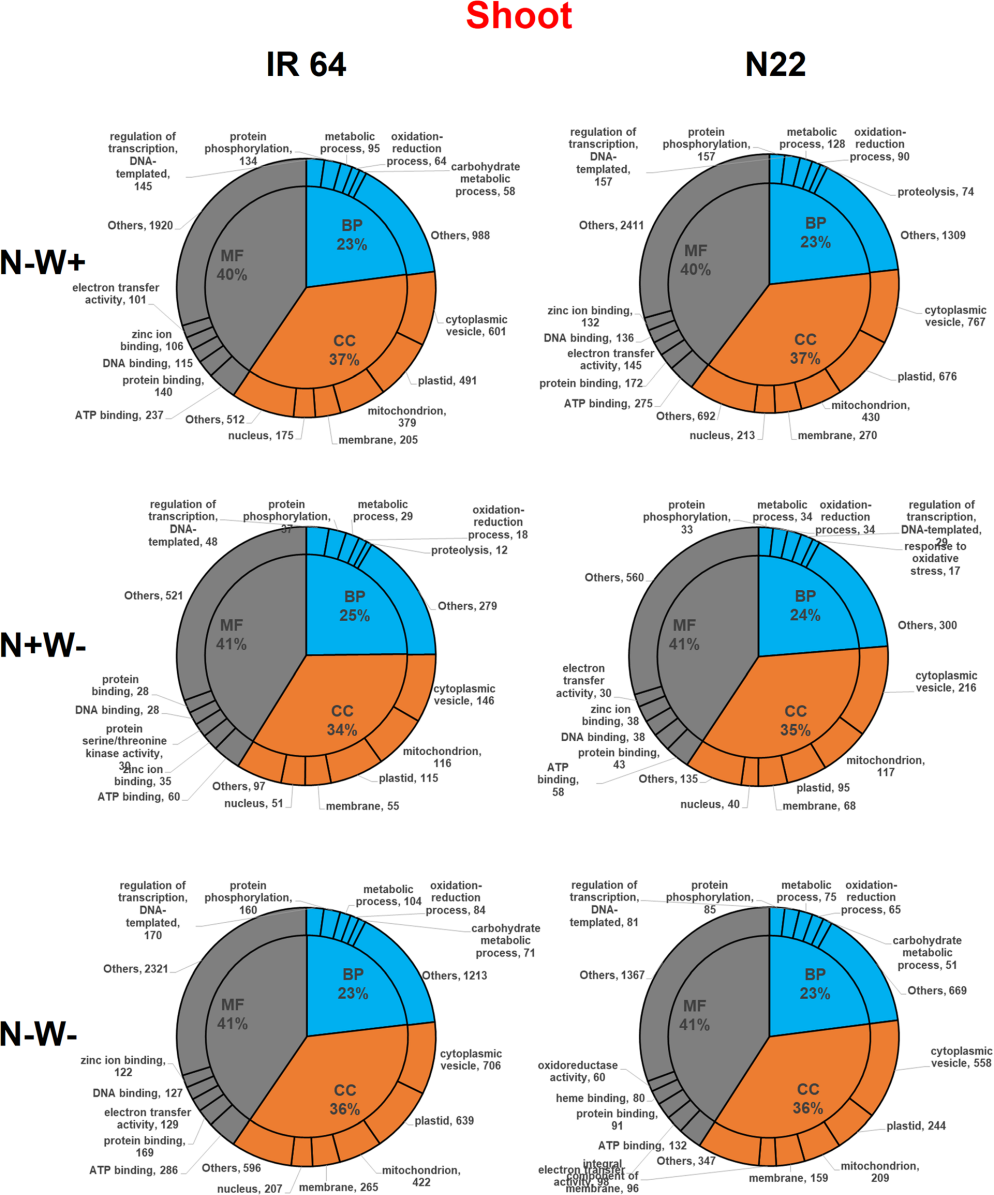
GO enrichment terms of the DEGs identified from various stress treatments across low N (N-W+), low water (N + W-) and dual stress (N-W-) treatments in shoot tissues of two rice genotypes, IR 64 and N22 divided into three major classes, i.e., biological processes (BP), cellular components (CC) and molecular function (MF) and most frequent subclasses

IR64 under all the treatments and N22 under N-W+ condition showed a similar enrichment of genes under BP category in shoot tissues, with most of the DEGs falling under the subcategory of TFs, protein phosphorylation and metabolic processes. However, under N+W- stress, N22 showed an abundance of oxidative stress response genes too (Fig. 10). The GO enrichment pattern of genes in N22 shoots under N+W- and dual stress was similar for BP. Under CC, cytoplasmic vesicles were of the major category, while under MF, the ATP binding was the most important function in both the genotypes across treatments. The oxidation-reduction has been found to be the predominant process in the shoot tissues of N22 under MF category in dual stress conditions which distinctly differentiated N22 from IR64.

### Pathway Analysis of the DEGs

In order to gain a meaningful insight of the transcriptional control in the two genotypes under individual and dual stresses, we focused on specific pathways and genes identified from pathway analysis. Under the N-W+ condition, downregulation of a chloroplastic glutamine synthetase2, (GS2; *Os04g0659100*) involved in the reassimilation of the ammonia generated by photorespiration, was observed in N22 roots, but this was not the case in IR64 roots. Still, this gene was downregulated in the shoot tissues of both the genotypes under N-W+ conditions and IR64 under dual stress. 

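OsGLN2, the chloroplastic glutamine synthetase GS2, fell in the shoots of both genotypes under N-W+. It stayed low in IR64 shoots under the dual stress and less so in N22. In roots it was lower in N22 under N-W+.
OsGLN2 (Os04g0659100, chromosome 4 from 33624428 to 33631025, 17 exons) fell in shoots under N-W+ with log2 −3.32 (standard error 0.60, adjusted p = 0.0219, joint edgeR test). Under N-W- it was at −3.49 (interval −3.66 to −3.34) in IR64 and −1.07 (interval −1.19 to −0.96) in N22, and the joint test did not pass (−2.23, adjusted p = 0.0652). In N22 roots under N-W+ it went from 101 reads to 13, a ratio of −3.13 (interval −4.14 to −2.34), while IR64 roots were at −0.59.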

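OsGLT2, the NADH-dependent glutamate synthase, and OsGLU, the ferredoxin-dependent one, fell in the shoots of both genotypes under N-W+. Both were lower under the dual stress in IR64 shoots by more than in N22 shoots. In roots OsGLT2 had few reads, and those were more numerous under N-W+.
OsGLT2 (Os05g0555600, chromosome 5 from 27631211 to 27636450) fell with log2 −3.91 (standard error 0.75, adjusted p = 0.0246) and OsGLU (Os07g0658400, chromosome 7 from 27723089 to 27738212) with −2.31 (standard error 0.48, adjusted p = 0.0286) in the joint edgeR test of shoots under N-W+. Under N-W- OsGLT2 was at −2.57 in IR64 and −1.43 in N22 (adjusted p = 0.122), and OsGLU at −2.34 and −1.31 (adjusted p = 0.066). In roots under N-W+ OsGLT2 went from 6 reads to 46 in IR64 and from 1 to 19 in N22. With library totals OsGLU and OsGLT2 in IR64 under N-W- stay under the fold threshold at −1.55 and −1.79.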

*Os05g0555600* encoding amyloplastic glutamate synthase (GOGAT, similar to NADH-GOGAT) also showed the same pattern; it was downregulated in the shoot tissues of both the genotype under N-W+ and in IR64 under dual stress. Nitrogen metabolism was least affected under N+W- stress. However, in case of N transporters under dual stress, the IR64 roots showed upregulation for four of the N transporters while N22 showed upregulation only for two (Fig. 11). Both IR64 roots and shoots, and N22 roots (but not shoots) behaved similarly under the dual stress with as many as ten genes involved in N metabolism and transport downregulated (except for upregulation of a high affinity N transporter in roots). 

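OsNR1, a nitrate reductase, and NiR, the nitrite reductase, fell in low nitrogen shoots of both genotypes. In roots OsGLN1, placed among nitrogen assimilation genes by its symbol alone with its function unchecked, fell, while OsASNase2, an asparaginase, rose. Under low water none of them passed the test. OsGLN2 and OsGLU were somewhat lower there in the shoots of both genotypes. ASN1, an asparagine synthetase, was higher in the roots of both genotypes without reaching the fold threshold.
OsGLN2 was at log2 −1.52 in IR64 shoots and −0.94 in N22 shoots under N+W-, and OsGLU at −0.87 and −1.25. ASN1 (Os03g0291500) was at 1.86 in IR64 roots and 0.86 in N22 roots (adjusted p = 0.75). OsNR1 (Os08g0468100) was at −1.54 and −0.63 in IR64 and N22 shoots under N+W-, against −3.30 (standard error 0.62, adjusted p = 0.0235) in the joint edgeR test under N-W+ and −3.69 (adjusted p = 0.0242) under N-W-. NiR (Os01g0357100) fell with −3.61 (standard error 0.51, adjusted p = 0.0142) and −3.52 (adjusted p = 0.0163) under N-W+ and N-W- and was at −0.34 (adjusted p = 0.812) under N+W-. In roots OsGLN1 (Os01g0946700) fell with −4.40 (adjusted p = 0.0166) and −3.88 (adjusted p = 0.0286), and OsASNase2 (Os04g0650700) rose by 2.78 (adjusted p = 0.00472) and 2.43 (adjusted p = 0.00946).
Of the genes of amino acid and nitrogen assimilation that carry a symbol, 0 of 15 in roots and 0 of 16 in shoots passed under N+W- in edgeR (0 risen and 1 fallen in roots, 0 and 0 in shoots, adjusted over the list alone). Under N-W+ 2 rose and 2 fell in roots (2 and 2) and 1 rose and 4 fell in shoots (2 and 6). Under N-W- 1 rose and 2 fell in roots (3 and 2) and 1 rose and 2 fell in shoots (1 and 4). OsGLN1 is among those fallen in roots under both. The list was lower in shoots under N-W+ (median log2 −0.38, camera adjusted p = 0.031, adjusted p = 0.405 with an estimated correlation) and N-W- (−0.70, adjusted p = 0.0355, and 0.466 as the adjusted p with an estimated correlation). In IR64 shoots the median under N-W+ was −1.27, and in N22 it was 0.02.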

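Under the dual stress the ammonium transporter OsAMT2_1 and the allantoin transporter OsUPS1 were lower in the shoots of both genotypes, whereas OsGLN2, OsGLT2 and OsGLU were closer to their control level in N22 shoots than in IR64 shoots. In roots, more genes of the paper's nitrogen table were over the fold rule upwards than downwards in each genotype.
In the paper's nitrogen table, 10 genes were higher and 4 lower over the fold rule in IR64 roots under N-W-, 7 and 5 in N22 roots, 4 and 7 in IR64 shoots and 5 and 5 in N22 shoots. In the joint edgeR test 6 of them rose and 3 fell in roots and 3 rose and 4 fell in shoots. Under N+W- the counts were 1 and 1 in IR64 roots, 0 and 0 in N22 roots, 2 and 1 in IR64 shoots and 1 and 3 in N22 shoots. OsAMT2_1 fell in roots with log2 −2.72 (standard error 0.32, adjusted p = 0.0124) in the joint edgeR test, while NRT2.4 rose by 4.89 (standard error 0.39, adjusted p = 0.00328). NRT2.4 also rose in shoots, by 2.57 (adjusted p = 0.0341). Whether N22 differs from IR64 in the response to nitrogen was tested with the genotype-by-nitrogen term, which called 0 genes in shoots and in roots. That term is taken over both water levels, so a difference under the dual stress alone was not tested.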

In N22 shoots, only as few as four genes were downregulated. Notably, *Os04g0659100*, *Os05g0555600* and *Os07g0658400* (Fd-GOGAT involved in N assimilation and leaf senescence) didn’t show downregulation in N22 shoots (Supplementary Table 2).

**Fig. 11:**
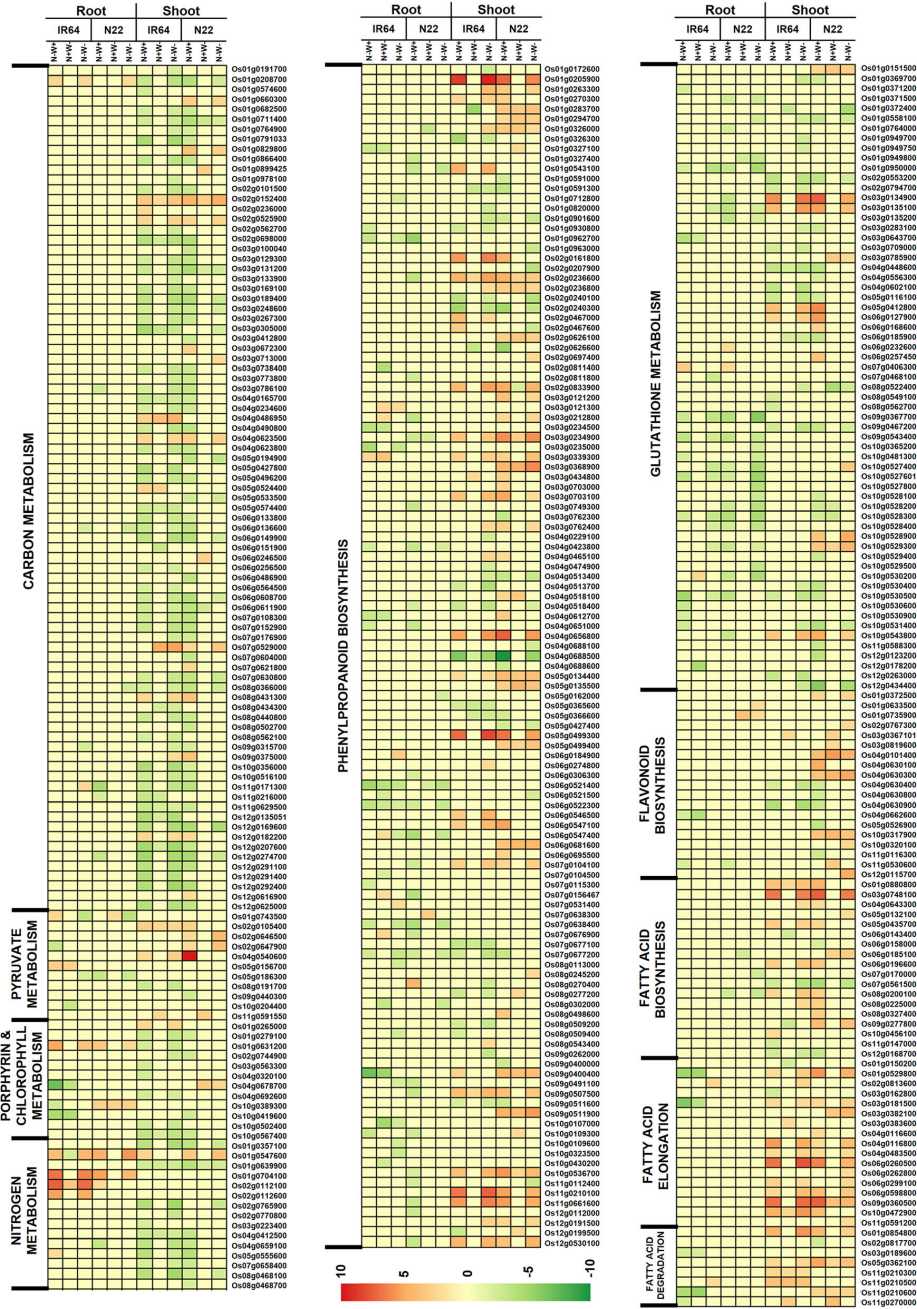
Heat map of the DEGs identified in some of the major metabolic pathways affected under N-W+, N-W- and N-W- stresses in root and shoot tissues of two rice genotypes, IR64 and N22

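The aspartate aminotransferase gene Os02g0236000, which moves an amino group between aspartate and glutamate, was higher in low nitrogen shoots of IR64 and also of N22, by less in N22. Under low water it was higher in both genotypes by about the same amount. It stayed higher in IR64 under the dual stress and was near its control level in N22.
In shoots under N-W+ the gene (chromosome 2 from 7706619 to 7710902) was at log2 2.06 (interval 1.70 to 2.44) in IR64 and 1.36 (interval 0.99 to 1.73) in N22. The joint edgeR estimate was 1.69 (standard error 0.49, adjusted p = 0.0597). Under N+W- it was at 1.18 and 1.14, and under N-W- at 1.96 and 0.31. IR64 passes the fold threshold and N22 does not, and the interval of IR64 reaches below the threshold, so a difference between the genotypes is not shown by the rule alone.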

Comparison of carbon (C) metabolism including C-fixation by photosynthesis revealed that under N-W+ conditions, though similar sets of genes were downregulated in both the genotypes, a major difference was found in the differential upregulation of aspartate aminotransferase, encoded by *Os02g0236000,* in IR64 shoots, but not in N22 shoots (Fig. 11 and Supplementary Fig. 1). 

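RbcS1, a small subunit gene of Rubisco with few reads in these shoots, was higher in both genotypes under low water, and it rose under low nitrogen and under the dual stress. The large subunit-like gene Os01g0899425 was higher in N22 shoots under low water and not in IR64 shoots. RbcS3, a small subunit gene with far more reads, took the opposite course to RbcS1 and fell under low nitrogen.
Under N+W- RbcS1 (Os02g0152400, chromosome 2 from 2874951 to 2876254) was at log2 2.14 (interval 1.77 to 2.54) in IR64 shoots and 2.86 (interval 2.39 to 3.40) in N22 shoots, and the joint edgeR test did not pass (2.41, adjusted p = 0.276). It rose by 3.87 (adjusted p = 0.0112) under N-W+ and 4.07 (adjusted p = 0.00999) under N-W-. Os01g0899425 went from 4 reads to 29 in N22 shoots, a ratio of 2.80 (interval 1.43 to 4.91), and from 11 to 13 in IR64 shoots. RbcS3 (Os12g0291100) had 24334 reads in IR64 control shoots against 66 of RbcS1, and fell with −3.65 (adjusted p = 0.0239) under N-W+.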

Under N+W- conditions, two genes, i.e., *Os01g0899425* and *Os02g0152400,* that encode the larger and smaller subunits of Rubisco respectively, were upregulated in N22 but only the latter was upregulated in IR64. 

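Isocitrate lyase and malate synthase, the enzymes peculiar to the glyoxylate cycle, were both many times higher in IR64 shoots under low water. In N22 shoots, where both started from more reads, they were less raised. Isocitrate lyase rose in both genotypes under the dual stress.
Isocitrate lyase (Os07g0529000) went from 7 reads to 316 in IR64 shoots under N+W-, log2 4.91 (interval 3.94 to 6.33), and from 46 to 167 in N22, 1.93 (interval 1.47 to 2.45). Malate synthase (Os04g0486950) went from 24 reads to 529 in IR64, 3.94 (interval 3.38 to 4.62), and was at 0.95 in N22. Neither passed the joint edgeR test there (adjusted p = 0.302 and 0.348). Under N-W- isocitrate lyase rose by 4.15 (standard error 0.94, adjusted p = 0.0476) and malate synthase was at 2.72 (adjusted p = 0.0667).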

Further, under N+W- stress, IR64 showed upregulation of genes (i.e., *Os07g0529000* and *Os04g0486950*) encoding isocitrate lyase and malate synthase known to be active in the glyoxylate pathway operating during germination. 

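Under the dual stress OsSBP fell in the shoots of both genotypes. It is in the Calvin cycle list by its symbol alone, and its function was not checked. Rubisco activase OsRcaII and the small subunit RbcS3 were lower in both genotypes, with the larger deficit in IR64. All genes of the Calvin cycle list but RbcS1 were past the fold threshold downwards in IR64 shoots, and none was in N22 shoots.
OsSBP (Os02g0793700) fell under N-W- with log2 −2.01 (standard error 0.39, adjusted p = 0.0321) in the joint edgeR test. OsRcaII (Os11g0707000) was at −3.57 in IR64 and −1.84 in N22 (adjusted p = 0.0641), and RbcS3 at −3.84 and −1.21 (adjusted p = 0.0768).
The Calvin cycle list holds 6 genes with a fitting symbol. In shoots under N-W- 1 rose and 1 fell (1 and 3 adjusted over the list alone), and the fallen gene is OsSBP. The medians were −3.67 in IR64 and −0.59 in N22, with a camera adjusted p = 0.04 (adjusted p = 0.466 with an estimated correlation). Under N-W+ 1 rose and 4 fell (1 and 5), median −3.32 and adjusted p = 0.0158 (adjusted p = 0.405 with an estimated correlation), and under N+W- none passed (median −0.92, adjusted p = 0.57). In roots none passed under any stress.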

Pathway analysis suggested that under dual stress, the entire C_3_ carbon fixation cycle was downregulated in IR64 in addition to downregulation of regular TCA cycle and thus resulting in a comparatively lower pool of oxaloacetate in IR64 (Supplementary Fig. 1).

Both the genotypes did show upregulation of the gene encoding catalase (*Os03g0131200*), indicating the induction of ROS during these stresses, possibly resulting in minimization of hydrogen peroxide induced cell death. 

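CATC, the catalase of leaf peroxisomes, fell in the shoots of both genotypes under N-W+ and under the dual stress, and it was lower under low water. In roots it had few reads and was lower under the dual stress.
CATC (Os03g0131200, chromosome 3 from 1787679 to 1790806) fell in shoots with log2 −3.31 (standard error 0.59, adjusted p = 0.0212) under N-W+ and −2.79 (standard error 0.58, adjusted p = 0.036) under N-W- in the joint edgeR test. Under N+W- it was at −1.94 in IR64 and −2.07 in N22 (adjusted p = 0.302).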

Flavonoid and phenylpropanoid biosynthesis processes were highly upregulated under N+W- stress and dual stress but not under N-W+ stress in the shoot tissue of N22 nor in IR64 shoot tissues under any of the three stresses (Fig. 11), implicating activation of secondary metabolite mediated stress management in the former genotype. 

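In N22 shoots under low water the phenylalanine ammonia-lyase OsPAL02, which opens the phenylpropanoid pathway, was higher, and several genes of the pathway were over the fold threshold upwards with none downwards. N22 shoots under the dual stress had genes over the threshold in both directions. OsPAL02 rose under low nitrogen too, while OsPAL05 and the cinnamoyl-CoA reductase OsCCR29 fell, and OsCCR29 and OsPAL07 fell under the dual stress.
Of the 60 genes of the flavonoid and phenylpropanoid list, 5 were over the threshold upwards and 0 downwards in N22 shoots under N+W-. They were 9 and 4 under N-W-, and 7 and 8 under N-W+. In IR64 shoots they were 0 and 3, 4 and 7, and 7 and 5 in the same order. OsPAL02 (Os04g0518100) was at log2 3.23 in N22 and 1.91 in IR64 under N+W-, and it rose by 2.06 (adjusted p = 0.0326) under N-W+. OsPAL05 (Os02g0626600) fell with −6.25 (adjusted p = 0.0339) under N-W+, OsCCR29 (Os08g0183900) with −3.08 (adjusted p = 0.0271) under N-W+ and −3.06 (adjusted p = 0.0346) under N-W-, and OsPAL07 (Os04g0518400) with −2.83 (adjusted p = 0.0372) under N-W-.
In the joint edgeR test of shoots 3 of 48 measured genes of the list rose and 7 fell under N-W+ (4 and 11 adjusted over the list alone). None passed under N+W- (1 and 0), and 0 rose and 5 fell under N-W- (3 and 11). The camera test passed in none of the shoot comparisons (adjusted p = 0.133, 0.639 and 0.0748). The N22 median under N+W- was 0.18, at percentile 83.6 of random gene lists, and under N-W- it was −0.46. In roots 0 rose and 3 fell of 51 under N-W+ (1 and 6), with camera adjusted p = 0.00107 (adjusted p = 0.309 with an estimated correlation), and none passed under N+W-, with a median of −0.23 and camera adjusted p = 0.000136 (adjusted p = 0.539 with an estimated correlation). Under N-W- the median was −0.07 (camera adjusted p = 0.379).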

Though fatty acid synthesis was upregulated under both N-W+ and dual stresses, it was downregulated under N+W- stress in both the genotypes, considerably higher fold in IR64 than that of N22. Further, the final steps in fatty acid elongation (supplementary Fig. 2) were found to be upregulated only in N22 under dual stress, while under N-stress it was downregulated; it did not show differential expression under W- stress. Genes involved in porphyrin and chlorophyll metabolism were completely downregulated in N22 under N- stress, but under W- and dual stress, it showed upregulation of the conversion process which formed chlorophyllide from divinyl chlorophyllide. This is also supported by our chlorophyll content measurements (Fig. 4). 

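OsChlH, a subunit of the magnesium chelatase that commits porphyrin to chlorophyll, fell in low nitrogen shoots of both genotypes. OsCRD1, the cyclase subunit, and CAO, which makes chlorophyll b, fell with it. OsChlH fell again under the dual stress, while OsCRD1 and CAO were lower in IR64 and less so in N22. None of the 3 was higher in N22 under low water or the dual stress. They act at other steps than the conversion of divinyl chlorophyllide that the paper names, for which no value is given here. In N22 shoots 5 genes of the list were higher and 6 lower under N+W-, and 4 and 7 under N-W-.
Under N-W+ OsChlH (Os03g0323200) fell with log2 −3.47 (standard error 0.64, adjusted p = 0.0231), OsCRD1 (Os01g0279100) with −2.58 (adjusted p = 0.0383) and CAO (Os10g0567400) with −3.11 (adjusted p = 0.0286) in the joint edgeR test of shoots. Under N-W- OsChlH fell with −2.83 (adjusted p = 0.0453), and OsCRD1 was at −3.07 in IR64 and −0.62 in N22, CAO at −3.38 and −0.67.
Of 11 genes of the chlorophyll and porphyrin list, 0 rose and 3 fell in shoots under N-W+ (0 and 5 adjusted over the list alone), none passed under N+W- (0 and 0) and OsChlH alone under N-W- (0 and 5). Camera gave adjusted p = 0.00379, 0.051 and 0.0065 (adjusted p = 0.405, 0.958 and 0.466 with an estimated correlation). The N22 medians were −1.02, −0.24 and −0.54, and the IR64 medians −1.23, −0.64 and −1.68. In roots none of 10 passed. Chlorophyll contents of plants are not analysed here.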

In IR64, the response to N- and dual stress was similar with respect to the downregulation of major chlorophyll synthesis pathway; still there was upregulation of conversion of bacterial geranyl geranyl chlorophyllide b and a to bacterial chlorophyll a and b **(**Fig. 11).

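Genes of the photosystems and their antennae were lower as a group in IR64 shoots under low nitrogen and the dual stress, and in N22 shoots under low nitrogen. The list calls are lost with an estimated correlation between genes, and whether these pools differ in their share of young tissue is open. OsPsbR3, a photosystem II subunit, and the antenna gene ASCAB9-A fell in both genotypes under low nitrogen. Both stayed low in IR64 under the dual stress and were less reduced in N22. Under low water the group was a little lower in IR64 and at its control level in N22. In roots under low nitrogen the antenna genes CAB1R and LHCB fell from their small root levels.
OsPsbR3 (Os08g0200300) fell in shoots under N-W+ with log2 −3.33 (standard error 0.69, adjusted p = 0.0285) and ASCAB9-A (Os11g0242800) with −3.15 (adjusted p = 0.0279) in the joint edgeR test. Under N-W- they were at −3.39 and −3.75 in IR64 and at −1.39 and −1.27 in N22. In roots under N-W+ CAB1R (Os09g0346500) fell with −3.75 (adjusted p = 0.0437) and LHCB (Os03g0592500) with −4.21 (adjusted p = 0.0302).
Of the 29 genes of the photosystem list, 19 were past the fold rule downwards in IR64 shoots under N-W+, 0 under N+W- and 24 under N-W-. In N22 shoots they were 16, 0 and 1. The medians were −2.18, −0.78 and −2.48 in IR64 and −2.38, 0.09 and −0.74 in N22. In the joint test 14 of 28 measured genes fell under N-W+ (22 adjusted over the list alone), and none passed under N+W- (0) or N-W- (15 over the list alone). Camera gave adjusted p = 2.59e-12, 0.162 and 6.86e-09 in that order, and adjusted p = 0.405, 0.958 and 0.466 with an estimated correlation. In roots 4 of 20 fell under N-W+ (13 adjusted over the list alone), with a median of −2.32 (camera adjusted p = 1.17e-06, adjusted p = 0.3 with an estimated correlation), and none under the other stresses. The root medians were −1.74, 0.06 and 0.67 in IR64 and −3.10, −0.23 and −0.96 in N22.

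**Figure D5:**
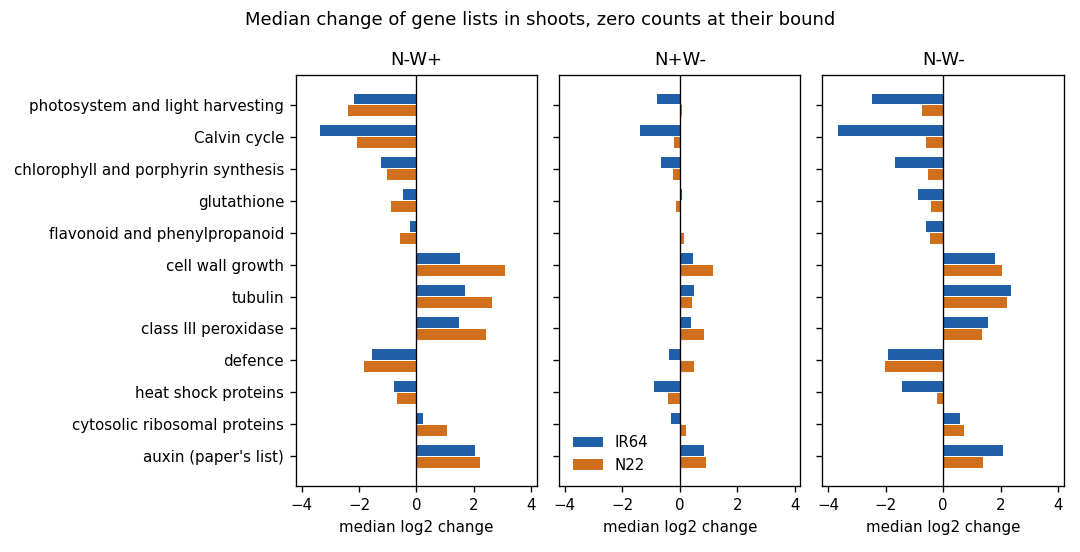
Median log2 ratio of each gene list in shoots, by genotype and stress.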

Photosynthesis was completely suppressed in IR64 shoots with the down regulation of 29, 3 and 31 genes under N-W+, N+W- and dual stress, while in N22 a large number of genes (Forster et al., 2007) were downregulated only under N-W+. Under N+W- stress, the chlorophyll a/b binding protein and photosystem II oxygen evolving complex PsbQ family protein encoded by *Os01g720500* and *Os02g0578400* were found to be upregulated while a photosystem II protein D1 was downregulated in N22 shoots. 

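Lhcb1.1, the chlorophyll a/b binding gene Os01g0720500, was higher in N22 shoots under low water, where its control level was far below that of IR64, and somewhat lower in IR64 shoots. The PsbQ-family gene Os02g0578400 was higher in N22 shoots and near its control in IR64. In roots under low nitrogen Lhcb1.1 fell in both genotypes.
Under N+W- Lhcb1.1 (chromosome 1 from 30030998 to 30032054) was at log2 3.83 (interval 3.78 to 3.89) in N22 shoots, from 2442 reads to 32871, and at −1.12 in IR64 shoots, where the control held 95549 reads. Os02g0578400 went from 27 reads to 149 in N22, 2.53 (interval 1.95 to 3.20), and was at −0.21 in IR64. Hardly any read of Os02g0578400 maps to this gene alone, and with unique exon reads its N22 value is 0.00. In roots under N-W+ Lhcb1.1 fell with −3.11 (standard error 0.32, adjusted p = 0.00648, joint edgeR test).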

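Under the dual stress in N22 shoots the PsbQ-family gene Os02g0578400 and the ferredoxin gene Os04g0412200 were both higher. In IR64 shoots both were somewhat lower. Ferredoxin passes electrons on from photosystem I.
Under N-W- Os02g0578400 was over the fold threshold in N22 (log2 interval 1.63 to 2.86) and below its control level in IR64 (interval −1.31 to −0.69). Os04g0412200 went from 1 read to 37 in N22, a ratio of 4.08 (interval 2.04 to 9.95), and was at −1.38 (interval −2.30 to −0.57) in IR64. With 1 read in the N22 control the size of the ferredoxin ratio is loosely bound. The PsbQ-family value rests on reads shared between genes, and with unique exon reads it is at 1.25, under the threshold.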

Under dual stress in N22, 2 genes each, namely, *Os02g0578400* and *Os04g0412200* (Ferredoxin I) were up and downregulated respectively (Fig. 11 and supplementary Fig. 3).

Glutathione metabolism in root and shoot tissues of both the genotypes showed substantial differential regulation especially under N-W+ and dual stress (Fig. 11 and supplementary Fig. 4). 

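Several glutathione S-transferase genes, whose products couple glutathione to foreign and oxidised compounds, fell in low nitrogen roots of both genotypes. OsGSTU4, OsGSTU5 and OsGSTU41 of the tau class fell under N-W+ and again under the dual stress, and OsGSTU13 under N-W+. Under low water alone none of the group passed the test, and as a group it was slightly lower, a list call lost with an estimated correlation between genes.
OsGSTU4 (Os10g0528300) fell in roots with log2 −3.37 (standard error 0.43, adjusted p = 0.012) under N-W+ and −3.88 (adjusted p = 0.0122) under N-W- in the joint edgeR test. OsGSTU5 (Os09g0367700) fell with −3.33 (adjusted p = 0.0381) and −4.47 (adjusted p = 0.0256), OsGSTU41 (Os01g0950000) with −2.56 (adjusted p = 0.00801) and −4.15 (adjusted p = 0.00328), and OsGSTU13 (Os10g0530500) under N-W+ with −4.22 (adjusted p = 0.0228).
Of the 78 genes of the glutathione list, 11 were over the fold threshold downwards in IR64 roots and 16 in N22 roots under N-W+. Under N-W- they were 12 and 20. In the joint test of 66 measured genes 0 rose and 10 fell under N-W+ (2 and 23 adjusted over the list alone) and none passed under N+W-. Under N-W- 0 rose and 11 fell (0 and 28). The median ratios were −0.92, −0.39 and −0.96. Camera gave adjusted p = 2.49e-10, 5.93e-05 and 4.07e-15 in that order, and adjusted p = 0.236, 0.54 and 0.143 with an estimated correlation. The list was formed from gene symbols.

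**Figure D6:**
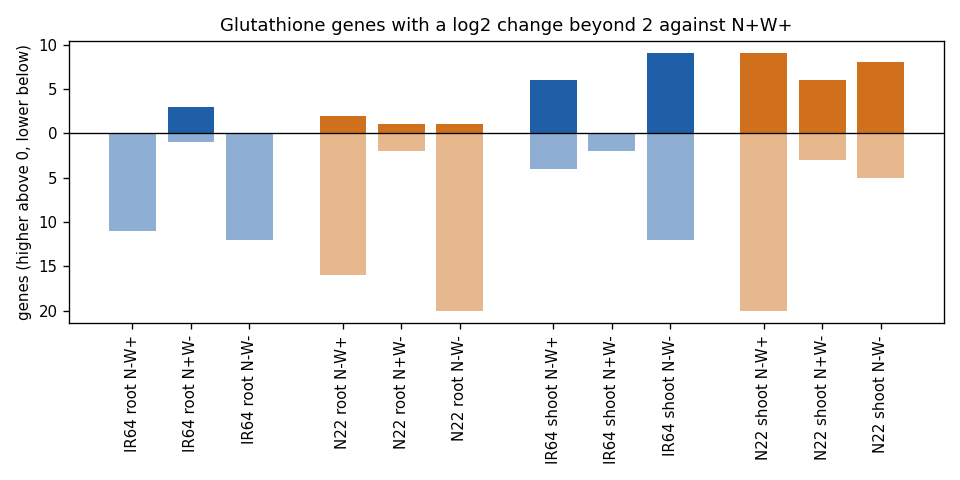
Glutathione genes over the fold threshold, up and down, in each genotype, tissue and stress.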

While root tissues of IR64 and N22 showed downregulation of 10 and 15 genes involved in glutathione metabolism under N-W+ stress, only 1 and 13 genes were found to be downregulated under dual stress. In the shoot tissues of IR64, only a fewer number of genes (4 up and 2 down) showed differential expression while in N22 as many as 19 genes showed differential expression (6 up and 13 down) under N-W+ stress. 

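In shoots under low nitrogen OsGSTU17 and OsGSTU23 fell in both genotypes, while OsGSTF14 and OsGSTU34 rose from almost no reads. N22 had more genes of the group over the fold threshold downwards than IR64. The deficit of OsGSTU23 was past the fold threshold in N22 and not in IR64.
Under N-W+ OsGSTU17 (Os09g0467200) fell with log2 −2.72 (standard error 0.58, adjusted p = 0.0305) and OsGSTU23 (Os10g0530400) with −2.22 (adjusted p = 0.0465) in the joint edgeR test of shoots. OsGSTF14 (Os03g0134900) rose by 6.89 (adjusted p = 0.0142) and OsGSTU34 (Os10g0395400) by 8.86 (adjusted p = 0.0142), at least 5.07-fold in IR64 and at least 32.7-fold in N22.
Of the 78 glutathione genes 6 were over the threshold upwards and 4 downwards in IR64, and 9 and 20 in N22. Of 56 measured and jointly tested, 4 rose and 8 fell (5 and 13 adjusted over the list alone). The median was −0.63 and the mean −0.01, with camera adjusted p = 0.0293 downwards (adjusted p = 0.405 with an estimated correlation). With library totals the fall of OsGSTU23 does not pass.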

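Under the dual stress OsGSTU17 fell again in the shoots of both genotypes, and OsGSTF14 and OsGSTU34 rose again. IR64 shoots had more genes of the group over the fold threshold downwards than upwards, and N22 shoots the reverse. Under low water only a handful of genes were over the threshold.
Under N-W- OsGSTU17 fell with log2 −2.67 (standard error 0.58, adjusted p = 0.0423), OsGSTF14 rose by 5.99 (adjusted p = 0.0195) and OsGSTU34 by 8.31 (adjusted p = 0.018) in the joint edgeR test of shoots.
Of the 78 glutathione genes 9 were over the threshold upwards and 12 downwards in IR64, and 8 and 5 in N22. The medians of the 56 measured genes were −0.95 and −0.40 (−0.89 and −0.41 with genes without reads in one library at their bound). Jointly tested, 3 rose and 3 fell (5 and 11 adjusted over the list alone). The median was −0.59 and the mean 0.10, so the camera call downwards (adjusted p = 0.0164, adjusted p = 0.466 with an estimated correlation) has the sign of the median and not of the mean. Under N+W- 0 and 2 were over the threshold up and down in IR64, 6 and 3 in N22, and none passed the joint test (2 and 0 adjusted over the list alone).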

The scenario was quite distinct in case of dual stress with 14 genes in IR64 (4 up and 10 down) and 10 in N22 (6 up and 4 down) differentially expressed. We also noticed that the entire glutathione metabolism genes were physically located in a cluster on chromosomes 1 and 10 allowing common means for regulation (Supplementary Table 6).

Overall, in IR64 shoots, carbon fixation by photosynthesis was severely compromised and hence the feeding of pyruvate from glycolysis to cellular respiration was low under both N-W+ and dual stress conditions (Fig. 11 and supplementary Fig. 1). Still, pyruvate metabolism was partially upregulated, as seen from the higher activity of pyruvate kinase, in IR64 under both N-W+ and dual stress conditions (Figs. 7, 11 and supplementary Fig. 5), thereby creating a reasonable pool of acetyl CoA for further oxidative decarboxylation and subsequent ATP generation. However, under N+W- stress, the pyruvate metabolism was also comparatively more compromised with more accumulation of acetate and acetaldehyde rather than acetyl CoA. N22 showed poor response under N-W+ stress but a better response under N+W- stress as compared to IR64; the response under dual stress was completely different, with minimal impact on C fixation and comparatively higher pool of acetyl CoA. Specifically, genes (*Os01g0660300* and *Os03g0672300*) encoding pyruvate kinase were upregulated in N22 shoots under all the stress conditions, but downregulated (*Os11g0216000*) in IR64 shoots under N-W+ and dual stress (Fig. 11). 

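The pyruvate kinase genes Os01g0660300 and Os03g0672300, which close glycolysis, were higher in N22 shoots under low nitrogen. Os01g0660300 under the dual stress stayed over the fold threshold in N22, and under low water Os03g0672300 did. Os11g0216000 was lower in IR64 shoots under low nitrogen and low water, and less so under the dual stress. In N22 shoots it was also somewhat lower.
Os01g0660300 was at log2 2.95 (interval 1.94 to 4.25), −0.47 and 2.45 (interval 1.51 to 3.69) in N22 shoots under N-W+, N+W- and the dual stress, and at 0.24, −0.91 and 0.95 in IR64 shoots. Os03g0672300 was at 2.71 (interval 1.34 to 4.61), 2.24 (interval 0.93 to 4.09, and 1.99 with a prior count of 2) and 1.79 in N22, and 1.59, 0.53 and 1.79 in IR64. Os11g0216000 was at −3.04 (interval −5.56 to −1.52, and −1.92 with gene reads), −2.32 and −1.76 in IR64, from 30 reads to 3, 8 and 12, and at −0.80 and −1.21 in N22 under N+W- and N-W-.
None of the 3 passed the joint edgeR test under any stress (lowest adjusted p = 0.0718, for Os03g0672300 under N-W+).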

Under N-W+ stress, in addition to glycolysis, pentose phosphate pathway was also compromised in both IR64 and N22 shoots but under dual stress, only IR64 showed downregulation and not N22.

### Validation of a Few Selected DEGs by qPCR Assay

Primers for expression profiling of 10 DEGs were designed (Supplementary Table 7) to support the DEGs identified from the transcriptome data in the present study. Most of the genes selected for validation were involved in N transport and metabolism. The expression profiles of all the 10 selected genes obtained from qPCR assay matched with the pattern of differential expression observed in the transcriptome (Fig. 12 and supplementary Table 1). However, the fold change observed in the qPCR assay was higher than those obtained in the transcriptome for the nitrogen transporter genes. More importantly, the superiority of IR64 to chronic N-W+ stress through the transcriptional regulation of negative regulators of N transport (OsBT, NGT1 and OsACTPK1), high affinity nitrate transporters along with their accessory proteins, ammonium transporters (e.g., NRT1.2, NAR2.1, NAR2,.2 and AMT1_1) and N assimilation (AAT-glyoxylate) was well supported by the qPCR assay (Fig. 12 and supplementary Table 7).

**Fig. 12:**
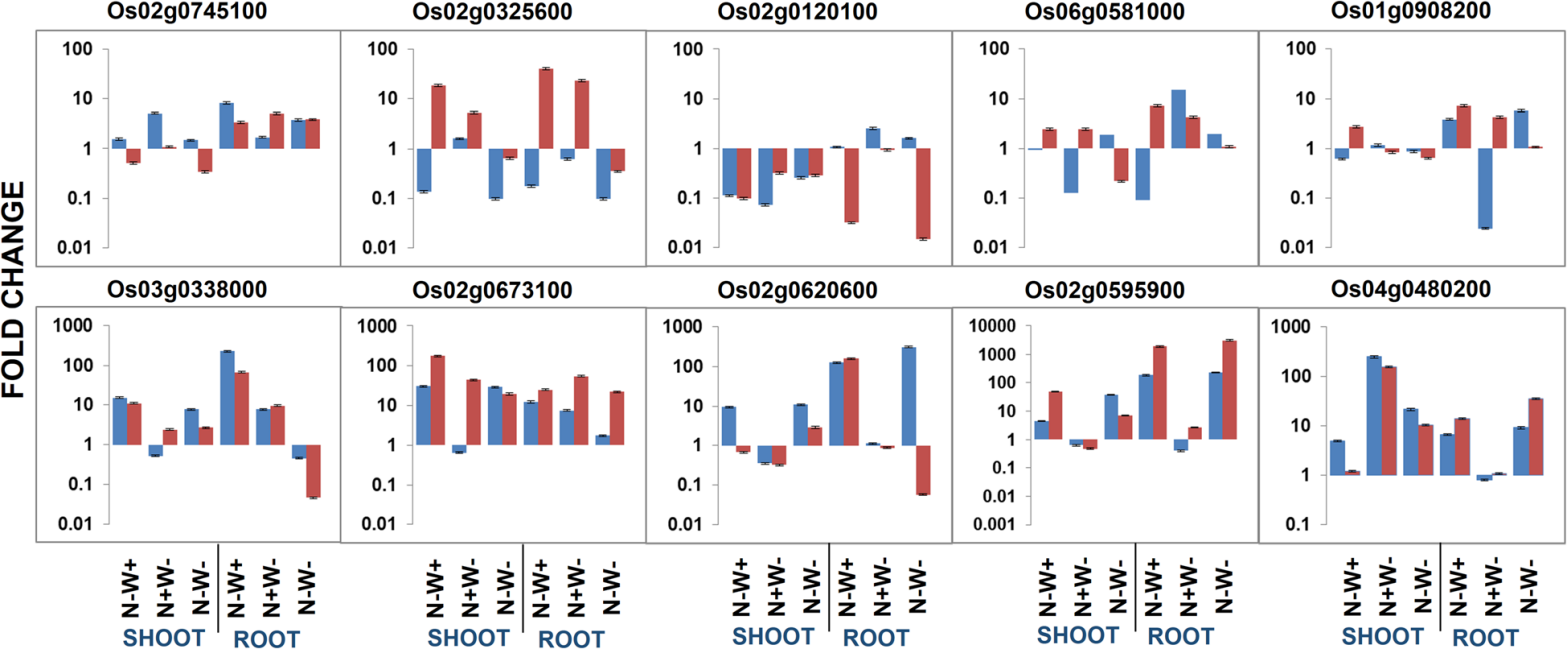
Validation of the selected differentially expressed genes using qPCR assay under N-W+, N + W- and dual stress (N-W-) conditions in IR64 and N22 rice genotypes

### Identification of Low N Stress Specific QTLs

The yield data of the parents under N+ and N- field plots clearly demonstrated the contrasting nature of the parents for nitrogen use efficiency (Supplementary Fig. 6). Straw N levels were equal in the parental genotypes grown in both optimal and low N-plots (IR 64: 1.35 and 1.32% and N2: 1.085 and 1.09%) while grain N levels decreased in both the genotypes grown in low N- plots ((IR 64: 1.68 to 1.34%, N22: 1.40 to 1.02% for N+ to N- conditions). The mapping population of 253 individuals showed transgressive segregation for both the traits with a range of 0.77–3.47% and 0.67–1.62% for straw N and 0.4–2% and 0.04 to 1.9% for grain N under low and optimal N-plots respectively. Other than straw STI, all the traits showed a normal distribution (Supplementary Fig. 7). The coefficient of variation was nearly double for grain N (23.66% and 29.06% under N+ and N-) as compared to straw N (15.84% and 11.53% under N+ and N-). Thus, there was enough variation in the parents and the mapping population to attempt QTL mapping.

Though the mapping population was previously reported to be segregating for 1512 SNP markers, only 824 markers were utilized for construction of genetic linkage map and subsequent identification of heat tolerance QTLs by Shanmugavadivel et al. (2017). To improve the resolution of the map further, we relaxed the standards of goodness of fit for segregation distortion to *p* < 0.015 in the present study. Test for marker quality revealed that only one marker (SNP850) was the outlier, and hence it was removed from the analysis (supplementary Fig. 8). The genetic map consisted of 1262 markers with a map length of 1600 cM and 12 linkage groups.

For identification of QTLs, besides straw and grain N, when there is no external N supply (NN) and in the presence of external N (NP), STI and SSI of both these traits were also calculated. A total of 12 QTLs, one each for straw NN and seed STI, two for seed NP, three for seed NN and five for seed STI were identified on chromosomes 1, 5, 6 and 10 with LOD score greater than 3 (Table 2). Three of these 12 QTLs co-localized on chromosome 6 with their peak marker at 10.34–10.78 Mb for the traits seed NN and seed STI. Similarly, three more QTLs on chromosome 1 co-localized with their peak marker at 3.42–3.43 Mb for the traits seed NP, seed NN and seed STI. These QTLs explained phenotypic variation in the range of 4.9% to 22.3%. The QTL on chromosome 6 was the most robust with LOD score as high as 11 and R^2^ values as high as 0.177 to 0.223 for seed NN and seed STI. The favorable allele for this QTL was from IR64. In fact, all the favorable alleles were from IR64 for all the QTLs except for the one on chromosome 1 which governed seed NP, seed NN and seed STI.

**Table 2:** Details of the QTLs identified for straw and seed N content and their stress tolerance and susceptibility indices (STI and SSI) under no external N supply (NN) and optimal N (NP) supply in a recombinant inbred mapping population derived from IR64 and N22

Trait	Chromosome	Position (cM)	Physical Interval (Mb)		Size of the QTL region (Kb)	LOD	Additive effect	Phenotype variance explained (%)	Favourable QTL allele from
Straw_NN	10	86.21	16.94	17.71	769.74	3.72	0.05	6.7	IR64
Seed_NP	1	67.51	4.51	4.58	70.79	3.50	0.07	5.8	IR64
	1	342.51	37.37	37.88	513.10	4.07	−0.09	7.1	N22
Seed_NN	1	343.61	37.88	39.60	1719.29	3.43	−0.07	5.6	N22
	6	113.11	10.18	10.34	158.56	11.07	0.12	22.3	IR64
	6	118.71	10.96	11.02	66.35	8.61	0.11	17.7	IR64
Seed_SSI	6	167.51	19.66	20.38	715.09	4.20	−0.17	8.5	IR64
Seed_STI	1	51.11	3.46	3.50	41.10	3.05	0.08	4.9	IR64
	1	343.51	37.37	37.88	513.10	4.31	−0.11	7.1	N22
	6	113.11	10.18	10.34	158.56	10.30	0.17	20.6	IR64
	6	126.71	11.27	11.48	212.79	5.91	0.13	11.3	IR64
	4	295.71	34.36	34.41	52.97	4.54	0.14	7.7	IR64

### Co-Localization of the Major QTL with the Transcriptome Data of the Parental Genotypes under Optimal and Low N

We analyzed the two hot spot regions on chromosome 6 and chromosome 1 between the flanking SNP markers, and spanning a length of 439 Kbp and 10 Kbp respectively for the DEGs identified in the present study. 

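Of the 5 genes named for the chromosome 6 region, the serine threonine kinase gene Os06g0291500 fell in roots of both genotypes under N-W+ and the dual stress. The short gene Os06g0286400, annotated as nitrate-induced, fell in low nitrogen shoots. The hypothetical gene Os06g0290701 was higher in shoots of both genotypes under low water and fell in roots under N-W+.
Os06g0286400 (chromosome 6 from 10374591 to 10374893) fell in shoots under N-W+ with log2 −2.30 (standard error 0.55, adjusted p = 0.0395) in the joint edgeR test. Os06g0290701 (chromosome 6 from 10649500 to 10650009) was at 2.79 (interval 2.53 to 3.07) in IR64 shoots and 2.48 (interval 2.19 to 2.79) in N22 shoots under N+W-, where the joint test did not pass (2.63, adjusted p = 0.27), and it fell in roots under N-W+ with −1.70 (adjusted p = 0.0266).
Hardly any read of Os06g0286400 maps to it alone, and with unique exon reads its ratio is 0.00 in both genotypes. With library totals neither it nor the root fall of Os06g0290701 passes. These genes were picked by the study for a change in these same libraries, so their calls are not independent evidence for the region.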

The QTL hotspot on chromosome 6 comprised of 61 genes of which five were DEGs in the transcriptome analysis including a UDP-glucuronosyl/UDP-glucosyl transferase family protein (*Os06g289200*)*,* serine threonine kinase (*Os06g291500*)/ anthocyanidin 3-O-glucosyltransferase (*Os06g289900*)/ nitrate induced proteins (*Os06g286400*) and a hypothetical protein (*Os06g290701*). *Os06g289200* was downregulated only in N22 under N-W+ stress. 

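UGT_6, the glucosyltransferase gene Os06g0289200, was lower in N22 shoots under low nitrogen and close to its control level in IR64 shoots. In roots it was a little lower in N22 under the dual stress.
UGT_6 (chromosome 6 from 10553309 to 10555041) went from 60 reads to 5 in N22 shoots under N-W+, log2 −2.55 (interval −4.28 to −1.31), and was at −0.29 (interval −0.79 to 0.19) in IR64. The intervals do not overlap, but they hold counting error alone, and the joint edgeR estimate of −1.11 had an adjusted p = 0.213. Under N+W- it was at 0.95 and 0.83 in IR64 and N22 shoots.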

Notably, the DEG involved in flavonoid metabolism (*Os06g289900*) was upregulated only in N22 under all the three stress conditions, more so under N+W- stress, reconfirming the robust antioxidant specific metabolism in N22. 

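UGT_7, annotated as an anthocyanidin glucosyltransferase that decorates flavonoids, was higher in N22 shoots under every stress, most under low water. Its control level in N22 was a small fraction of that in IR64. In IR64 shoots it was higher under low water, short of the fold threshold, and near its control level otherwise.
UGT_7 (Os06g0289900, chromosome 6 from 10588158 to 10589935) was at log2 2.27 (interval 2.07 to 2.48), 3.65 (interval 3.48 to 3.84) and 2.77 (interval 2.60 to 2.96) in N22 shoots under N-W+, N+W- and the dual stress, from 278 reads in the control. In IR64 shoots, with 8206 reads in the control, it was at 0.32, 1.52 and −0.16. The joint edgeR test passed under no stress (lowest adjusted p = 0.33). The higher ratio of N22 starts from its lower control, and under N+W- IR64 still had 33187 reads against 3300.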

More importantly, serine threonine kinase (*Os06g291500*) was specific to N-stress as it was downregulated only under N-W+ and N-W- stresses but not under N+W- stress in both the genotypes. 

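In roots the serine threonine kinase gene Os06g0291500 fell under N-W+ and under the dual stress and kept its control level under low water, in both genotypes. In shoots it was lower in IR64 under N-W+ and the dual stress, short of the fold threshold. In N22 shoots it was close to its control level.
In roots Os06g0291500 (chromosome 6 from 10685619 to 10688696) fell with log2 −3.24 (standard error 0.46, adjusted p = 0.0156) under N-W+ and also under N-W- (adjusted p = 0.0248) in the joint edgeR test, and was at −0.11 (adjusted p = 0.978) under N+W-. In shoots it was at −1.32 and −1.40 in IR64 under N-W+ and N-W-, and −0.73 and −0.04 in N22.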

For all annotations, the latest MSU Rice IDs corresponding to the transcript IDs of the rap-db were used. Only for *Os06g290701*, no corresponding MSU ID was available. Blast analysis of the transcript sequence with the MSU pseudomolecule annotated it as a transposon (*LOC_Os06g18780*). In addition, there was a zinc finger Dof-type family protein in the vicinity which was downregulated in N22 under N-W+ stress but under both N-W+ and dual stress in IR64 (Fig. 13 and supplementary Table 1). 

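OsDof20, the Dof-type zinc finger gene Os06g0284500 near the region, was lower in N22 shoots under low nitrogen. In IR64 shoots it kept its control level under low nitrogen and under the dual stress. In N22 shoots under the dual stress it was only slightly lower.
OsDof20 (chromosome 6 from 10101308 to 10102349) went from 373 reads to 45 in N22 shoots under N-W+, log2 −2.07 (interval −2.56 to −1.63), and was at −0.86 under N-W-. In IR64 shoots it was at −0.13 (interval −0.33 to 0.06) and −0.34 (interval −0.53 to −0.16). The N22 value is −1.55 with library totals and −1.97 with DESeq2 size factors, under the threshold.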

The QTL on chromosome 1 harbored only two genes out of which *Os01g166800* encoding ETG1 (E2F TARGET GENE 1) protein showed differential expression only in IR64 shoots under N-W+ and dual stress.

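The gene Os01g0166800, named as a target of the cell cycle regulator E2F, was higher in IR64 shoots under N-W+ and the dual stress, and below the fold threshold under low water. In N22 shoots it was at its control level under low nitrogen and lower under low water and the dual stress. In roots it was past the threshold nowhere.
Os01g0166800 (chromosome 1 from 3425794 to 3429573) went from 17 reads to 115 and 117 in IR64 shoots, log2 2.85 (interval 2.14 to 3.71) under N-W+ and 2.26 (interval 1.55 to 3.12) under N-W-, and was at 1.58 under N+W-. In N22 shoots it was at 0.45, −1.23 and −1.64 under N-W+, N+W- and the dual stress. It passed the joint edgeR test under no stress (lowest adjusted p = 0.341).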

**Fig. 13:**
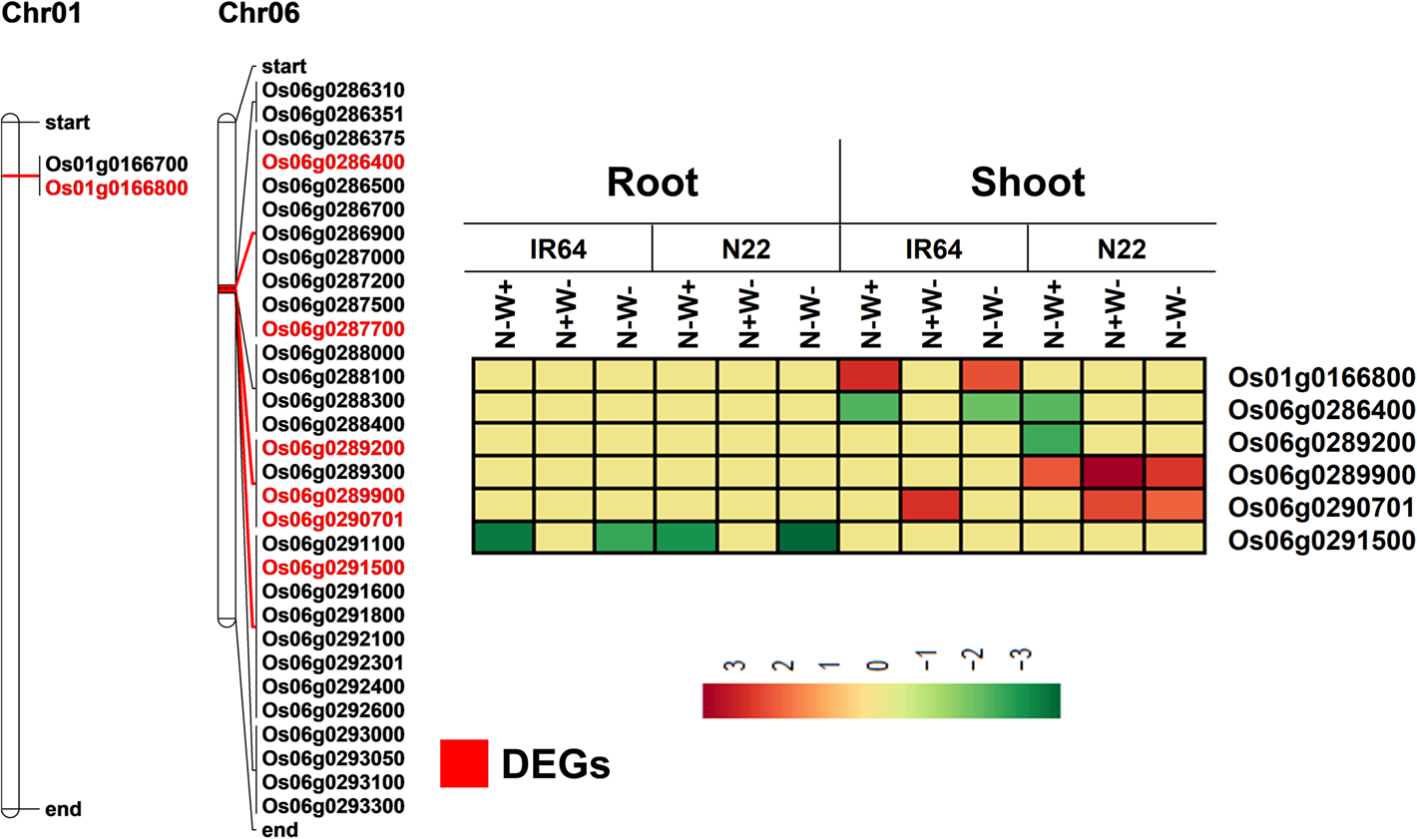
Comparison of expression profiles of the differentially expressed genes present in the two major QTL regions identified for straw and seed N content on chromosomes 1 and 6

### SNPs and Amino Acid Substitutions between IR64 and N22 in the Five Candidate Genes

We compared the CDS of the IR64 and N22 sequences for the five candidate genes using N22 sequences available in the database EMSgardeN22 (Sevanthi et al. 2018), the recent long read data generated to 66.8x coverage in the laboratory (unpublished) and the re-sequencing data of IR64 available in-house and at Rice-SNP seek database of IRRI (https://snp-seek.irri.org/). Of the 63 genes in the QTL hotspot regions, 56 had SNPs. The total number of SNPs across the 56 genes was 738 including the gene *LOC_Os06g291500* which encodes for serine threonine kinase and has two predicted isoforms. There were 6 and 3 non-synonymous (NS) amino acid substitutions in the two isoforms between IR64 and N22. Interestingly this gene (*Os06g0291500*) showed differential expression only in root tissues and under N-W+ and dual stress. The number of SNPs was the highest in *Os06g0289200* (28 SNPs) encoding for UDP-glucuronosyl/UDP-glucosyltransferase family protein) one of the five DEGs in the hotspot region, of which 11 resulted in NS amino acid substitutions (supplementary Table 8). One of the five candidate genes (*Os06g0286400*) encoding for a nitrate-induced NOI protein, had a single NS substitution. Further, another DEG, *LOC_Os06g18670* (*Os06g0289200*) encoding for anthocyanidin 3-O-glucosyltransferase, had 10 SNPs of which 3 resulted in NS substitutions. The large number of SNPs in other genes in the hotspot region mainly pertained to retroposon/transposon (like) elements which accounted for nearly one third of the genes i.e., 18 of the 56 (Supplementary Table 8). We also tried to look at the differences in the protein structure arising due to the 11 amino acid substitutions in case of *Os06g0289200* using I-TASSER which revealed similar tertiary structure of the protein between the two genotypes (supplementary Fig. 9). However, further simulations followed by stability analysis of the simulated structures are needed to arrive at a conclusion.

## Discussion

The enhanced root and limited shoot growth in rice under suboptimal water or nitrogen supply is well documented; this response is also known to be genotype specific with upland drought tolerant rice cultivars having deeper and more prolific rooting systems than lowland cultivars (Davidson, 1969; Steponkus et al., 1980, Dingkuhn and Kropff, 1996; Fageria and Moreira, 2011). Further, the extreme N-deficiency reduces branching and root hairs in cereals and legumes but increases the diameter of the lateral and first- and second-order nodal roots (Anderson et al. 1991). It is well known that the relative dry weight of rice roots decreased when N was omitted from a complete fertilizer (Baligar et al. 1998). Mild N-deprivation allows shoots to translocate photosynthates to root to modulate its structure in order to forage N from external media and this happens through modulation of brassinosteroid biosynthesis in Arabidopsis (Jia et al., 2020). However, if the stress is chronic/severe, growth of the root is restricted. Since chronic N stress was imposed in our study, we did observe a drastic reduction in the root dry weight, fresh weight and total root size (Figs. 2b, c and Figs. 5a) but not in root length (Figs. 2a and Figs. 5b) in both N-W+ and N-W- treatments. The increase in root length observed was also specific to IR64 under N-W+ stress. NUE efficient genotypes are known to improve the root system architecture in rice through a positive effect QTL, RDWN6XB (Anis et al., 2019). Further, through NRT1.1 transporter, the LRS is known to be curtailed under low soil nitrate levels in Arabidopsis (Tsay et al., 1993). Interestingly, such a modulation in RSA was not observed in the case in N+W- stress condition as it did not involve N- stress. Notably, the FOLRN and SOLRN values showed a clear genotype specific response with more reduction in N22 for FOLRN under single stresses (N-W+ and N+W-) but a drastic increase under dual stress (N-W-) conditions.

Since the RWC content did not vary substantially under N+W- condition, we repeated the entire experiment to measure the RWC content and the results are presented in Supplementary Table 9. We saw a clear pattern of RWC not significantly coming down under N+W- stress in this experiment too. Our results suggested that the effect of water stress was comparatively more pronounced in case of IR64 under N+W- conditions (RWC of 95.27% under N+W+ reduced to 86.36% under N+W-) compared to a minor change in N22 (89.37 to 84.67%). More interestingly, under the dual stress (N-W-), the RWC was similar to that of the N-W+ conditions, suggesting that lack of N somewhere compensated for lack of water too. In cotton, it was reported that stomatal behaviour might impart a stress avoidance type of drought resistance to N-deficient plants (Radin and Parker, 1979). This is despite the fact that water flux is important for nutrient flow in plants. Depending on the species, form of N supplied and dose of N, the N-water relations is reported to vary (Plett et al., 2020). This paper also describes the interactions of nitrate transporters and aquaporins with implications on root hydraulic conductivity. Further, K+ is also reported to have an impact on aquaporin expression. More the K+, lesser is the aquaporin-mediated N flow but with better WUE (Plett et al., 2020). In our data we can see down regulation of K transporters (mainly high affinity type) in shoot tissues of both the genotypes except for K transporter in the QTL region on chromosome 6 in N22 (Supplementary Table 6) as well as the K channel genes and K proton antiporter genes which were upregulated. 

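OsHAK17 and OsHAK16, potassium transporters of the high affinity HAK family, fell in low nitrogen shoots of both genotypes, and OsHAK17 fell under the dual stress. OsHAK24, the transporter gene of the chromosome 6 region, was higher in N22 shoots under low water. In roots the channel gene OsAKT2 fell under N-W+.
OsHAK17 (Os09g0448200) fell in shoots with log2 −3.16 (standard error 0.37, adjusted p = 0.011) under N-W+ and −3.47 (adjusted p = 0.00969) under N-W-, and OsHAK16 (Os03g0575200) with −2.55 (adjusted p = 0.036) under N-W+ in the joint edgeR test. OsAKT2 (Os05g0428700) fell in roots under N-W+ with −5.31 (adjusted p = 0.0384), from 52 reads to 2 in IR64 and from 5 to 0 in N22.
Of 28 genes of potassium transport by symbol, OsHAK17 and OsHAK16 fell in shoots under N-W+ (0 risen and 2 fallen adjusted over the list alone), none passed under N+W- (0 and 0) and OsHAK17 fell under N-W- (0 and 1). Camera gave adjusted p = 0.0402 under N-W+ (adjusted p = 0.405 with an estimated correlation) and did not pass under N+W- (0.804) or N-W- (0.0798). The medians were −0.68, −0.07 and −0.38. In roots OsAKT2 alone passed, under N-W+ (1 and 3 of 27 adjusted over the list alone), and the camera test passed nowhere (lowest adjusted p = 0.379).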

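Of the 3 aquaporin genes named here, LSI1, a silicon channel of the NIP class, and OsPIP2_7 fell in low nitrogen shoots of both genotypes. Both were lower under the dual stress by less. OsPIP2_2 had almost no reads in shoots, and in roots it was lower in N22 under N-W+ and less so under the dual stress. Other aquaporins fell as far under the dual stress as under low nitrogen, among them OsPIP2_1 in shoots and OsPIP2_4 in roots. OsNIP1_3 rose in shoots under both.
In shoots LSI1 (Os02g0745100) fell with log2 −1.91 (standard error 0.49, adjusted p = 0.0457) under N-W+ and was at −1.66 (adjusted p = 0.0782) under N-W-, and OsPIP2_7 (Os07g0448400) fell with −4.98 (adjusted p = 0.0421) and was at −3.06 (adjusted p = 0.0963). In N22 roots OsPIP2_2 (Os03g0861300) was at −4.99 (interval −7.53 to −3.63) and −2.09 (interval −2.91 to −1.39, and −1.99 with library totals), and in IR64 roots at 0.99 and −0.24. OsPIP2_1 (Os02g0629200) fell in shoots with −4.42 (adjusted p = 0.0117) and −4.12 (adjusted p = 0.0135), and OsPIP2_4 (Os04g0521100) in roots with −3.16 (adjusted p = 0.00766) and −4.16 (adjusted p = 0.00563). OsNIP1_3 (Os02g0232900) rose in shoots by 4.38 (adjusted p = 0.0112) and 4.05 (adjusted p = 0.0117).
Of 28 aquaporins in roots 0 rose and 7 fell under N-W+ (1 and 12 adjusted over the list alone), none passed under N+W- (0 and 0), and 0 rose and 5 fell under N-W- (1 and 12), with medians of −1.12, 0.05 and −1.37 and camera adjusted p = 4.8e-07, 0.999 and 2.44e-05 (adjusted p = 0.199, 0.999 and 0.143 with an estimated correlation). Of 21 in shoots 2 rose and 4 fell (2 and 7), none passed (1 and 0), and 3 rose and 2 fell (3 and 6), and camera did not pass (adjusted p = 0.0591, 0.583 and 0.0894). With library totals LSI1 and OsPIP2_7 no longer pass in shoots.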

In aquaporins also, we can see a lesser degree of downregulation in N-W- stress compared to N-W+ stress in both the genotypes (*Os02g0745100*, *Os03g0861300* and *Os07g0448400*).

Not only N- stress, but also water stress affects the transcriptional abundance of genes involved in N metabolism (Foyer et al. 1998; Singh and Ghosh, 2013). Reduced NR/NiR/GS/GOGAT activity is a sign of W- stress as reported in many crops including PEG treated *Malus prunifolia* which showed significantly lower NR activity though the NiR activity was not affected (Huang et al. 2011; Sánchez-Rodríguez et al., 2011). In rice, short-term (2–5 days) drought stress increased NiR but not NR activity (Pandey et al. 2010). All these results demonstrate that drought stress has a major influence on nitrate reduction and N assimilation which is supposed to be the main reason for the reduction of crop yield under drought stress (Wang et al. 2016). We observed that N-stress severely reduced NR activity in both the genotypes than that of water stress. More pronounced activity was observed in N22 than IR64 indicating efficient metabolism of N22 under water stress. NiR was found to have higher specific activity under N-stress and considerably so in IR64 than N22, potentially indicating more efficient N-assimilation in IR64.

Assimilation of inorganic ammonia to organic amino acid requires carbon skeleton from the TCA cycle, which is 2-oxoglutarate (2-OG). Therefore, N metabolism works in coordination with carbon (C) metabolism and hence, NUE is directly linked with both nitrogen as well as carbon metabolism in any crop (Sinha et al. 2018). Hence a drought resilient genotype is supposed to manage its N uptake and assimilation better under drought stress, besides the activity of C cycle enzymes, which we did find in N22 (Fig. 6). Notably, GS was found to be more active in IR64 and N22 under N- and W- conditions respectively, than that of the optimum condition; since GS is the first enzyme for NH_4_^+^ assimilation, these genotypes have a better mechanism to nullify the toxic effects of ammonium immediately after its release from various metabolic pathways (Masclaux-Daubresse et al. 2010). The drastic reduction of GOGAT under N-stress condition in both the genotypes indicates that no further transamination in chloroplast is preferred by either of these genotypes; possibly, glutamine itself is used as a N-transport molecule, or it transfers its amido group to aspartate in the presence of cytosolic asparagine synthatase in cytosol (Lam et al. 2003). In fact, alanine aminotransferase (AlaAT or ALT), asparagine synthase (AS), aspartate aminotransferase (AspAT), have all been implicated in modulating NUE (Shrawat et al. 2008; McAllister et al. 2016). We observed downregulation of *Osh36* (*Os05g0475400* encoding AAT like protein) in N22, and *ALT-2* in both the genotypes but more predominantly in N22. However, *Os03g0171900* and *Os03g0338900* encoding for proteins similar to *ALT-2* were upregulated only in N22. 

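Os03g0171900, annotated as similar to alanine aminotransferase ALT-2, was higher in N22 shoots under N-W+ and the dual stress, and higher in IR64 shoots by less. Osh36 was lower in N22 roots under low nitrogen and close to its control level in IR64 roots. In shoots Osh36 was past the fold threshold in neither genotype. The second identifier of the sentence, Os03g0338900, was not found in the count tables.
Os03g0171900 (chromosome 3 from 3854304 to 3858338) was at log2 2.72 (interval 2.44 to 3.02) in N22 shoots under N-W+ and 2.58 (interval 2.33 to 2.86) under N-W-, against 0.89 and 0.47 in IR64, and the joint edgeR test did not pass (adjusted p = 0.0798 and 0.172). Osh36 (Os05g0475400) was at −2.16 (interval −2.43 to −1.91) in N22 roots under N-W+ and −0.07 in IR64 roots. The neighbouring Os03g0338000, an alanine glyoxylate aminotransferase, went from 7 reads to 48 in N22 shoots under N+W-, a ratio of 2.78 (interval 1.71 to 4.25).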

AspAT was also found to be downregulated in both the genotypes under dual stress. In case of IR64, down regulation of AspAT took place only under dual stress but not under N-stress.

Our observation based on N and C metabolic enzymes suggested better performance of IR64 and N22 under N- and W- conditions respectively (Fig. 6). We further looked at the DEGs to find whether they represent the differences in enzyme activities assayed in the study (supplementary Table 10). For five of the eight enzymes studies, namely, NR, NiR, PK, GS and GOGAT we could make two observations: i) the overall reduction in specific activity under N- stress and dual stress in both the genotypes were in correspondence with the downregulation of the respective DEGs; ii) the better performance of N22 under dual stress for PK and GS and IR64 for other enzymes was also supported by the DEGs. Further, we observed that not only N and C skeleton, but also high affinity N-transporter genes were influenced by W- stress with IR64 showing upregulation of *NRT2.1* (*Os02g0112100*) along with its accessory protein gene (NAR2.1) which is required for its activity as well as downregulation of NRT2.4 (*Os01g0547600*) in root tissues, possibly due to the lack of mass flow of nitrate to the root surface in the absence of water, and functional divergence of different nitrate transporters. Thus, IR64 clearly demonstrated better upregulation of overall N metabolism as well as N transporters under N- stress. 

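Genes of nitrogen uptake in the paper's table, among them NRT2.1, NRT2.2, NRT2.3, OsAMT1 and OsDUR3, were past the fold rule upwards in more cases in low nitrogen roots of IR64 than of N22. None of the uptake genes of the table was past it downwards in roots of either genotype under N-W+.
Of the 16 uptake genes 9 were past the fold rule upwards and 0 downwards in IR64 roots under N-W+, and 6 and 0 in N22 roots. Under N-W- they were 8 and 1 in IR64 and 5 and 2 in N22. In shoots 4 were past it upwards and 6 downwards in IR64 under N-W+, and 4 and 7 in N22. The table was drawn up from these libraries. From its enzyme assays and from the transporter and enzyme genes the paper concludes that IR64 raises its nitrogen metabolism and nitrogen transport more than N22 under low nitrogen. It also cites its qPCR of selected genes for the regulation in IR64. The assays and the qPCR were not examined here.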

We further observed that under N-(W+) stress, root fresh weight was higher in N22 while root dry weight was higher in IR64. This could be because of higher water status of a specific genotype. We hypothesize that though N22 is sensing the N- stress acutely it couldn’t do with much of its comparatively inefficient alleles of HATs. So, we suggest that N22 is trying to take up more water and forage N without any real growth and hence no subsequent addition to dry weight. However, the C-skeleton was better managed in N22 in N-, W- as well as dual stress, more so in the latter two stresses (Fig. 10; Sinha et al. 2018).

Both nitrogen and water use efficiency are very complex traits (Vikram et al. 2011; Wei et al. 2012; Feng et al. 2018; Sinha et al. 2018); yet, a large number of genes involved in N-metabolism with specific functions are known, e.g., high and low affinity N (nitrate/ammonium/urea) transporters, N-sensors, regulators of N uptake, N reduction and assimilation and also genes that promote efficient N use (such as *qNGR9* and *TOND1*), not only from the model plant *Arabidopsis* but also from rice, and consequently some of them have been exploited in breeding programs (Sun et al. 2014; Zhang et al., 2015). *Os12g0630100* encoding for thaumatin protein was found to be underlying the QTL, *TOND1*, by analyzing the fine mapped region of 279 kb using microarray expression data (Zhang et al. 2015). When we compared the DEGs present in the QTL region of *TOND1*, we found that there were five thaumatin or thaumatin like genes in that region, all of which showed differential expression under N- stress in IR64 shoots, three of them in IR64 root and two of them in N22 shoot (Supplementary Table 6). Some of them also showed differential expression in other stress (W- and dual) conditions in both the tissues. 

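Thaumatin-like genes of the TOND1 region fell in low nitrogen shoots of both genotypes, namely Os12g0629300, Os12g0629600 and Os12g0629700. These 3 also fell under the dual stress. TOND1 itself, reported as a gene of tolerance to nitrogen deficiency, was lost from N22 shoots under N-W+ and was lower in IR64 shoots. In roots TOND1 and Os12g0629700 fell under N-W+.
Os12g0629600 (chromosome 12 from 26932273 to 26933292) fell in shoots with log2 −7.21 (standard error 0.66, adjusted p = 0.00876) under N-W+ and −6.47 (adjusted p = 0.00899) under N-W- in the joint edgeR test, Os12g0629700 with −3.32 (adjusted p = 0.0143) and −2.03 (adjusted p = 0.0375), and Os12g0629300 with −5.26 (adjusted p = 0.0387) and −8.47 (adjusted p = 0.0266). TOND1 (Os12g0630100) had 739 reads in N22 control shoots and 0 under N-W+, at least 125-fold lower, and was at −2.09 (interval −3.36 to −1.08) in IR64 (−1.48 with library totals, −1.95 with a prior count of 2, −1.98 with unique exon reads), so the joint estimate of −5.16 did not pass (adjusted p = 0.117). In roots under N-W+ TOND1 fell with −4.76 (adjusted p = 0.0418) and Os12g0629700 with −4.18 (adjusted p = 0.0243). With library totals the root fall of TOND1, that of Os12g0629300 under N-W+ and that of Os12g0629700 under N-W- in shoots do not pass.
As a list of 5 genes from the paper's own supplementary table, chosen by the study from these data, 0 rose and 3 fell in shoots under N-W+ (1 and 4 adjusted over the list alone), none under N+W- (1 and 2) and 0 rose and 3 fell under N-W- (0 and 3). Camera gave adjusted p = 0.0293, 0.505 and 0.00404 (adjusted p = 0.405, 0.958 and 0.466 with an estimated correlation). In roots 2 of 4 fell under N-W+ (adjusted p = 0.00682) and none under N-W- (adjusted p = 0.0365), and with an estimated correlation these were adjusted p = 0.406 and 0.387.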

Further, only one of them, with an expected role in plant defense, was found to be upregulated in IR64 shoots while the remaining four were downregulated. 

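Os12g0630200 is the gene of the TOND1 region that went up. It was higher in IR64 shoots under every stress, most under low water. In N22 shoots it was past the fold threshold under none, and under the dual stress it was lower rather than higher.
Os12g0630200 (chromosome 12 from 26960487 to 26961383) was at log2 2.32 (interval 1.82 to 2.88), 3.46 (upper interval bound 3.99) and 2.23 (interval 1.74 to 2.77) in IR64 shoots under N-W+, N+W- and the dual stress, from 38 reads in the control. In N22 shoots it was at 1.79 (interval 0.71 to 3.04), 1.44 (interval 0.44 to 2.63) and −1.38 (interval −3.20 to 0.08), from 11 reads. None of these ratios came with a pass in the joint edgeR test (adjusted p = 0.147, 0.364 and 0.564). From the calls in this region the paper proposes that the TOND1 locus is a true one in which several genes of similar function govern the response to nitrogen deficit.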

Thaumatin proteins are mostly implicated in defense against bacterial and fungal pathogens or as allergens in plants (Datta et al., 1999, Wen et al. 2003; Kalpana et al. 2006; Liu et al. 2010). However, thaumatins have also been identified to be drought inducible and independent of ABA pathway in carrot (Jung et al. 2005). In this context, we suggest *TOND1* QTL to be a true one with not a single gene, but many genes showing similar function, governing the N-deficit response. We also found that both the genotypes tested in our study do not have favorable alleles in this region, in line with Zhang et al. (2015), wherein they reported that more than 70% of the rice cultivars did not have N-use efficient alleles for this locus, making it an attractive candidate for molecular breeding. On the other hand, we found upregulation of *DEP1* gene (*Os09g0441900*) underlying the QTL *qNGR9* in the shoots of both IR64 and N22 (Sun et al. 2014). 

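DEP1, which shapes the panicle and bears on nitrogen response, rose in the shoots of both genotypes under N-W+ and under the dual stress. Under low water it was higher in both genotypes, past the fold threshold in N22. In roots it had few reads and kept its control level.
DEP1 (Os09g0441900, chromosome 9 from 16411151 to 16415851) rose in shoots by log2 3.30 (standard error 0.57, adjusted p = 0.0199) under N-W+ and 3.13 (standard error 0.56, adjusted p = 0.0261) under N-W- in the joint edgeR test. Under N+W- it was at 1.94 in IR64 and 2.75 in N22 (adjusted p = 0.292).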

Recently, *Os06g0270200* encoding for a potassium transporter-24 was found as the potential candidate gene for a major QTL (higher root dry weight under low N), i.e., qRDWN6^XB^, on chromosome 6 under N-deficiency in rice (Anis et al. 2019). We found upregulation of this gene in N22 shoots under drought stress but not under N- or dual stress. 

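OsHAK24, the potassium transporter 24 gene, was higher in N22 shoots under low water. Its level was higher under the dual stress and under low nitrogen as well, short of the fold threshold. In IR64 shoots and in roots it was past the threshold nowhere.
OsHAK24 (Os06g0270200, chromosome 6 from 9033633 to 9037674) went from 6 reads to 30 in N22 shoots under N+W-, log2 2.32 (interval 1.12 to 3.96), to 32 under N-W- (1.73, interval 0.53 to 3.36) and to 9 under N-W+ (1.49). In IR64 shoots it was at 0.92 under N+W-. The intervals under N+W- and N-W- overlap across the threshold, so the gene is not shown to be raised by low water and not by the dual stress. It did not pass the joint edgeR test (adjusted p = 0.369 under N+W-).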

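Among the potassium genes that the paper tabulates, those past the fold rule downwards outnumber those upwards, and most are past it in shoots only. Most of them are past it under N-W+ and not under N+W-. OsHAK24 is the one past it under low water and not under low nitrogen.
All 15 tabulated genes are past the fold rule in at least one comparison, 4 upwards and 11 downwards. They are past it in shoots only for 11 genes, in roots only for 3 and in both for 1. For 11 genes the rule is passed under N-W+ and not under N+W-, and for 1 under N+W- only.
In the joint edgeR test of shoots 1 of the 12 measured rose and 3 fell under N-W+ (2 and 3 adjusted over the list alone), none passed under N+W- (0 and 0), and 1 rose and 1 fell under N-W- (3 and 5), with camera adjusted p = 0.103, 0.583 and 0.177. In roots 1 fell under N-W+ and none otherwise. The genes were tabulated because they changed in these libraries, so they are not independent evidence.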

In fact, there were a total of 15 DEGs annotated as potassium transporters, of which 11 were downregulated and 4 were upregulated; interestingly all of them were specific to N- stress or dual stress except for *Os06g0270200* (Supplementary Tables 1 and 6), indicating the possibility of N and K cross-talk in rice.

From the major effect QTL regions identified in the present study, four potential candidate genes, encoding for UDP-glucuronosyl/UDP-glucosyltransferase, serine threonine kinase, anthocyanidin 3-O-glucosyltransferase, and nitrate induced proteins have been identified as they showed differential expression in N22 which also harbored 11, 6, 3 and 1 NS substitutions respectively between N22 and IR64. Interestingly the nitrate induced protein encoding gene is just 342 bp long which might have a regulatory role in N-stress response. Notably, this gene was not differentially regulated under water deficit stress in any of the genotypes (N+W-). 

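The short nitrate-induced gene Os06g0286400 was under the fold threshold in both genotypes under low water, though lower in IR64 shoots. Under the dual stress it was lower in IR64 shoots past the threshold and near its control level in N22 shoots. In roots it was past the threshold nowhere.
Under N+W- Os06g0286400 was at log2 −1.70 (interval −2.21 to −1.24) in IR64 shoots and −0.72 (interval −1.16 to −0.29) in N22 shoots, with an adjusted p = 0.413 in the joint edgeR test. Under N-W- it was at −2.07 (interval −2.64 to −1.56) and −0.19. The IR64 interval under N+W- reaches past the threshold, so the absence of a response to low water is not shown. Under N-W- the IR64 value is −1.28 with library totals, under the threshold, and 0.00 with unique exon reads, of which the gene has none there.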

No additional information is available as of now on this gene in the literature. *LOC_Os06g18670* is a known candidate gene in flavonoid metabolism and has been reported to be induced under various biotic and abiotic stresses and a known upstream gene for *Os07g0218700* encoding for a cytochrome P450 and is a major candidate genes for mQTLs in rice (Chen et al., 2018; Peng et al., 2020; Rice NetDB: http://bis.zju.edu.cn/ricenetdb/viewer/viewer.php?input=LOC_Os07g11870;). In our study flavonoid biosynthesis pathway was a major pathway differentially regulated under all the three stresses, especially in N22. UDP-glucosyltransferases (UGTs) are generally localized in the cytosol and involved in the biosynthesis of flavonoids, phenylpropanoids, terpenoids, and steroids, and also in the regulation of plant hormones (Lim et al. 2005; Liu et al. 2015). UGT glucosylation is implicated in the maintenance of ABA homeostasis in plants (Dong et al. 2014). Later, UGT71C5 was found to be the candidate gene that glycosylates ABA to ABA-GE (Liu et al. 2015). As *Os06g289200* harbored 11 NS substitutions and was specific to N- stress and downregulated only in N22 but not in IR64, the latter may have the favourable allele for this gene which helps in better ABA homeostasis and secondary metabolite-mediated N-stress in this genotype. Further, this gene is predicted to have four novel miRNA sequences (Supplementary Table 12), which need further experimental validation. Both the predicted isoforms of Serine threonine protein kinase encoding candidate gene (*Os06g0291500*) had several SNPs that lead to missense mutations. Though the function of this gene is not defined in rice, its homolog in Arabidopsis (At1g53660) is an organic anion transmembrane transporter and has been implicated in seed germination, development and biomass accumulation (Keurentjes et al., 2007; Hartanto et al., 2020). It may have a potential to cause differential NO_3_^−^ uptake in rice either directly or indirectly. *Os06g0291500* also had the presence of three known miRNAs namely miR1456, miR6252 and miR5487 (Supplementary Table 12). Further, the QTL hotspot regions also had four cadmium tolerance factor genes all of which had 1–5 missense mutations between the two genotypes under study. In *Brassica napus* the cadmium tolerance factor genes led to low NUE and vice-versa (Liao et al., 2019). However, these results should be interpreted with caution as the QTLs were identified in the fully grown plants on seed and straw N data while the transcriptome was from the seedling stage.

TFs are the major modulators of gene expression in plants. One of the popular TFs known to affect NUE, influencing N assimilation under low N-supply is *Dof* identified in maize (Yanagisawa et al. 2004), which was later shown to enhance NUE in a variety of crops including wheat and sorghum (Peña et al., 2017). A zinc finger Dof-type family protein found in the vicinity of the major QTL region identified on chromosome 6 in the present study, which was downregulated in N22 under N- stress but not in IR64, may be a potential candidate polymorphism for enhancing NUE in rice. Out of the 30 *Dof* TFs reported in rice (Lijavetzky et al., 2003), we found nine to be differentially expressed in our study, out of which only two expressed in the roots while the rest expressed in the shoots. 

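Dof transcription factors of the paper's list went both ways in low nitrogen shoots, and in roots none passed the joint test. OsDof27 was higher in shoots of both genotypes under low water. OsDof21 was lower in IR64 roots under low nitrogen, from few reads. OsDof18, known from other work as a nitrogen-responsive Dof gene, was past the fold rule nowhere.
OsDof27 (Os10g0496000) was at log2 2.12 (interval 1.46 to 2.91) in IR64 shoots and 2.03 (interval 1.28 to 2.92) in N22 shoots under N+W- (joint edgeR adjusted p = 0.291), the latter 1.95 with a prior count of 2. It was also at 1.86 and 1.26 under N-W+, so its response is not shown to belong to low water alone. OsDof21 (Os07g0236700) went from 17 reads to 2 in IR64 roots under N-W+, a ratio of −3.52 (interval −7.08 to −1.84). OsDof18 (Os04g0567800) was at most at 1.36, in N22 roots under N-W+.
All 9 listed genes are past the fold rule somewhere, 1 in roots only, 7 in shoots only and 1 in both. In the joint test of shoots 3 rose and 1 fell under N-W+ (4 and 1 adjusted over the list alone), none passed under N+W- (1 and 0) and 1 rose under N-W- (3 and 0), with camera adjusted p = 0.549, 0.908 and 0.494. In roots none of 8 passed (0 and 0). The list holds genes chosen by the study for a change in these data.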

Only one *Dof* (*Os10g0496000*) was found to be W- stress specific and was upregulated in the shoots of both the genotypes, while the rest eight were mostly specific to N- stress. Out of the eight, two were differentially expressed under dual stress in IR64 shoots. Further, except for the root-specific *Dof* gene (*Os07g0236700*) all were either upregulated in IR64 or downregulated in N22. However, we did not find a differential expression of Os04g0567800 transcript which was a known N-specific *Dof* gene in rice. Dof TFs are known to be regulating a variety of fundamental processes in plants, such as carbohydrate metabolism, photosynthetic carbon assimilation, vascular development and transport of sugar through phloem, phytochrome and light signaling, response to phytohormones and synthesis of storage proteins (Noguero et al., 2013). Among the other known TFs involved in NUE, *NTG1*, (NO_3_^−^-inducible and autorepressible transcriptional repressor) and *OsBT* (negative regulation of NO_3_^−^ uptake and NUE) were found to be downregulated in IR64 under both N- and dual stress while only the former was downregulated in N22. Further, in both the tissues, *OsACTPK1*, (regulator of N-uptake, the lack of which is known to enhance ammonium uptake) was found to be downregulated only in IR64 under both N- and dual stress (Supplementary Table 2; Beier et al., 2018), while it was downregulated in the root tissues of N22 under N- stress. Overexpression of *NGR5*, encoding for a AP2 domain TF, identified as a mutant (*ngr5*) with fewer tillers from genetic screens of semi-dwarf lines, has been recently shown to enhance NUE (Wu et al. 2020). This gene (*Os05g32270*) was found to be upregulated only in IR64 shoots both under N- and dual stress. Thus, there was a distinctly better transcriptional control of N-uptake mechanism operating in IR64 than N22, under N- as well as dual stress.

The differential expression of the genes under any stress or any other circumstances other than the optimal condition is routinely observed and documented. This is not because of the differences in the protein structure per se but possibly due to the differences in the promoter elements that control the expression. Hence, we attempted a cis-element analysis of 44 DEGs known to be implicated in N and water use efficiency by retrieving the 2 kb upstream sequences of these genes from the publically available resequencing data of IR64 and in-house available data of N22 (Sevanthi et al. 2018). We found differences in cis-motifs between the two genotypes in 25 of the 44 genes (of the differentially expressed transcripts) known to play a role in N metabolism (Supplementary Table 11). The cis-element variations in the DEGs including *thaumatin* and *Dof* gene and the five DEGs identified on chromosome 6 representing the known (*TOND1*) and novel QTLs provide a strong support to our findings in terms of DEGs as well as QTLs.

N22 is known for its efficient ROS scavenging activity which confer it with an effective layer of defence (tolerance) under drought stress; however, this was mainly explained through its efficient activity for SOD, catalase and peroxidase (Srivalli et al. 2003; Prakash et al. 2016). In our study, we observed another alternative mechanism of ROS scavenging derived from glutathione and flavonoid metabolism with more pronounced upregulation in N22 shoots not only under W- and dual stress but also under N- stress (Fig. 10).

Since the N- stress sensitive N22 genotype showed a mitigation of N- stress when W- stress was simultaneously applied, as compared to IR64, as seen from the multiple experiments in this study, we wanted to know whether ABA, a major pathway under drought/osmotic tolerance contributed to this. We did observe nine genes (Supplementary Table 13) which included 3 ABA related transcription factors, *Os04g0610400*, *Os05g0195200* and *Os06g0526600* encoding for an AP2 type TF, CCCH Zinc finger protein and DEAD box DNA helicase ATP binding protein and six genes which encoded for ABA dependent protein or ABA itself (*Os01g0963600*, *Os05g0226900*, *Os05g0227600*, *Os05g0381400*, *Os07g0418700* and *Os04g0511200*). Of these, *Os04g0511200* and *Os05g0227600* showed downregulation in IR64 under dual stress but not in N22. 

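OsABP, the DEAD box helicase gene Os06g0526600, rose in shoots under N-W+. The CCCH zinc finger gene C3H35 rose in the roots of both genotypes under the dual stress. ERF77, the AP2-type factor, was higher in IR64 shoots under low water. OsAsr2, a gene of the ABA, stress and ripening family, was lower in IR64 roots under N-W+ and low water, but not under the dual stress.
OsABP rose in shoots under N-W+ by log2 2.41 (standard error 0.55, adjusted p = 0.0353) in the joint edgeR test. C3H35 (Os05g0195200) rose in roots under N-W- by 2.37 (standard error 0.34, adjusted p = 0.0203), and was at 2.17 in IR64 and 2.60 in N22. ERF77 (Os04g0610400) was at 2.02 in IR64 shoots under N+W- (1.98 with DESeq2 size factors, 1.97 with gene reads) and 1.03 in N22, a difference the fold rule does not test. OsAsr2 (Os01g0963600) was at −5.80 in IR64 roots under N-W+, −6.29 under N+W- and −0.17 under N-W-, and between −0.74 and 0.70 in N22 roots. Os12g0212100 and OSH1 (Os03g0727000) had a like course over the IR64 root libraries, nearly absent under N-W+ and N+W- and present under N+W+ and N-W-.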

Again *Os05g0195200* (AP2 TF) showed upregulation only in N22 under dual stress but not in IR64. Since N22 is known for a better ABA dependent pathway as its drought stress response, the ABA receptors from N22 have been functionally shown to enhance the drought tolerance when overexpressed (Verma et al., 2019). However, *Os05g0226900* which is responsible for ABA dependent inhibition of root growth was found to be upregulated in both the genotypes. Some of the genes and miRNAs involved in ABA dependent pathway have shown to be exhibiting similar expression in drought resilient N22 as well as in drought sensitive genotypes like Pusa Basmati 1 (Rosetta et al., 2013; Sandhu et al., 2017). In the former, miR408 was shown be effective through its interaction with Ca-dependent proteins. To understand such mechanisms more work is needed so that the intricacies of the better dual stress of N22 is unraveled.

Allantoin is a key metabolite with a potential to improve N-homeostasis under stress. However, this metabolite was reported to have opposite fates in N- and W- stress in bread wheat, with significant accumulation under W- stress but enhanced catabolism under N- stress so as to have a better pool of ammonium ions for growth and survival (Casartelli et al. 2019). Our data also suggest significant catabolism of allantoin (upregulation of allantoinase) in both the genotypes under N- and dual stress. Recently, Redillas et al. (2019) have shown that overexpression of *OsUPS1* leads to allantoin accumulation under normal nitrogen supply while it promotes plant growth with better accumulation of allantoin in sink tissues under low N- supply. Lee et al. (2018) reported upregulation of *OsUPS1* under high N supply. In our transcriptome data, under both N- and dual stress, *OsUPS1* was highly downregulated in both the genotypes in root tissues. In shoot tissues, it was downregulated only under dual stress. Thus, it was clear that *OsUPS1* was responsible for non-accumulation of allantoin in tissues under N- stress. This response of allantoinase and *OsUPS1* was similar in both the genotypes. Though allantoin accumulation under drought stress has been reported by many workers (Watanabe et al., 2014; Plett et al. 2020) in a variety of crop plants, we did not find any change in the allantoin metabolism related genes under drought stress.

## Conclusion

The present study is the first report on genome-wide dual stress transcriptome analysis for low nitrogen and water stresses in rice using a pair of contrasting genotypes. The present study underpins the molecular basis underlying an efficient mechanism of nitrogen use metabolism operating in IR64 involving highly coordinated transcriptional regulation of negative regulators, various N transporters and key enzymes of N assimilation pathway. Though N22 has better N uptake and C metabolism, it has poor N assimilation and poor regulation of N transporters. N22 performed better under dual stress conditions owing to its better root architecture, chlorophyll and porphyrin synthesis and oxidative stress management through efficient glutathione metabolism and secondary metabolite production from flavonoid metabolism. The cis-element variations identified in some of the DEGs of the two contrasting genotypes supported the basis of the expression differences observed in the present study, more importantly the DEGs identified in the novel QTL regions. The transcriptome data can serve as a useful resource for further network analysis and characterization of key genes involved in low nitrogen and water stress in rice.

## Materials and Methods

### Plant Materials and Growth Conditions for Transcriptome Studies

Two rice genotypes, namely, IR 64 (IR64) and Nagina 22 (N22) adapted to irrigated-lowland and rainfed-upland ecosystems, respectively, were used in all pot-experiments in the present study. N22 is tolerant to drought stress but sensitive to low N supply, whereas IR64 is sensitive to drought stress but tolerant to low N supply (Mohapatra et al. 2014; Prakash et al. 2016; Sinha et al. 2018). Uniform sized seeds of IR64 and N22 were germinated and subsequently grown in pots of 4″ diameter containing perlite and vermiculite (1:2 (v/v) ratio) for 21 days following the method described earlier (Sinha et al. 2018)**.** Seedlings were grown in Yoshida medium under natural rice growing conditions, and subjected to three stress conditions, viz., low nitrogen (N-), low water (W-) and both low nitrogen and water (N-W-). N stress was applied to seedlings for the entire growth period, i.e., 21 days, whereas W stress was applied only during the 3rd week of the growth period (i.e., 15th-21st day). Drought stress was imposed for only 7 days as the leaves started showing complete rolling by then (Supplementary Fig. 1). NH_4_NO_3_ was used as the N source in the present study. It was supplied as a component of Yoshida medium at the rate of 8 mM (N+) and 0.08 mM (N-) for optimum and N- stress conditions respectively. To impose drought stress conditions, water from the nutrient medium was reduced to 1/5th of total volume keeping the concentration of N constant during the entire 3rd week of growth period. Thus, 100 ml of nutrient solution was used for ‘N’ experiments (both N+ and N-) while only 20 ml was used for drought stress treatment (W-). The nutrient media was given on every third day in order to maintain the availability of N and water as per the treatment i.e., the pots under dual stress received 0.08 mM of N supplied through 20 ml water on every third day in the third week while all other treatments received 100 ml of nutrient medium with the appropriate N concentrations. For each treatment, five pots containing five plants per pot were maintained. Biomass of the seedlings, root system architecture (RSA) traits and chlorophyll content were measured immediately after 21 days and remaining shoot tissues were kept in − 80 °C for assay of different N and C metabolizing enzymes and RNA isolation for transcriptome studies. The following symbols were used in this MS to indicate the different growth conditions: N+W+ (Both N and water are optimum), N-W+ (Low N stress but water optimum), N+W- (N optimum but low water stress) and N-W- (both low N and water stress).

### Plant Material and Growth Conditions for Genetic Mapping Studies on N Use Efficiency

A RI mapping population consisting of 281 RI lines derived by single seed descent method from a genetic cross of IR 64 X Nagina 22 was used for genetic mapping studies (Prakash et al. 2016; Shanmugavadivel et al. 2017). The mapping population along with the parents were grown in the N-depleted and N-optimal field plots of Indian Institute of Wheat and Barley Research, Karnal, India (29.7029° N, 76.9919° E) in *Kharif* 2016 (July-Oct), following the recommended agronomic practices in three rows of 1 m length with 15 cm X 10 cm spacing in order to map QTLs governing tolerance to low N supply. The nitrogen was supplied in the form of urea @ 100 Kg N ha^− 1^ (which is equivalent to 217 Kg of urea/ha) in an N-optimal plot while the N- treatment plot was not supplied with any N supplement. N-plot was developed by discontinuing external supply of any form of nitrogen since 2012, and maintained by growing Sorghum (*Sorghum bicolor*) for faster depletion of N. N content in the soil was measured from both the plots before the experiment. The available N in the N-optimal and N- plot was 150 and 90 Kg/ha respectively. Zero applied nitrogen field (a native field with no external N application in the specific season) has been reported to have 102 mg Nitrogen Kg^-1^ of soil (Srikanth et al., 2016; Rao et al. 2018). If we extrapolate this, considering average soil weight as 2200 t/ha, the available nitrogen in zero applied filed is around 224 Kg/ha. Hence our N- plot had considerably reduced nitrogen (90 Kg/ha) (it doesn’t reduce below this level mainly due to rain as well as irrigation water) compared to the N+ plot, where fertilizers are applied and regular crops are grown every year, which had 150 Kg N/ha. Further, in the N+ plot, the standard dose of 120 Kg/ha is applied. Hence the effective difference between N+ and N- field is 180 Kg of N/ha. However, the other soil physical and chemical properties are similar in both the plots which had Sandy Loam soil (sand 63.2%, silt 26.6%, clay 10.2%) with pH: 7.3; EC: 0.23 dSm^− 1^; OC: 0.42%; available P: 18.2 kgha^− 1^; available K: 232 kgha^− 1^; bulk density: 1.63 kgm^− 3^; FC: 18.9% and PWP: 7.3%. Of the 281 RILs, 253 showed good establishment in both the plots and hence were used in the mapping studies.

### Measurements of Morpho-Physiological Traits and Enzyme Activity in the Parental Genotypes, N22 and IR64

After 21 days of growth period, three seedlings from each pot were taken for the measurements of biomass, RSA traits and for enzyme analysis as per the methods described earlier, Sinha et al. (2015 and 2018). Length, fresh weight, and dry weight of shoot and root of properly washed seedlings were measured. For dry weight measurement, samples were dried at 50 °C till they attained constant weight. Chlorophyll was extracted in dimethyl sulfoxide (DMSO) and the content was measured according to the method described by Hiscox and Isarelstam (1965). Relative Water Content (RWC) of the leaves was measured using the following formula:

RWC (%) = [(W-DW) / (TW-DW)] × 100, where W, TW and DW represent fresh weight, turgid weight and dry weight of the samples, respectively (Barr and Weatherly, 1962).

RSA parameters such as the total root size (TRS; sum of path length of seminal and lateral roots), lateral root size (LRS; sum of path length of lateral roots as fraction of TRS), first-order LR number (FOLRN; number of lateral roots emerging from all the seminal roots), and second-order LR number (SOLRN; number of lateral roots emerging from first-order lateral root) were calculated from the data retrieved from the images of roots captured using a flatbed root scanner (Epson Perfection v700 Photo-Dual lens system, Seiko Epson Corporation, Nagano, Japan) at 400 dpi, and was analysed using the WinRhizo software (Regent Instruments Canada Inc., Arsenault et al. 1995).

The carbon (C) and nitrogen (N) metabolizing enzymes, viz., pyruvate kinase (PK), citrate synthase (CS) and nitrate reductase (NR), nitrite reductase (NiR), glutamine synthetase (GS), glutamate dehydrogenase (GDH), glutamate-oxoglutarate aminotransferase (GOGAT), were assayed in 200 mg of leaf tissues of rice seedlings as per the methods described in Sinha et al. (2015 and 2018). The specific activity of NR, NiR and GS was expressed as μmoles/mg/min, whereas the specific activities of GOGAT, GDH, PK, ICDH and CS were expressed as ∆OD/mg/min.

### RNA Extraction, RNA-Sequencing Using Next Generation Sequencing (NGS) Platform and Quantitative Real-Time PCR Assay

Two plants from each pot per treatment were sampled for transcriptome studies; they were thoroughly washed with sterile ddH_2_O and the root and shoot tissues were quickly separated and immediately frozen in liquid N. Total RNA was extracted from these tissues using the RNeasy Plant Mini Kit (Qiagen, India). RNA quality was assessed using the RNA 6000 Nano assay kit in the Bioanalyzer 2100 (Agilent, CA, USA). RNA samples from different biological replications were pooled, based on equimolar concentration, before library construction. A total of 16 libraries were constructed across the four treatments involving two tissues (root and shoot) and two genotypes (IR64 and N22) using the Truseq RNA sample preparation kit (Illumina, Singapore) following the manufacturer’s instructions. The insert size was 150 bp. The libraries were sequenced using paired end (2X100 bp) Illumina (Hiseq™ 2500) sequencing technology. The raw reads were submitted to NCBI and are available under the accession number GSE147158.

One μg of total RNA, isolated from individual samples was used to prepare cDNA using the Applied Bio-systems High-Capacity cDNA Reverse Transcription Kit (USA) as per the manufacturer’s instructions Quantitative real-time PCR (qRT-PCR) was performed for validation of some of the DEGs identified from the RNA-seq data. Reaction mixture of qRT-PCR was prepared using the required amount of diluted cDNA as template, 0.3 μl (10 picomole) of each primer, 15 μl 2xSYBR Green Master Mix (Agilent Technologies, USA) and 0.4 μl ROX fluorescence dye (diluted as per the instructions given in manual) and nuclease-free water for making a total volume of 30 μl qRT-PCR reaction mix. The thermal profile was as follows: 95 °C for 30 s, 60 °C for 15 s, and 72 °C for 20 s for 40 cycles of amplification. Three biological and technical replicates were used for the experiment including 18S gene which was used as a housekeeping gene for normalization.

### Phenotyping and Genotyping of the Mapping Population

Five plants each from the parents and 253 RILs grown in the progeny rows were randomly sampled from N+ and N- treatments and phenotyped. Panicles were separated from the rest of the plant and dried. The straw was finely chopped using a motorized chopper and then 20 g straw from each of the five plants was weighed, pooled, mixed homogenously and used for N estimation. Similarly, the grains were also ground and the entire sample of the five plants was pooled and mixed well for N estimation. Straw N and grain N were estimated in three replications from the pooled samples of each RIL using Dumas Nitrogen Analyzer NDA 701 (VELP Scientifica SRL, Italy) using 30–100 mg of sample. The N content was expressed both as % and mg g^− 1^. Besides straw N (NN for N- and NP for N+) and grain N (NN for N- and NP for N+) under N- and N+ conditions, four more traits, viz., stress tolerance index (STI) of straw and seed (Fernandez 1992) and stress susceptibility index (SSI) of straw and seed N content (Fischer and Maurer, 1978) were also calculated. In brief, STI was calculated as follows: STI = (N_P_ × N_N_)/(X_P_)^2^ where N_P_ is the N content of a genotype under optimal N supply; N_N_ is the N content under stress or no external N supply; and X_P_ is the mean N content of all genotypes under optimal N supply. Similarly, SSI was calculated as follows: SSI = 1-(N_N_/N_P_)/SI where, N_N_ and N_P_ were as in the case of STI while SI was calculated as: 1-(X_N_/X_P_) where X_N_ is the mean N content over genotypes under stress and X_P_ is the mean N content under optimal N supply over genotypes.

For DNA marker genotyping, the SNP genotyping data generated earlier on the same experimental material i.e., the RILs of IR64 X N22, for identification of heat tolerance QTLs, by Shanmugavadivel et al. (2017) was used. In brief, a customized 5K SNP array comprising 5246 SNPs, designed using the Illumina Infinium® II probes and dual colour channels (Kumar et al. 2015) was used for genotyping the parents, IR64 and N22 and the complete set of RILs.

### Data Analysis

All the morpho-physiological and enzyme based traits were analysed as described elsewhere (Sinha et al. 2018). In brief, all measurements were with three biological replicates and three technical replicates. Mean values were presented for all the parameters with error bar (standard error of means). F-test was conducted for comparison of means using ANOVA. Least significant difference (LSD) based critical difference (CD) at 5% was calculated for treatment × genotype interactions. All the analysis was done in MSTATC software. Curated SNP data of the mapping population was readily available from a previous study (Shanmugavadivel et al. 2017). For the transcriptome analysis, high quality reads were filtered from the raw reads by removing the low-quality reads (with Phred Score < 30 and read length < 36 bp) from 3′ and 5′ ends by the sliding window approach using sickle trimming tool [https://github.com/najoshi/sickle]. CLC genomics workbench v.12 was used for mapping the reads and identification of differentially expressed genes (DEGs). A rigorous comparison at FDR (False Discovery Ratio) *p* value < 0.05, and log_2_ fold change > 2 (for up regulation), > − 2 (for downregulation) was performed to select DEGs. For biologically meaningful comparisons, N+W+ treatment was used as a base (control) and DEGs were identified between N+W+ and each of the three stress treatments, viz., N-W+, N+W- and N-W-, for each tissue within a genotype. We previously reported the N responsive genes under optimal water supply, (i.e., N+W+ vs. N-W+) (Sinha et al. 2018); those were included again in the present study because only 47.35% of the reads could be mapped to the reference genome in the previous study as the parameter used for ‘mapping the reads’ was too stringent. Since CLC genomics workbench uses more flexible parameters of mismatch cost: 2, length fraction: 0.5 and similarity fraction: 0.8, more reads can be mapped. For the functional descriptions of the identified DEGs, the Rice Annotation Project Database (RAP-DB) was used. For further understanding of the behaviour of gene expression under nitrogen and drought stress, Gene Ontology (GO) terms enrichment analysis and pathway analysis of the DEGs were carried out using the agriGO (v2) web based tool (Gene Ontology Database Resource; geneontology.org) and the KEGG mapper.

Markers showing segregation distortion were excluded from the dataset prepared for map construction. Genetic linkage map was constructed using Kosambi function in MAPMAKER 3.0. Further, R/qtl package (Broman et al., 2003) was used to determine the quality of the genotyping data. Outliers in the genotype as well as phenotype datasets were removed. Composite interval mapping (CIM) was executed with 500 permutations in QTL cartographer for identification of QTLs for all the eight traits. Those loci detected with LOD score > 3 were declared as QTLs. The results of the QTL analysis and transcriptome studies were integrated by co-localizing the DEGs identified with the N specific QTLs identified in this study on the physical map of rice. Since we did not carry out QTL analysis under drought in the present study and the major QTLs known for drought stress are for ‘yield under drought stress’ (Vikram et al. 2015; Kumar et al. 2011), we did not attempt to integrate the drought specific DEGs with the drought QTLs.

## Supplementary Information

**Additional file 1: Supplementary Table 1**: All differentially expressed genes identified under N-W+, N + W- and N_W- treatments compared to optimal input supply (N + W+) in root and shoot tissues of IR64 and N22. **Supplementary Table 2**: Comparison of the expression of N transporters, sensors and regulators under various stress treatments in IR64 and N22. **Supplementary Table 3**: Comparison of the expression of known transcription factors (TFs) under various stress treatments in IR64 and N22. **Supplementary Table 4**: Comparison of the expression of novel (not annotated) genes under various stress treatments in IR64 and N22. **Supplementary Table 5**: Comparison of plant hormone metabolism genes and their receptors under various stress treatments in IR64 and N22. **Supplementary Table 6**: Comparison of the expression profile of the genes and QTLs known for Nitrogen use efficiency. **Supplementary Table 7**: Details of primers designed for validation of the DEGs identified from transcriptome analysis by qPCR assay. **Supplementary Table 8**: SNPs in the two major QTL hotspot regions identified on chromosomes 1 and 6. **Supplementary Table 9**: Relative water content (%) under optimal and all the three stress conditions measured in an independent experiment. **Supplementary Table 10**: DEGS identified in genes encoding for major enzymes involved in C and N skeleton. **Supplementary Table 11**: Details of variations in cis elements between IR64 and N22 genotypes for 20 N transporter, N regulator, TOND1, Dof genes and candidate genes identified from the major QTLs mapped in the present study. **Supplementary Table 12**: miRNAs in the candidate genes present in interval of the QTL hotspot region identified on chromosome 6. **Supplementary Table 13**: Comparison of expression of DE ABA related genes under different stress treatments in two rice genotypes N22 and IR64.

**Additional file 2: Supplementary Fig. 1**: Pathway analysis of glycolysis in shoot tissues under low nitrogen (N-), low water (W-) and dual stress (N-W-) in IR64 and N22rice genotypes.

**Additional file 3: Supplementary Fig. 2**: Pathway analysis of fatty acid metabolism in shoot tissues under low nitrogen (N-), low water (W-) and dual stress (N-W-) in IR64 and N22rice genotypes.

**Additional file 4: Supplementary Fig. 3**: Pathway analysis of photosynthesis in shoot tissues under low nitrogen (N-), low water (W-) and dual stress (N-W-) in IR64 and N22rice genotypes.

**Additional file 5: Supplementary Fig. 4**: Pathway analysis of glutathione metabolism in shoot tissues under low nitrogen (N-), low water (W-) and dual stress (N-W-) in IR64 and N22rice genotypes.

**Additional file 6: Supplementary Fig. 5**: Pathway analysis of pyruvate metabolism in shoot tissues under low nitrogen (N-), low water (W-) and dual stress (N-W-) in IR64 and N22rice genotypes.

**Additional file 7: Supplementary Fig. 6**: Yield of the two parental genotypes, IR 64 and Nagina 22 under N+ and N- plots.

**Additional file 8: Supplementary Fig. 7**: The frequency distribution of the eight traits based on straw and seed nitrogen content and their tolerant (STI) and susceptible (SSI) indices under no external N (NN) and optimal N (NP) supply.

**Additional file 9: Supplementary Fig. 8**: Quality assessment of polymorphic SNP markers between IR64 and N22 used for construction of genetic map and identification of QTLs in a recombinant inbred population. I-TASSER derived tertiary structure of the protein encoded by *Os06g0289200* in N22 and IR64 genotypes. There were 28 SNPs and 11 non-synonymous substitutions between the CDS and primary structure of the protein in this gene between IR64 and N22.

**Additional file 10: Supplementary 9**: I-TASSER derived tertiary structure of the proteins encoded by Os06g0289200 in N22 and IR64 genotypes. There were 28 SNPs and 11 non-synonymous substitutions between the CDS and primary structure of the protein in this gene between IR64 and N22.

## Data Availability

The complete datasets used in this study are presented in the manuscript and its supplementary material. The transcriptome data has been submitted to NCBI and are available under the accession number GSE147158. If any additional data generated during this study is sought they will be provided to the users.

## Abbreviations

QTL: Quantitative trait loci
DEG: Differentially expressed genes
NUE: Nitrogen use efficiency

## References

[CR1] Abid M, Tian Z, Ata-ul-karim ST, Cui Y, Liu Y (2016). Nitrogen nutrition improves the potential of wheat (Triticum aestivum L.) to alleviate the effects of drought stress during vegetative growth periods. Front Plant Sci.

[CR2] Anderson DS, Teyker RH, Rayburn AL (1991). Nitrogen form effects on early corn root morphological and anatomical development. J Plant Nutr.

[CR3] Anis GB, Zhang Y, Islam A, Zhang Y, Cao Y, Wu W (2019). RDWN6 XB , a major quantitative trait locus positively enhances root system architecture under nitrogen deficiency in rice. BMC Plant Biol.

[CR4] Baligar VC, Fageria NK, Elrashidi M (1998). Toxicity and nutrient constraints on root growth. Hort Sci.

[CR5] Barr HD, Weatherly PE (1962). A re-examination of the relative turgidity technique for estimating water deficit in leaves. Aust J Biol Sci.

[CR6] Beier MP, Obara M, Taniai A, Sawa Y, Ishizawa J, Yoshida H (2018). Lack of ACTPK1, an STY kinase, enhances ammonium uptake and use, and promotes growth of rice seedlings under sufficient external ammonium. Plant J.

[CR7] Broman KW, Wu H, Churchill GA (2003). R / QTL : QTL mapping in experimental crosses. Bioinformatics.

[CR8] Cai H, Lu Y, Xie W, Zhu T, Lian X (2012). Transcriptome response to nitrogen starvation in rice. J Biosci.

[CR9] Cao FY, Yoshioka K, Desveaux D (2011). The roles of ABA in plant-pathogen interactions. J Plant Res.

[CR10] Casartelli A, Melino VJ, Baumann U, Riboni M, Suchecki R, Jayasinghe NS (2019). Opposite fates of the purine metabolite allantoin under water and nitrogen limitations in bread wheat. Plant Mol Biol.

[CR11] Chen J, Qi T, Hu Z, Fan X, Zhu L, Iqbal MF, Yin X, Xu G, Fan X (2019). OsNAR2.1 positively regulates drought tolerance and grain yield under drought stress conditions in Rice. *Front*. Plant Sci.

[CR12] Chen J, Wang J, Chen W, Sun W, Peng M, Yuan Z, Shen S, Xie K, Jin C, Sun Y, Liu X, Fernie AR, Yu S, Luo J (2018). Metabolome analysis of multi-connected Biparental chromosome segment substitution line populations. Plant Physiol.

[CR13] Chen J, Zhang Y, Tan Y, Zhang M, Zhu L, Xu G (2016). Agronomic nitrogen-use efficiency of rice can be increased by driving OsNRT2.1 expression with the OsNAR2.1 promoter. Plant Biotechnol J.

[CR14] Dar M, Waza SA, Shukla S (2020). Drought tolerant Rice for ensuring food security in eastern India. Sustainability.

[CR15] Datta K, Velazhahan R, Oliva N, Ona I, Mew T, Khush GS (1999). Over-expression of the cloned rice thaumatin-like protein (PR-5) gene in transgenic rice plants enhances environmental friendly resistance to Rhizoctonia solani causing sheath blight disease. Theor Appl Genet.

[CR16] Davidson RL (1969). Effect of root / leaf temperature differentials on root / shoot ratios in some pasture grasses and clover. Ann Bot.

[CR17] Ding L, Li Y, Wang Y, Gao L, Wang M, Chaumont F (2016). Root ABA accumulation enhances Rice seedling drought tolerance under ammonium supply : interaction with Aquaporins. Front Plant Sci.

[CR18] Ding L, Lu Z, Gao L, Guo S, Shen Q (2018). Is nitrogen a key determinant of water transport and photosynthesis in higher plants upon drought stress?. Front Plant Sci.

[CR19] Dingkuhn M, Kropff M, Zamski E, Schaffer AA (1996). Rice. Photoassimilate distribution in plants and crops.

[CR20] Dong T, Xu ZY, Youngmin Park Y, Kim DH, Lee Y, Hwang I (2014). Abscisic acid uridine diphosphate glucosyltransferases play a crucial role in abscisic acid homeostasis in Arabidopsis. Plant Physiol.

[CR21] Fageria NK, A Moreira (2011) "The role of mineral nutrition on root growth of crop plants." *Advances in agronomy*. Vol. 110. Academic Press, 251–331

[CR22] Feng B, Chen K, Cui Y, Wu Z, Zheng T, Zhu Y (2018). Genetic dissection and simultaneous improvement of drought and low nitrogen tolerances by designed QTL pyramiding in rice. Front Plant Sci.

[CR23] Fernandez GCJ (1992). Effective selection criteria for assessing plant stress tolerance. In: Kus EG (ed) adaptation of food crop temperature and water stress. Proceeding of 4th international symposium.

[CR24] Fischer RA, Maurer R (1978). Drought resistance in spring wheat cultivars. I Grain yield responses. Aust J Agric Res.

[CR25] Forster P, Ramaswamy V, Artaxo P, Solomon S, Qin D, Manning M (2007). Changes in atmospheric constituents and in radiative forcing. Climate change 2007: the physical science basis. Contribution of working group I to the fourth assessment report of the intergovernmental panel on climate change.

[CR26] Foyer C, Valadier M, Migge A, Becker TW (1998). Nitrate Reductase activity and mRNA and the coordination of nitrogen and carbon metabolism.Full.Pdf. Plant Physiol.

[CR27] Gao Y, Li Y, Yang X, Li H (2010). Ammonium nutrition increases water absorption in rice seedlings (Oryza sativa L.) under water stress. Plant Soil.

[CR28] Guo S, Chen G, Zhou Y, Science A, Shen Q (2007). Ammonium nutrition increases photosynthesis rate under water stress at early development stage of rice (Oryza sativa L.). Plant Soil.

[CR29] Hartanto M, Joosen RVL, Snoek BL, Willems LAJ, Sterken MG, de Ridder D, Hilhorst HWM, Ligterink W, Nijveen H (2020). Network analysis prioritizes DEWAX and ICE1 as the candidate genes for major eQTL hotspots in seed germination of Arabidopsis thaliana. G3 (Bethesda).

[CR30] Hiscox JT, Israelstam GF (1965). A method for the extraction of chlorophyll from leaf tissue without maceration. Can J Bot.

[CR31] Jia Z, Giehl FHR, Wirén NV (2020). The root foraging response under low nitrogen depends on DWARF1 mediated brassinosteroid biosynthesis. Plant Physiol.

[CR32] Jung YC, Lee HJ, Yum SS, Soh WY, Cho DY, Auh CK, Lee TK, Soh HC, Kim YS, Lee SC (2005). Drought inducible but ABA independent thaumatin-like protein from carrot (Daucus carota L.). Plant Cell Rep.

[CR33] Kalpana K, Maruthasalam S, Rajesh T, Poovannan K, Kumar KK, Kokiladevi E (2006). Engineering sheath blight resistance in elite indica rice cultivars using genes encoding defense proteins. J Plant Sci.

[CR34] Keurentjes JJ, Fu J, Terpstra IR, Garcia JM, van den Ackerveken G, Snoek LB, Peeters AJ, Vreugdenhil D, Koornneef M, Jansen RC (2007). Regulatory network construction in Arabidopsis by using genome-wide gene expression quantitative trait loci. Proc Natl Acad Sci U S A.

[CR35] Kumar V, Singh A, Mithra SVA, Krishnamurthy SL, Parida SK, Jain S (2015). Genome-wide association mapping of salinity tolerance in rice (Oryza sativa). DNA Res.

[CR36] Lam H-M, Piu Wong, Hiu-Ki Chan, Kwan-Mei Yam, Li Chen, Cheung-Ming Chow, Gloria M. Coruzzi (2003). Overexpression of the ASN1 gene enhances nitrogen status in seeds of Arabidopsis. Plant Physiol 132 (2) 926–935, DOI: 10.1104/pp.103.02012310.1104/pp.103.020123PMC16703112805621

[CR37] Lee DK, Redillas MCFR, Jung H, Choi S, Kim YS, Kim JK (2018). A nitrogen molecular sensing system, comprised of the ALLANTOINASE and UREIDE PERMEASE 1 genes, can be used to monitor N status in rice. Front Plant Sci.

[CR38] Leran S, Varala K, Boyer JC, Chiurazzi M, Crawford N, Daniel-Vedele F, David L, Dickstein R, Fernandez E, Forde B (2014). A unified nomenclature of NITRATE TRANSPORTER 1/PEPTIDE TRANSPORTER family members in plants. Trends Plant Sci.

[CR39] Li X, Ingvordsen CH, Weiss M, Rebetzke GJ, Condon AG, James RA (2019). Deeper roots associated with cooler canopies , higher normalized difference vegetation index , and greater yield in three wheat populations grown on stored soil water. J Expt Botany.

[CR40] Lian X, Wang S, Zhang J (2006). Expression profiles of 10,422 genes at early stage of low nitrogen stress in rice assayed using a cDNA microarray. Plant Mol Biol.

[CR41] Liao Q, Jian SF, Song HX, Guan CY, Lepo JE, Ismail AM, Zhang ZH (2019). Balance between nitrogen use efficiency and cadmium tolerance in Brassica napus and *Arabidopsis thaliana*. Plant Sci.

[CR42] Lijavetzky D, Carbonero P, Vicente-Carbajosa J (2003). Genome-wide comparative phylogenetic analysis of the rice and Arabidopsis Dof gene families. BMC Evol Biol.

[CR43] Lim E, Doucet CJ, Hou B, Jackson RG, Abrams SR, Bowles DJ (2005) Resolution of ( + ) -abscisic acid using an Arabidopsis glycosyltransferase. Tetrahedron Asymmetry 16(1):143–147. 10.1016/j.tetasy.2004.11.062

[CR44] Liu JJ, Sturrock R, Ekramoddoullah AKM (2010). The superfamily of thaumatin-like proteins: its origin, evolution, and expression towards biological function. Plant Cell Rep.

[CR45] Liu Z, Yan JP, Li DK, Luo Q, Yan Q, Liu Z. Bin (2015) UDP-glucosyltransferase71C5, a major glucosyltransferase, mediates abscisic acid homeostasis in Arabidopsis. Plant Physiol 167, 1659–1670. doi:10.1104/pp.15.00053, 410.1104/pp.15.00053PMC437817925713337

[CR46] Loddo S, Gooding M (2012). Semi-dwarfing (Rht-B1b) improves nitrogen-use efficiency in wheat, but not at economically optimal levels of nitrogen availability. Cereal Res Commun.

[CR47] Lou D, Chen Z, Yu D, Yang X. (2020) SAPK2 contributes to rice yield by modulating nitrogen metabolic processes under reproductive stage drought stress. Rice (New York, N.Y.), 13(1), 35. https://doi.org/10.1186/s12284-020-00395-310.1186/s12284-020-00395-3PMC728041432514747

[CR48] Ma K, Liu YG (2018). DELLA-GRF4-mediated coordination of growth and nitrogen metabolism paves the way for a new green revolution. Sci China Life Sci.

[CR49] Masclaux-Daubresse C, Daniel-Vedele F, Dechorgnat J, Chardon F, Gaufichon L, Suzuki A (2010). Nitrogen uptake, assimilation and remobilization in plants: challenges for sustainable and productive agriculture. Ann Bot.

[CR50] McAllister CH, Wolansky M, Good AG (2016). The impact on nitrogen-efficient phenotypes when aspartate aminotransferase is expressed tissue-specifically in Brassica napus. New Plant Sci.

[CR51] Mohapatra T, Robin S, Sarla N, Sheshashayee M, Singh AK, Singh K (2014). EMS induced mutants of upland rice variety Nagina22: generation and characterization. Proc Indian Natl Sci Acad.

[CR52] Noguero M, Atif RM, Ochatt S, Thompson RD (2013). The role of the DNA-binding one zinc finger (DOF) transcription factor family in plants. Plant Sci Int J Exp Plant Biol.

[CR53] Pandey A, Rajamani U, Verma J, Subba P, Chakraborty N, Datta K (2010). Identification of extracellular matrix proteins of rice (Oryza sativa L.) involved in dehydration-responsive network: a proteomic approach. J Proteome Res.

[CR54] Peleg Z, Blumwald E (2011). Hormone balance and abiotic stress tolerance in crop plants. Curr Opin Plant Biol.

[CR55] Peña PA, Quach T, Sato S, Ge Z, Nersesian N, Changa T (2017). Expression of the maize dof1 transcription factor in wheat and sorghum. Front Plant Sci.

[CR56] Peng Y, Zhang X, Liu Y, and Chen X (2020) Exploring heat-response mechanisms of MicroRNAs based on microarray data of Rice post-meiosis panicle Int J Genomics doi.org/10.1155/2020/758261210.1155/2020/7582612PMC751998433015150

[CR57] Plett DC, Ranathunge K, Melino VJ, Kuya N, Uga Y, Kronzucker HJ (2020). The intersection of nitrogen nutrition and water use in plants: new paths toward improved crop productivity. J Exp Bot.

[CR58] Prakash C, Mithra SVA, Singh PK, Mohapatra T, Singh NK (2016). Unraveling the molecular basis of oxidative stress management in a drought tolerant rice genotype Nagina 22. BMC Genomics.

[CR59] Prasertsak A, Fukai S (1997). Nitrogen availability and water stress interaction on rice growth and yield. F Crop Res.

[CR60] Radin JW, Parker LL (1979). Water relations of cotton plants under nitrogen deficiency II. Environmental interactions on stomata. Plant Physiol.

[CR61] Rao, IS, Neeraja, CN, Srikanth B., Subrahmanyam D, Swamy KN, Rajesh K, Vijayalakshmi P, Kiran TV, Sailaja N, Revathi P, Rao PR, Rao LVS, Surekha K, Babu VR, Voleti SR (2018) Identification of rice landraces with promising yield and the associated genomic regions under low nitrogen. Sci Rep 8, 9200. https://doi.org/10.1038/s41598-018-27484-0, 110.1038/s41598-018-27484-0PMC600391829907833

[CR62] Raun WR, Johnson GV (1999). Improving nitrogen use efficiency for cereal production. Agron J.

[CR63] Redillas MCFR, Bang SW, Lee DK, Kim YS, Jung H, Chung PJ (2019). Allantoin accumulation through overexpression of ureide permease1 improves rice growth under limited nitrogen conditions. Plant Biotechnol J.

[CR64] Rosetta M, Balyan SC, Kansal S, Agarwal P, Kumar S, Kumar M, Raghuvanshi S (2013). Evolution of variety specific regulatory scheme for expression of Osa-miR408 in indica rice varieties under drought stress. FEBS J.

[CR65] Sánchez-Rodríguez E, del Mar Rubio-Wilhelmi M, Ríos JJ, Blasco B, Rosales MÁ, Melgarejo R (2011). Ammonia production and assimilation: its importance as a tolerance mechanism during moderate water deficit in tomato plants. J Plant Physiol.

[CR66] Sandhu M, Sureshkumar V, Prakash C, Dixit R, Solanke AU, Sharma TR, Mohapatra T, S. V. AM (2017). RiceMetaSys for salt and drought stress responsive genes in rice: a web interface for crop improvement. BMC Bioinformatics.

[CR67] Sevanthi AMV, Kandwal P, Kale PB, Prakash C, Ramkumar MK, Yadav N, Mahato AK, Sureshkumar V, Behera M, Deshmukh RK, Jeyaparakash P, Kar MK, Manonmani S, Muthurajan R, Gopala KS, Neelamraju S, Sheshshayee MS, Swain P, Singh AK, Singh NK, Mohapatra T, Sharma RP (2018). Whole genome characterization of a few EMS-induced mutants of upland Rice variety Nagina 22 reveals a staggeringly high frequency of SNPs which show high phenotypic plasticity towards the wild-type. Front Plant Sci.

[CR68] Shanmugavadivel PS, Mithra AS, Prakash C, Ramkumar MK, Tiwari R, Mohapatra T (2017). High resolution mapping of QTLs for heat tolerance in rice using a 5K SNP array. Rice.

[CR69] Shrawat AK, Carroll RT, DePauw M, Taylor GJ, Good AG (2008). Genetic engineering of improved nitrogen use efficiency in rice by the tissue-specific expression of alanine aminotransferase. Plant Biotechnol J.

[CR70] Singh KK, Ghosh S (2013). Regulation of glutamine synthetase isoforms in two differentially drought-tolerant rice (Oryza sativa L.) cultivars under water deficit conditions. Plant Cell Rep.

[CR71] Sinha SK, Rani M, Bansal N, Gayatri VK, Mandal PK (2015). Nitrate starvation induced changes in root system architecture, carbon: nitrogen metabolism, and miRNA expression in nitrogen-responsive wheat genotypes. Appl Biochem Biotechnol.

[CR72] Sinha SK, Sevanthi AM, Chaudhary S, Punit T, Venkadesan SK (2018). Transcriptome analysis of two Rice varieties contrasting for nitrogen use efficiency under chronic N starvation reveals differences in chloroplast. Genes (MDPI).

[CR73] Sinha SK, Tyagi A, Mandal PK (2019). External nitrogen and carbon source mediated response on modulation of root system architecture and nitrate uptake in wheat seedlings. J Plant Growth Regul.

[CR74] Snyder CS, Bruulsema TW, Jensen TL, Fixen PE (2009). Review of greenhouse gas emissions from crop production systems and fertilizer management effects. Agric Ecosystems Environ.

[CR75] Srikanth B, Subhakara Rao I, Surekha K, Subrahmanyam D, Voleti SR, Neeraja CN (2016). Enhanced expression of OsSPL14 gene and its association with yield components in rice (Oryza sativa) under low nitrogen conditions. Gene.

[CR76] Srivalli B, Sharma G, Khanna-Chopra R (2003). Antioxidative defense system in an upland rice cultivar subjected to increasing intensity of water stress followed by recovery. Physiol Plant.

[CR77] Steponkus PJ, Cutler JM, O’Toole JC, Turner NC, Kramer PJ (1980). Adaptation to water stress in rice. Adaptation of plants to water and high temperature stress.

[CR78] Sun J, Bankston JR, Payandeh J, Hinds TR, Zagotta WN, Zheng N (2014). Crystal structure of the plant dual-affinity nitrate transporter NRT1.1. Nature.

[CR79] Tsay YF, Schroeder JI, Feldmann KA, Crawford NM (1993). The herbicide sensitivity gene Chl1 of Arabidopsis encodes a nitrate-inducible nitrate transporter. Cell.

[CR80] Verma RK, Santosh Kumar VV, Yadav SK, Pushkar S, Rao MV, Chinnusamy V (2019). Overexpression of ABA receptor *PYL10* gene confers drought and cold tolerance to Indica Rice. Front Plant Sci.

[CR81] Vikram P, Swamy BPM, Dixit S, Ahmed HU, Teresa M, Cruz S Singh AK, Arvind Kumar (2011) qDTY 1.1, a major QTL for rice grain yield under reproductive-stage drought stress with a consistent effect in multiple elite genetic backgrounds. BMC Genet, 12, 89. https://doi.org/10.1186/1471-2156-12-8910.1186/1471-2156-12-89PMC323418722008150

[CR82] Vikram P, Swamy BPM, Dixit S, Singh R, Singh BP, Miro B (2015). Drought susceptibility of modern rice varieties: an effect of linkage of drought tolerance with undesirable traits. Sci Rep.

[CR83] Wang M, Ding L, Gao L, Li Y, Shen Q, Guo S (2016) The interactions of Aquaporins and mineral nutrients in higher plants. Int J Mol Sci 17(8). 10.3390/ijms1708122910.3390/ijms17081229PMC500062727483251

[CR84] Wang M, Shen Q, Xu G, Guo S (2014) New insight into the strategy for nitrogen metabolism in plant cells. Int Rev Cell Mol Biol. 310:1–37. 10.1016/B978-0-12-800180-6.00001-310.1016/B978-0-12-800180-6.00001-324725423

[CR85] Watanabe S, Matsumoto M, Hakomori Y, Takagi H, Shimada H, Sakamoto A (2014). The purine metabolite allantoin enhances abiotic stress tolerance through synergistic activation of abscisic acid metabolism. Plant Cell Environ.

[CR86] Wei D, Cui K, Ye G, Pan J, Xiang J, Huang J (2012). QTL mapping for nitrogen-use efficiency and nitrogen-deficiency tolerance traits in rice. Plant Soil.

[CR87] Wen N, Chu Z, Wand S (2003). Three types of defense-responsive genes are involved in resistance to bacterial blight and fungal blast diseases in rice. Mol Gen Genomics.

[CR88] Wu K, Wang S, Song W (2020). Enhanced sustainable green revolution yield via nitrogen-responsive chromatin modulation in rice. Science.

[CR89] Xiong J, Li J, Wang H, Zhang C, Naeem MS (2018). SC. Plant Physiol Biochem.

[CR90] Xu G, Fan X, Miller AJ (2012). Plant nitrogen assimilation and use efficiency. Annu Rev Plant Biol.

[CR91] Xu K, Xu X, Fukao T, Canlas P, Maghirang-Rodriguez R, Heuer S (2006). Sub1A is an ethylene-response-factor-like gene that confers submergence tolerance to rice. Nature.

[CR92] Yanagisawa S, Akiyama A, Kisaka H, Uchimiya H, Miwa T (2004). Metabolic engineering with Dof1 transcription factor in plants: improved nitrogen assimilation and growth under low-nitrogen conditions. Proc Natl Acad Sci U S A.

[CR93] Yang H, Menz J, Ha I, Benz M, Fujiwara T, Ludewig U (2015). High and low affinity urea root uptake : involvement of NIP5;1. Plant Cell Physiol.

[CR94] Zeigler RS, Mohanty S (2010). Support for international agricultural research: current status and future challenges. New Biotechnol.

[CR95] Zhang Y, Tan L, Zhu Z, Yuan L, Xie D, Sun C (2015). TOND1 confers tolerance to nitrogen deficiency in rice. Plant J.

How the deposited data were processed for this re-analysis (not part of the article)

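The 16 libraries come from roots and shoots of 2 rice genotypes, IR64 and N22, grown at optimal supply (N+W+), at low nitrogen (N-W+), at low water (N+W-) and at both (N-W-). Poly(A) RNA of the biological replicates was pooled by the authors before library construction, and each combination of genotype, tissue and treatment is a single library. No check of pairing between replicates could therefore be made. The sample labels differ from the paper in the nitrogen doses, in the volume of water and in the age of the plants, so groups are named here by treatment only. The paper's Table 1 also orders the IR64 stress libraries in a way that the mapped fragments of the files do not, and the labels of the files were used.

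The authors trimmed reads with sickle (Phred quality of 30, length of 36) and mapped them in the CLC Genomics Workbench v.12 with a mismatch cost of 2, a length fraction of 0.5 and a similarity fraction of 0.8. The counts, as deposited by the authors, are whole numbers of reads in exons and over whole genes, total and uniquely mapped, with no normalization. The RPKM values, as deposited by the authors, are reads per kb of exon divided by the mapped fragments of the library, and that denominator is larger than the sum over genes. The TPM values, as deposited by the authors, are reads per exon base scaled to the same sum in each library. Recomputing them from the count and the exon length, as a check, gave the same values. Gene models are those of the files, with RAP-DB IDs on IRGSP-1.0, and 7 genes have an exon length of 0. Reads were not mapped again, and no genome sequence was used here. Quality scores, the trimming and the alignment were not examined.

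Exon reads per library, in the order N+W+, N-W+, N+W- and N-W-, were 9131747, 13675454, 10374708 and 10555538 in IR64 roots, 10370030, 12136733, 9643294 and 8272195 in N22 roots, 9463921, 5663426, 11379518 and 7656340 in IR64 shoots, and 6827636, 2420338, 6533384 and 9101488 in N22 shoots. In the N22 shoot library under N-W+, the gene filter of 1 CPM stands for only a few reads. Ratios of genes with few reads carry wide intervals there, and this library enters the N22 shoot comparisons of N-W+ and of N-W- against N-W+.

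Total exon reads were the input to all main results. The work was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and in Python 3.11 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. TMM factors were computed within each tissue. For each genotype, tissue and stress, the log2 ratio to N+W+ was taken with a prior count of 0.5, and a gene was over the fold rule at a log2 ratio beyond 2 with at least 1 CPM in 1 of the 2 libraries. The same rule was applied to N-W- against N-W+. Intervals of 95% come from the exact binomial distribution of the reads in the pair, and where a library had no read, a floor of 3 counts gave the smallest fold.

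Genes changed on average over both genotypes were taken from an edgeR quasi-likelihood fit (robust) over the 8 libraries of a tissue. It had terms for genotype and treatment, after filterByExpr on the treatment groups, and 3 residual degrees of freedom. Benjamini-Hochberg adjusted p was called at 0.05. Genotype-by-nitrogen and genotype-by-water terms were tested together in a further fit with 2 residual degrees of freedom, and nitrogen-by-water in a fit with 3. The overlap of N-W+ and N-W- genes was set beside the overlap of independent lists and beside that of 100 simulations without change. In these, a common control and both stress libraries were drawn around the mean of the genotype's libraries of the tissue, with the dispersion of the joint fit.

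Gene lists were tested with camera (limma, on voom values), with a preset correlation between genes of 0.01 and again with an estimated one, with adjustment over the lists of a comparison. Members past the joint test were counted with p adjusted over all genes and, as a separate count, over the list alone. Within a genotype, the median log2 ratio of a list was placed among 10000 random lists matched on mean expression. The lists were photosystem and light harvesting, the Calvin cycle, chlorophyll synthesis, glutathione, flavonoid and phenylpropanoid, LEA and dehydrin, protein phosphatase 2C, heat shock, cytosolic ribosomal proteins, cell wall growth, tubulin, WRKY, defence, class III peroxidase, aquaporin, potassium transport, phosphate starvation, iron acquisition, amino acid and nitrogen assimilation, senescence and proteolysis, markers of meristem and young stem, markers of seed remnants, and lists of the paper's supplementary tables (nitrogen, transcription factors, hormones). They had been fixed before the data were examined, as patterns on gene descriptions. Because the files hold no descriptions, the patterns were translated to gene symbols afterwards, by names and not by values. The tubulin and defence patterns were corrected by names as well, but after values of the uncorrected lists had been seen. Lists of histones and of fatty acid elongation were not run, since symbols do not identify them. The paper's own lists were matched by gene ID and had been chosen by the authors on these libraries. Of these, the nitrogen list was part of the plan, and the others were added afterwards.

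Genes are named in the text by a rule: every gene the paper names in its results, its discussion or in figures 12 and 13; for each tissue and stress, the 10 largest rises and the 10 largest falls among genes past the joint test with the same sign in both genotypes and an average of at least 5 CPM; the 5 smallest p of each interaction where past the threshold; and up to 4 members of each list by abundance or by size of change. Values in the paper's supplementary tables had been seen when the rule was written. A few other genes, where named, were chosen after their values were seen.

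Alternatives to the fold rule were library totals or DESeq2 size factors in place of TMM, no filter or 5 CPM, a prior count of 2, the deeper library of a pair thinned to the shallower, an adjusted p from edgeR in addition, uniquely mapped exon reads or gene reads, and RPKM or TPM with a pseudocount of 0.1 or 1. All libraries of a tissue thinned to the shallowest of them was added once the read totals had been seen. Alternatives to the joint test and the interactions were DESeq2 or its size factors, other filters, other count columns, only the 4 libraries compared, no genotype term, a fold threshold in addition, and each library left out in turn. For the interactions, library totals and the other count columns were added once the results had been seen. Random steps used the seed 1. Each test was first run on simulated data with known changes, 50 changed genes for each size.

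The paper's differential expression at FDR 0.05 within a genotype was not repeated, because a pair of pooled libraries gives no estimate of variation between plants. The paper's phenotypes, enzyme activities, qPCR and pathway enrichment lie outside the count files and were not redone. A gene of the paper given only by an MSU ID could not be matched, and the gene Os03g0338900 is not among the genes of the files.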

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

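Tests chosen only after the result was seen are those of scaling, of the shallow library and of young tissue in the first pattern, the depth test in the second and, in the third, the test for an IR64 library and that on genes silent at high nitrogen. By the gap to the nearest library over the whole range (Dixon's ratio, 95% critical value), no library was marked in any of 20 groups (10 measures of 8 libraries in each tissue). The N22 shoot library under N-W+ was not marked by that ratio, though it had the fewest exon reads (2420338, the next 5663426) and the lowest percentage of mapped fragments in exons (8.5%, the next 19.1%).

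A difference between groups was marked for several results. Os12g0212100 departed from the sum of the single stresses in roots by log2 14.45 (adjusted p = 0.00581), the one tested difference, and its reads are in IR64. With unique exon reads the departure is 11.02 and 88 genes pass, and with gene reads it is 4.24 and no gene passes, so this call depends on the count column. Genes over the fold rule in opposite directions in IR64 and N22 numbered 42 in roots under N-W+ (55.7 expected of independent lists), 45 under N+W- (14.9 expected) and 44 under N-W- (43.9 expected). In shoots they numbered 136 under N-W+ (695 expected), 72 under N+W- (89.1 expected) and 70 under N-W- (364 expected). Whether the genotypes differ in these genes was not tested gene by gene beyond the genotype-by-nitrogen and genotype-by-water terms, which called 0 genes with edgeR in either tissue. Unadjusted p under 0.05 stood at 293 and 216 genes for those terms in roots and at 548 and 613 in shoots, and DESeq2 called 4 and 15 in roots and 21 and 5 in shoots.

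List medians lay on opposite sides of 0 in IR64 and N22 for photosystem genes in roots under N-W- (0.67 and −0.96), tubulin genes in roots under N-W+ (0.62 and −0.72), class III peroxidases in roots under N+W- (0.27 and −0.29) and LEA and dehydrin genes in shoots under N-W+ (1.47 and −1.49). The difference between the genotypes was not tested for these lists.

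A signal in genes the paper does not discuss was marked where 5 or more members of a list passed the joint test in 1 direction. The defence list was not among the lists screened for this, and its counts stand under the other observations. In roots, 12 of 89 class III peroxidase genes fell and 1 rose under N-W+, and 15 and 14 of 54 phosphate starvation genes fell under N-W+ and N-W-. In shoots, 19 and 12 of 47 cell wall growth genes, 6 and 5 of 10 tubulin genes and 23 and 16 of 64 class III peroxidase genes rose under N-W+ and N-W-, while 1 and 1, 0 and 0, and 4 and 2 of these lists fell. Also in shoots, 9 of 43 phosphate starvation genes fell and 1 rose under N-W+ and 6 of 30 heat shock genes fell under N-W-.

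The first pattern weighed is that cell wall growth, tubulin and auxin genes were higher and photosystem genes lower in low nitrogen shoots. Scaling of the libraries is argued against, since over TMM, library totals, DESeq2 size factors and mapped fragments in each genotype, with genes without reads at their bound, the lowest median log2 change of the cell wall growth and tubulin genes under N-W+ was 1.60 (bootstrap range 1.16 to 2.09) and the highest of the photosystem list −1.54 (−1.83 to −1.37). The shallow N22 library is argued against as well, since in IR64 alone the median of these 57 genes was 1.63 (1.16 to 2.12). The auxin genes were left out of both tests because the study chose them on these libraries. All these ranges were drawn over genes, which are not independent, and they hold no spread between libraries. Both arguments thus rest on the sign of the medians in these pools. What stays open is a larger share of young growing tissue in the low nitrogen pools: the median of the meristem and young stem list lay at percentile 99.4 in IR64 and 100 in N22 among random lists, but of its 4 most abundant members 1 was higher in both genotypes (OsMADS22, 28.4 to 34.1 CPM in IR64 and 29.4 to 33.3 in N22), while OsMADS56 went from 391 to 259 and from 55.6 to 42.4, OsMADS60 from 73 to 28.2 and from 66.3 to 41.2, and OsMADS47 from 29.8 to 25.6 and from 33 to 50.3. Of the 73 genes of that list the shoots express 40, and 6 are among the transcription factors of the paper, so a change in tissue share and a change in expression within the same tissue cannot be told apart.

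The second pattern is that the N22 shoot N-W+ comparison had the most genes over the fold rule (6526, against 5520 in IR64). With all libraries thinned to the shallowest, 6379 genes in N22 stood against 6185 in IR64, so most of the gap went with depth, and no repeat of the library is at hand to judge what is left. The number of genes with a read in this library and in none of the other 7 at equal numbers of exon reads was 460, against 480 in the N22 library under N-W- and 183 to 441 in the others. Mapped fragments were not made equal, and with 8.5% of them in exons, against 19.1% to 33.3% in the other shoot libraries, a spread of reads from genomic DNA over silent genes cannot be told apart from expression of those genes.

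The third pattern is that the N22 shoot N-W- library lay between the high and the low nitrogen libraries, where a high nitrogen library carrying its label is argued against: of 46 genes without a read in high nitrogen IR64 shoots and at 5 CPM or more in both low nitrogen ones, 32 were at 1 CPM or more in it, against 7 and 8 in N22 under N+W+ and N+W- and 42 under N-W+. The test set beforehand does not decide this: over 4194 genes over the rule in both low nitrogen comparisons of IR64, its median change in the IR64 direction (1.50) exceeded that of N22 under N+W- (0.78) by log2 0.73, no more than the 0.78 between the high nitrogen N22 libraries themselves, and the range over genes that was planned as its error holds no spread between libraries. An IR64 library carrying its label is also argued against, since 26 of 27 genes read in all N22 roots and in no IR64 root had reads in it, against at most 6 in an IR64 shoot library. A mixture with IR64 cannot be told apart: of 37 genes read in IR64 roots alone, 9 had a read in it, 26.9% of the mean number in IR64 shoot libraries, and the highest other N22 shoot library reached 32.8%, which the threshold set beforehand did not allow for, while by summed CPM of these genes it was the highest N22 shoot library (185, against 61.1 to 132 in the other N22 and 437 to 762 in the IR64 shoot libraries). A milder nitrogen response of N22 under the dual stress stays open as a biological hypothesis that was not tested.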

How the results depend on the processing

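Thinning all libraries of a tissue to the shallowest of them was chosen after the read totals had been seen, and library totals, unique exon reads and gene reads for the interactions after the results had been seen. The other alternatives were planned. No paired analysis was possible because RNA of the biological replicates had been pooled and each condition is 1 library. Depth limits the shoot results, where the shallowest library holds 2420338 exon reads. In simulated libraries with 50 changed genes for each size, the joint edgeR test found 30 at log2 2 and 44 at log2 3 in roots and 10 and 27 in shoots under N-W+. The genotype-by-nitrogen and genotype-by-water tests found 39 and 40 at log2 4 in roots and 31 and 24 in shoots, and at log2 2 they found 16 and 14 in roots and 2 and 1 in shoots. Of unchanged genes, 1303 in IR64 shoots and 1519 in N22 shoots went over the fold rule, against 490 and 503 in roots. The simulation holds counting error and spread between libraries together, so counts under the fold rule include genes that pass through either. The 503 of N22 roots, simulated for N-W+, lies near the 569 genes over the rule in N22 roots under N+W-. With 1 library left out, its condition rests on the other genotype, whose lone library is assumed to vary like the rest. For every value below, the cause was not tested.

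The 16 counts over the fold rule moved by no more than 1.5-fold with DESeq2 size factors, library totals, a prior count of 2, gene reads, the deeper library thinned, or TPM with a pseudocount of 0.1. Counts below are in the order N-W+, N+W-, N-W- and N-W- against N-W+, beside main counts of 1778, 1290, 1646 and 1804 in IR64 roots, 1793, 569, 1404 and 950 in N22 roots, 5520, 1926, 5911 and 916 in IR64 shoots and 6526, 2238, 3338 and 2799 in N22 shoots, and 13386 in any comparison with N+W+.

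With at least 5 CPM they were 875, 527, 705 and 686 in IR64 roots, 891, 150, 675 and 330 in N22 roots, 3248, 887, 3787 and 209 in IR64 shoots, 4186, 918, 1894 and 1346 in N22 shoots, and 7804 in any. With an adjusted p under 0.05 in addition they were 624, 84, 374 and 99, then 606, 20, 384 and 52, then 1870, 40, 2651 and 8, then 3284, 50, 1207 and 0, and 5470 in any. With RPKM and a pseudocount of 1 they were 312, 155, 266 and 216, then 287, 38, 260 and 95, then 1460, 292, 1874 and 48, then 1557, 285, 993 and 1540, and 3947 in any. These counts are lower than the main ones in each case.

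With no filter the counts were higher: 3648, 3412, 3864 and 3817 in IR64 roots, 3972, 2311, 3454 and 3088 in N22 roots, 4231 under N+W- and 2992 against N-W+ in IR64 shoots, 4586 under N+W-, 5428 under N-W- and 5243 against N-W+ in N22 shoots, and 20463 in any. With RPKM and a pseudocount of 0.1 they were 852, 531, 707 and 824 in IR64 roots, 807, 145, 628 and 324 in N22 roots, 3450 under N-W+, 898 under N+W- and 245 against N-W+ in IR64 shoots, and 3728, 928 and, higher than the main count, 4648 for the same comparisons in N22 shoots. With TPM and a pseudocount of 1 they were 775, 509, 629 and 632 in IR64 roots, 783, 158, 614 and 337 in N22 roots, 3337 under N-W+, 697 under N+W- and 293 against N-W+ in IR64 shoots, 759 under N+W-, 1872 under N-W- and 1579 against N-W+ in N22 shoots, and 8111 in any. With unique exon reads 328 genes were over the rule in N22 roots under N+W- and 584 in IR64 shoots for N-W- against N-W+. With all libraries thinned, 3008 were over it in IR64 shoots under N+W- and 1475 for N-W- against N-W+.

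Scaling moved the share of higher genes among those over the rule. With library totals the share for N-W- against N-W+ was 40.1% in IR64 roots (51.1% with TMM) and 29.8% in N22 shoots (43.8%). With TPM and a pseudocount of 0.1 it was 70.4% in IR64 shoots under N+W- and 74.6% in N22 shoots under N-W+. With RPKM and a pseudocount of 0.1 it was 33.7% in N22 shoots under N-W+ (59.1% with TMM), 89% under N-W- (69%) and 95.6% for N-W- against N-W+, so the direction that prevails in that shallow library depends on the denominator. The overlap of N-W+ and N-W- genes with at least 5 CPM was 337 genes in IR64 roots and 387 in N22 roots, and 2689 and 1543 in IR64 and N22 shoots. Its 4 counts moved by no more than 1.5-fold with library totals, with DESeq2 size factors and with all libraries thinned.

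In the joint test, DESeq2 called 1806, 345 and 1222 genes in roots under N-W+, N+W- and the dual stress (688, 2 and 393 by edgeR) and 5050, 646 and 3789 in shoots (2975, 0 and 1566). It called 4 and 21 genes for genotype-by-nitrogen in roots and shoots, 15 and 5 for genotype-by-water, and 476 and 157 for nitrogen-by-water, where edgeR called 1 gene, in roots under nitrogen-by-water. That count was 88 with unique exon reads and 0 with gene reads, with which the log2 of Os12g0212100 was 11.02 and 4.24 in place of 14.45. The other interaction counts did not change with these columns or with library totals. From only the 4 libraries compared, edgeR called 1084, 0 and 1083 genes in roots. With no genotype term it called 8, 0 and 0 in roots, and 397 under N-W+ and 222 under N-W- in shoots. For roots under N+W-, no filter gave 4 genes, at least 5 CPM gave 0, unique exon reads gave 14 and gene reads gave 0. Unique exon reads gave 636 in roots under N-W-. With log2 also above 2, 378 genes in roots were called under N-W+ and 240 under N-W-. The counts in shoots under N-W+ and N-W- moved by no more than 1.5-fold with DESeq2 size factors, no filter, at least 5 CPM, unique exon reads, gene reads and the 4 libraries only.

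Without 1 library of the tissue in turn (leave-one-out), genes called in both genotypes ranged from 46 to 864 in roots under N-W+, from 0 to 6 under N+W- and from 15 to 431 under N-W-, and in shoots from 0 to 4519 under N-W+, from 0 to 0 under N+W- and from 0 to 2916 under N-W-. Leave-one-out counts for genotype-by-nitrogen ranged from 0 to 1 in roots and from 0 to 263 in shoots, for genotype-by-water from 0 to 0 and from 0 to 683, and for nitrogen-by-water from 0 to 34 and from 0 to 0. The highest interaction counts in shoots came without the N22 library under N+W+. Counts of nitrogen-by-water in roots were 34, 28, 8 and 5 without N22 under N-W-, N22 under N+W-, IR64 under N+W- and N22 under N-W+.

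With the estimated correlation, 0 lists passed in all 6 comparisons, where the preset one gave 10, 10 and 13 in roots and 17, 4 and 16 in shoots under N-W+, N+W- and the dual stress, so each list result rests on the preset correlation. Library totals and DESeq2 size factors moved none of these 6 counts by more than 1.5-fold. Of 180 single list results, 165 were the same with library totals, 10 stronger and 5 weaker.

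Of 1140 results for named genes in the joint test, 1137 were the same with DESeq2 size factors, 1067 with library totals (41 stronger, 32 weaker) and 1123 with gene reads, and 1014 of 1065 with unique exon reads. Of 811 ratios of named genes within a genotype, 811 stayed inside their counting interval with a prior count of 2, 799 with DESeq2 size factors, 794 with gene reads, 759 with unique exon reads and 608 with library totals. Of 292 such ratios beyond the fold threshold, 15, 3, 5, 22 and 28 were not beyond it under these settings in that order. None reversed in these except with unique exon reads, where 12 ratios had reads in the main count and log2 0.00 in the unique one. These were Os01g0289732 (IR64 roots under N-W+ and N-W-, IR64 shoots under N+W-, N22 shoots under N+W- and N-W-), Os02g0578400 (N22 roots under N-W+ and N+W-, N22 shoots under N+W-), Os06g0286400 (IR64 shoots under N-W+ and N-W-, N22 shoots under N-W+) and Os02g0112600 (N22 shoots under N-W+).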

Differences from the paper's values

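Counts here use the paper's fold threshold (log2 beyond 2), with a minimum of 1 CPM in place of the paper's FDR of 0.05, which was not repeated. A count is taken as different where it is more than 1.5 times the other. The 13 alternatives to the fold rule, set before the data were examined, are library totals, DESeq2 size factors, no filter, at least 5 CPM, a prior count of 2, the deeper library thinned, an adjusted p in addition, unique exon reads, gene reads, and RPKM or TPM with a pseudocount of 0.1 or 1.

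Genes over the fold rule numbered 1778 in IR64 roots under N-W+, against the paper's 1174, and fell within 1.5-fold of it with library totals, at least 5 CPM, a prior count of 2, unique exon reads and RPKM with a pseudocount of 0.1, and not under the other 8 alternatives. The counts were 1290 in IR64 roots under N+W- (the paper's 698), 1646 in IR64 roots under N-W- (the paper's 903), 1404 in N22 roots under N-W- (the paper's 781) and 1926 in IR64 shoots under N+W- (the paper's 1006). For these, at least 5 CPM, unique exon reads, RPKM with a pseudocount of 0.1 and TPM with a pseudocount of 1 came within the range, and the other 9 alternatives did not. For 569 genes in N22 roots under N+W- (the paper's 187) and 2238 in N22 shoots under N+W- (the paper's 990), at least 5 CPM, RPKM with 0.1 and TPM with 1 did, and the other 10 did not.

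In IR64 shoots under N-W+ 5520 genes stood against the paper's 3357, and in N22 shoots under N-W- 3338 against the paper's 2143. At least 5 CPM, a prior count of 2, unique exon reads, RPKM with 0.1 and TPM with 1 came within the range, and the other 8 alternatives did not. In N22 shoots under N-W+ 6526 genes stood against the paper's 4004, and the same 5 alternatives and an adjusted p in addition came within the range, while the other 7 did not. In any of the 12 comparisons the count was 13386, and RPKM with a pseudocount of 0.1 gives 8982, near the paper's 8926.

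Of dual stress genes, 4204 in IR64 shoots were shared with N-W+ (the paper's 2712) and 2555 in N22 shoots (the paper's 1567). At least 5 CPM, a prior count of 2, unique exon reads, RPKM with 0.1 and TPM with 1 came within 1.5-fold, and the other 8 did not. Shared with N+W- were 1208 in IR64 shoots (the paper's 619), within the range for at least 5 CPM, unique exon reads, RPKM with 0.1 and TPM with 1 and not for the other 9, and 1106 in N22 shoots (the paper's 555), within it for at least 5 CPM, RPKM with 0.1 and TPM with 1 and not for the other 10. In N22 roots 14.9% of dual stress genes were shared with N+W-, against the paper's 7.68%. At least 5 CPM, unique exon reads, RPKM with either pseudocount and TPM with 1 came within the range, and the other 8 did not. Genes of N22 roots over the rule under N+W- only made up 8.86%, against the paper's 5.7%, and those 5 alternatives and a prior count of 2 came within the range, while the other 7 did not. In IR64 roots 34.4% of the N-W- genes were over the rule in no other genotype or treatment, against the paper's 3.3%, and none of the 13 alternatives came within the range.

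For the single-gene values that differ, none of the 5 alternatives (library totals, DESeq2 size factors, a prior count of 2, unique exon reads, gene reads) came within the paper's value. Os04g0659300 fell by log2 7.68 and 7.15 in IR64 roots under N-W+ and N-W- and by 6.83 in N22 roots under N-W-, against the paper's 10, which is given for no single treatment. In N22 roots under N-W+ it fell by 9.88, within the paper's value under the 5 alternatives as well. Os02g0112600 was at 1.84 in N22 roots under N-W+, against the paper's 4.80, which is also the ratio found here in IR64 roots under N-W-. Os12g0503000 had no read in N22 shoots under N-W+ and was at least 31.9-fold lower, a bound beyond the paper's log2 of −3.84, while its log2 of −8.64 is set by the prior count. Os02g0673100 was at 0.47 in IR64 roots under N+W-, against the paper's 3.10.

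In the paper's supplementary tables, 4623 values of 1997 genes (Table 1), 101 values (Table 2), 412 values (Table 3) and 70 values (Table 6) all have the sign found here, and 5, 3, 0 and 0 of them lie outside the counting interval. Of the 192 values of Table 5, 47 have the opposite sign and 72 lie outside the interval. With the columns for IR64 shoots and N22 roots exchanged, 2 of the 174 auxin and gibberellin values have the opposite sign and 2 lie outside, while the 18 ABA values match as headed.

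Some directions differ from statements in the paper. The paper has the allantoinase gene Os04g0680400 lower at low nitrogen in 1 place and higher in another. It was higher here, at log2 5.15 and 5.21 in IR64 roots and 4.43 and 4.74 in N22 roots under N-W+ and N-W-. The allantoin transporter gene Os12g0503000 is lower in shoots under the dual stress only in 1 place of the paper, and lower under N-W+ and the dual stress in another. It was lower under both here, with no read in either genotype under N-W+. The catalase gene Os03g0131200, higher according to the paper, was lower in shoots under N-W+, N+W- and the dual stress, at −2.67, −1.94 and −3.18 in IR64 and −4.25, −2.07 and −2.44 in N22.

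The nitrate transporter-like genes that the paper places in N22 shoots alone were lower in IR64 shoots too, with Os06g0581000 at −2.43. OsACTPK1 (Os02g0120100), lower in N22 roots under N-W+ and not under the dual stress according to the paper, had no read there under N-W- and was at least 76.2-fold lower. Os01g0123700, lower in IR64 shoots only under N-W+ according to the paper, was also at −2.28 under N+W- and −4.07 under N-W-. Os01g0213800, described as higher in N22 shoots under low nitrogen only, was also present at 19.7 CPM in IR64 shoots under N-W+ and at 13.7 CPM in N22 shoots under N+W-, with no read in either control. Os11g0523700, described as higher in N22 shoots under N-W+ only, was at 14.7 CPM under N-W- as well, again with no read in the control.

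The ferredoxin gene Os04g0412200, lower in N22 under the dual stress according to the paper, was higher there at 4.08. Of the pyruvate kinase genes, Os01g0660300 is described as higher in N22 shoots under all stresses and was at 2.95 and 2.45 under N-W+ and N-W- but at −0.47 under N+W-. The Dof gene Os06g0284500, described as lower in IR64 under N-W+ and the dual stress in 1 place and as not lower in IR64 in another, was at −0.13 and −0.34 in IR64 shoots. Os05g0195200, described as higher under the dual stress in N22 only, was at 2.17 in IR64 roots and 2.60 in N22 roots (joint edgeR test 2.37, adjusted p = 0.0203).

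The paper's Table 1 lists the stress libraries of IR64 in another order of read numbers than the files. The IR64 shoot library with the fewest reads stands under N-W- in that table, and under N-W+ in the paper's text and in the files (18269590 mapped fragments). The labels of the files were kept. In IR64 roots the allantoinase gene Os04g0680400 had 65.6, 3.11 and 68.6 CPM under N-W+, N+W- and the dual stress by those labels and 98.4, 3.82 and 122 CPM in N22, the same order of treatments in both genotypes.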

Other observations

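Several genes of phosphate starvation, of defence and of class III peroxidases fell in low nitrogen roots, while in low nitrogen shoots several of wall extension, of tubulins and of class III peroxidases rose. As whole lists none of them passes with the estimated correlation. The phosphate starvation RNA gene OsIPS1 (Os03g0146800) fell in the roots of both genotypes with log2 −8.03 (standard error 0.45, adjusted p = 0.00118) under N-W+ and −5.88 (standard error 0.39, adjusted p = 0.00239) under N-W-, and the phosphate transporter gene PT6 (Os08g0564000) with −5.84 (adjusted p = 0.00704) and −4.23 (adjusted p = 0.0174). The pathogenesis-related gene OsPR1 (Os07g0129300) fell in roots with −6.35 (adjusted p = 0.00552) and −4.65 (adjusted p = 0.0124). OsLP (Os03g0663400) fell with −5.54 (adjusted p = 0.00118) and −6.27 (adjusted p = 0.000929). These are results of the joint edgeR test.

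In shoots the xyloglucan endotransglucosylase gene OsXTH3 (Os04g0631200) rose by 9.77 (standard error 1.45, adjusted p = 0.0158) under N-W+ and 8.35 (adjusted p = 0.0255) under N-W-. The expansin gene OsEXPB12 (Os03g0645000) was at least 21.7-fold higher in IR64 and at least 43.2-fold higher in N22 under N-W+. The peroxidase gene prx2 (Os01g0205900) rose by 7.73 (adjusted p = 0.00975) and 7.61 (adjusted p = 0.00969), and the tubulin gene OsTUB4 (Os01g0805900) by 3.26 under both (adjusted p = 0.0156 and 0.0174). Small heat shock protein genes went the other way: OsHSP18.0-CI (Os03g0267000) fell with −6.67 (adjusted p = 0.0112) and −4.27 (adjusted p = 0.0166), and OsHsp17.3 (Os03g0266900) with −5.32 (adjusted p = 0.011) and −4.39 (adjusted p = 0.0113). RBBI2-1 (Os01g0124000), a Bowman-Birk inhibitor gene, fell with −4.53 (adjusted p = 0.0131) and −3.85 (adjusted p = 0.0172).

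In the list tests below, the adjusted p is that of camera with the preset correlation, and with the estimated one none of these lists passes in any comparison. Phosphate starvation genes in roots had a median log2 change of −1.44 (adjusted p = 1.54e-11) under N-W+ and −1.63 (adjusted p = 5.53e-16) under N-W- over 54 genes, with 0.236 and 0.143 from the estimated correlation, and no shift under N+W- (adjusted p = 0.996). In shoots (43 genes) the medians were −0.96 (adjusted p = 0.00415), 0.04 (adjusted p = 0.964) and −0.47 (adjusted p = 0.0037) under N-W+, N+W- and the dual stress. OsPAP9b (Os01g0800500), a purple acid phosphatase gene, fell in shoots with −2.69 (adjusted p = 0.0142 and 0.0153) under both low nitrogen treatments.

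Defence genes in roots (29 genes) had medians of −2.04 (adjusted p = 2.07e-14) under N-W+ and −1.44 (adjusted p = 3.67e-11) under N-W-, with 7 and 6 genes past the joint test, all lower. In shoots (30 genes) the medians were −1.55 (adjusted p = 0.00473) and −1.89 (adjusted p = 6.73e-05), with 13 and 9 genes lower and 1 and 0 higher. Under N+W- adjusted p was 0.996 in roots and 0.908 in shoots. Class III peroxidases in roots (89 genes) had medians of −0.96 (adjusted p = 3.4e-12), 0.05 (adjusted p = 0.996) and −0.42 (adjusted p = 0.00276) under N-W+, N+W- and the dual stress, and in shoots (64 genes) 2.09 (adjusted p = 0.000413), 0.48 (adjusted p = 0.00374) and 1.98 (adjusted p = 0.000204). The same list thus moved down in roots and up in shoots, a difference between tissues that was not tested.

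Cell wall growth genes in shoots (47 genes) had medians of 2.29 (adjusted p = 2.74e-08) under N-W+, 0.89 (adjusted p = 0.0199) under N+W- and 1.99 (adjusted p = 5.43e-08) under N-W-. In roots (58 genes) they were −0.72 (adjusted p = 7.65e-08), 0.20 (adjusted p = 0.114) and −0.26 (adjusted p = 0.00399). OsEXPB3 (Os10g0555900) fell in roots under N-W+ with −3.26 (adjusted p = 0.015). Tubulin genes (10) had medians of 2.04 (adjusted p = 1.58e-05), 0.41 (adjusted p = 0.505) and 2.05 (adjusted p = 6.92e-06) in shoots and −0.30 (adjusted p = 0.825), 0.47 (adjusted p = 0.00255) and 0.13 (adjusted p = 0.263) in roots. Meristem and young stem genes in shoots (40 genes) were at 1.52 (adjusted p = 0.0293), 0.05 (adjusted p = 0.865) and 1.02 (adjusted p = 0.103), the first not past with library totals. In roots (42 genes) adjusted p was 0.66, 0.996 and 0.379.

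Cytosolic ribosomal protein genes in roots (71 genes) were higher under N+W- with a median of 0.37 (adjusted p = 1.16e-10), and at 0.09 (adjusted p = 0.0817) and −0.03 (adjusted p = 0.7) under N-W+ and N-W-. In shoots (66 genes) the medians were 0.62 (adjusted p = 0.000168), −0.13 (adjusted p = 0.583) and 0.63 (adjusted p = 3.56e-05). Heat shock genes (30) in shoots were at −0.57 (adjusted p = 0.0611), −0.72 (adjusted p = 0.000817) and −0.93 (adjusted p = 0.000893), and in roots at 0.08 (adjusted p = 0.849), −0.34 (adjusted p = 0.00407) and −0.09 (adjusted p = 0.824). LEA and dehydrin genes in roots (27 genes) were at −0.25 (adjusted p = 0.426), 0.86 (adjusted p = 0.0285) and −1.25 (adjusted p = 1.57e-06), and under N+W- none of them passed the joint test. The medians under N+W- were 0.11 in IR64 and 1.38 in N22, and the list does not pass there with library totals. Of all 32 genes of the list, 0 and 10 were over the fold rule upwards. In shoots (15 genes) they were at 0.56 (adjusted p = 0.276), 0.24 (adjusted p = 0.804) and −1.15 (adjusted p = 0.0758). OsLEA10 (Os02g0564600) fell in roots with −3.22 (adjusted p = 0.0149) under N-W+ and −3.24 (adjusted p = 0.0207) under N-W-.

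Protein phosphatase 2C genes in roots (68 genes) were at −0.07 (adjusted p = 0.785), −0.32 (adjusted p = 0.000203) and 0.00 (adjusted p = 0.925), and in shoots (65 genes) adjusted p was 0.182, 0.908 and 0.106. OsPP2C33 (Os03g0301700) rose in shoots under N-W+ by 3.17 (adjusted p = 0.027). Iron acquisition genes in shoots (23 genes) were at −0.40 (adjusted p = 0.118), −0.04 (adjusted p = 0.743) and −0.28 (adjusted p = 0.226), with 3, 0 and 1 genes lower past the joint test. Senescence and proteolysis genes in shoots (32 genes) were at −0.64 (adjusted p = 0.021), −0.19 (adjusted p = 0.505) and −0.16 (adjusted p = 0.275), and in roots (31 genes) adjusted p was 0.938, 0.996 and 0.841. OsSAG12_1 (Os04g0208200) fell in roots under N-W- with −1.70 (adjusted p = 0.0254). Of 33 genes for seed remnants, 2 were measured in roots and 1 in shoots, too few for a test.

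The homeobox gene OSH1 (Os03g0727000) had 48, 0, 1 and 85 reads in IR64 roots under N+W+, N-W+, N+W- and N-W- and at most 1 in an N22 root library. It was at least 28.5-fold lower in IR64 roots under N-W+ than under N+W+. Os12g0212100 had 29.3, 0.0675, 0.168 and 12.8 CPM in the same IR64 libraries, so both genes were present in the N+W+ and N-W- libraries of IR64 roots and nearly absent from the others. OsAsr2 (Os01g0963600) was likewise far lower in those others. The photosystem list, the planned marker of shoot tissue in root libraries, was lower under N-W+ and not under N-W- as well, but not lower under N+W-, with IR64 medians of −1.74, 0.06 and 0.67 under N-W+, N+W- and the dual stress. In N22 roots, where OSH1 and Os12g0212100 have hardly any reads, its medians were −3.10, −0.23 and −0.96, so the list fell under N-W+ without these genes and is no clear parallel to them. Why these libraries share the genes, and whether their pools differ in tissue, was not tested.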
